# CD4 expression controls epidermal stem cell balance

**DOI:** 10.1038/s41598-025-87915-7

**Published:** 2025-02-04

**Authors:** Nadine Brandes, Heidi Hahn, Anja Uhmann

**Keywords:** CD4, Epidermal stem cells, Interfollicular epidermis, Infundibulum, Wound healing, Ageing, Stem-cell niche, Skin stem cells, Ageing

## Abstract

The balance of stem cell populations is essential for the maintenance, renewal, and repair of the mammalian epidermis. Here, we report that CD4, which is a typical marker of helper T cells, monocytes, macrophages, and dendritic cells, is also expressed on murine K5^+^ keratinocytes. Lineage tracing of CD4^+^ cells reveals that their epidermal progeny has self-renewal abilities and clonogenic potential. The progeny of CD4^+^ epidermal cells contributes to epidermal renewal and progressively colonizes the interfollicular epidermis and hair follicles with age, thereby developing to all epidermal lineages. Wound healing studies furthermore show that the progeny of CD4^+^ epidermal cells accumulates at wound sites. Finally, using *CD4* knockout mice we demonstrate that CD4 expression is essential for maintaining fast-cycling epidermal stem cells during homeostasis and that CD4 loss mitigates the age-related decline in wound repair capacity. Collectively, our data support the conclusion that CD4 expression is required for long-term maintenance of the epidermal stem cell balance.

## Introduction

Adult stem cells (SCs) are characterized by their self-renewal capacity, high clonogenic potential, slow cycling activity, and the potential to generate differentiated progeny^1^. They are essential for homeostasis and regeneration of adult tissues. In the epidermis of the adult skin, SCs are located in the interfollicular epidermis (IFE) and in its appendages, such as the hair follicles and associated sebaceous glands. During homeostasis, each of these epidermal SC population behaves independently and maintains its own epidermal structure by dividing and differentiating^2^. Even the SC compartment of the basal layer of the IFE (BL-IFE) is composed of SCs that differ in their cycling behavior, survival, and response to injury^3–7^. Unlike the SCs of the BL-IFE, hair follicle SCs are not involved in IFE homeostasis, but they contribute to IFE recovery in response to wound healing processes^3^. The ability of the epidermis to recover from damage or stress decreases with age. While young skin still contains a heterogeneous population of epidermal fast- (fc) and slow-cycling (sc) SCs^5,7,8^, fc-SCs are depleted in aged skin and the available space is colonized by sc-SCs^8,9^. Simultaneously, the lineage differentiation of sc-SCs is impaired, and the wound healing capacity is reduced^8,9^. However, the complexity of epidermal turnover, the ability to recover from stress and injury, and the age-related changes in skin morphology and composition are still not fully understood.

We have previously reported that CD49f^+^ CD34^+^SCA-1^+^ epidermal cells, which represent a subpopulation of hair follicle SC in the murine back skin^10^, co-express CD4^11^. Using a CD4Cre-based in vivo depletion strategy we have furthermore demonstrated that CD4Cre-targeted cells co-express K5^+^ and can give rise to basalioma^12^. This suggests that CD4 is expressed in an epidermal SC population, at least in murine skin. However, neither the epidermal niche nor the role or the essentiality of this population for epidermal integrity has been investigated.

We report here that CD4 expression is required for the maintenance of fc-SCs. Lineage tracing of CD4^+^ cells furthermore shows that their epidermal progeny (i) has self-renewal capacity and high clonogenic potential, (ii) progressively colonizes the IFE and the hair follicle with mouse age, (iii) grows as all hair follicle lineages, (iv) accumulates at wound near epidermal areas and (v) that CD4 loss improves age-related worsening of wound repair.

## Results

### CD4 expression controls proliferation in infundibulum and IFE of the adult back skin

We recently demonstrated that active Hedgehog signaling leads to basalioma formation from CD4-expressing cells^11,12^. This indicates a function of CD4 in basalioma progenitor cells, most likely in epidermal SC. Based on this assumption, *CD4* loss in epidermal cells should result in a considerable skin phenotype. Due to the lack of a conditional *CD4KO* mouse model, we here tested this hypothesis by analyzing conventional *CD4KO* mice (subsequently referred to as *CD4KO*). This mouse strain is characterized by a block in thymic CD4^+^ T-cell development and a Class II restricted deficit in helper T-cell activity due to a targeted *Cd4* mutation^13,14^. Previous analyses of the skin of young and middle-aged *CD4KO* mice (8–30 weeks) did not report on a conspicuous skin phenotype^15–19^. However, aged *CD4KO* mice have not yet been investigated, and thus any potential skin phenotype in these mice remains unknown. Here, we conducted detailed skin morphology analyses of the epidermal back skin (EBS) and epidermal tail skin (ETS) of 8 (young), 31 (middle-aged) and 80 (aged) weeks-old *CD4KO* and age-matched wild-type (wt) control mice (cntl) (for analyzed animal numbers see Suppl. Tables S1 and S2).

While all young *CD4KO* mice macroscopically looked normal, 25% of the middle-aged, and 85.7% of the aged *CD4KO* mice developed partial to distinct alopecia of the back skin fur (Fig. 1A–C; Suppl. Tables S1, S3). This suggests a role of CD4 in epidermal SC function upon skin aging. Interestingly, all middle-aged and aged *CD4KO* mice had reduced numbers of hair follicles (Fig. 1C,D). However, this was not accompanied by an abnormal immune cell composition (Supp. Fig. S1) or obvious histological abnormalities in telogen hair follicles, IFE or sebaceous glands (Fig. 1A,C). The EBS from aged *CD4KO* mice had increased expression levels of the BL-IFE and INF marker stem cell antigen-1 (SCA-1) and the proliferation marker proliferating cell nuclear antigen (PCNA), whereas the BL-IFE markers K5 solute carrier family 1 member 3 (SLC1A3) and the suprabasal marker K10 were slightly decreased (Fig. 1E). Immunostainings showed elongated SCA-1^+^ INF and increased numbers of KI67^+^ BL-IFE and KI67^+^ INF cells in aged *CD4KO* mice (Fig. 1F,G). This was accompanied by a significantly thicker IFE at all ages and longer INF in aged *CD4KO* mice (Fig. 1H). Thus, these observations were most likely causative for the enhanced SCA-1 and PCNA expression levels detected by Western blot (Fig. 1E). Although the expression patterns of K5 and K10 appeared similar between *CD4KO* and cntl EBS (Fig. 1F), the K5 expression level seems to be decreased in *CD4KO* as judged by Western blot (Fig. 1E). Finally, the expression pattern of the hair follicle SC (bulge) marker CD34 was similar in telogen hair follicles in *CD4KO* and cntl EBS (Fig. 1F).

**Fig. 1:**
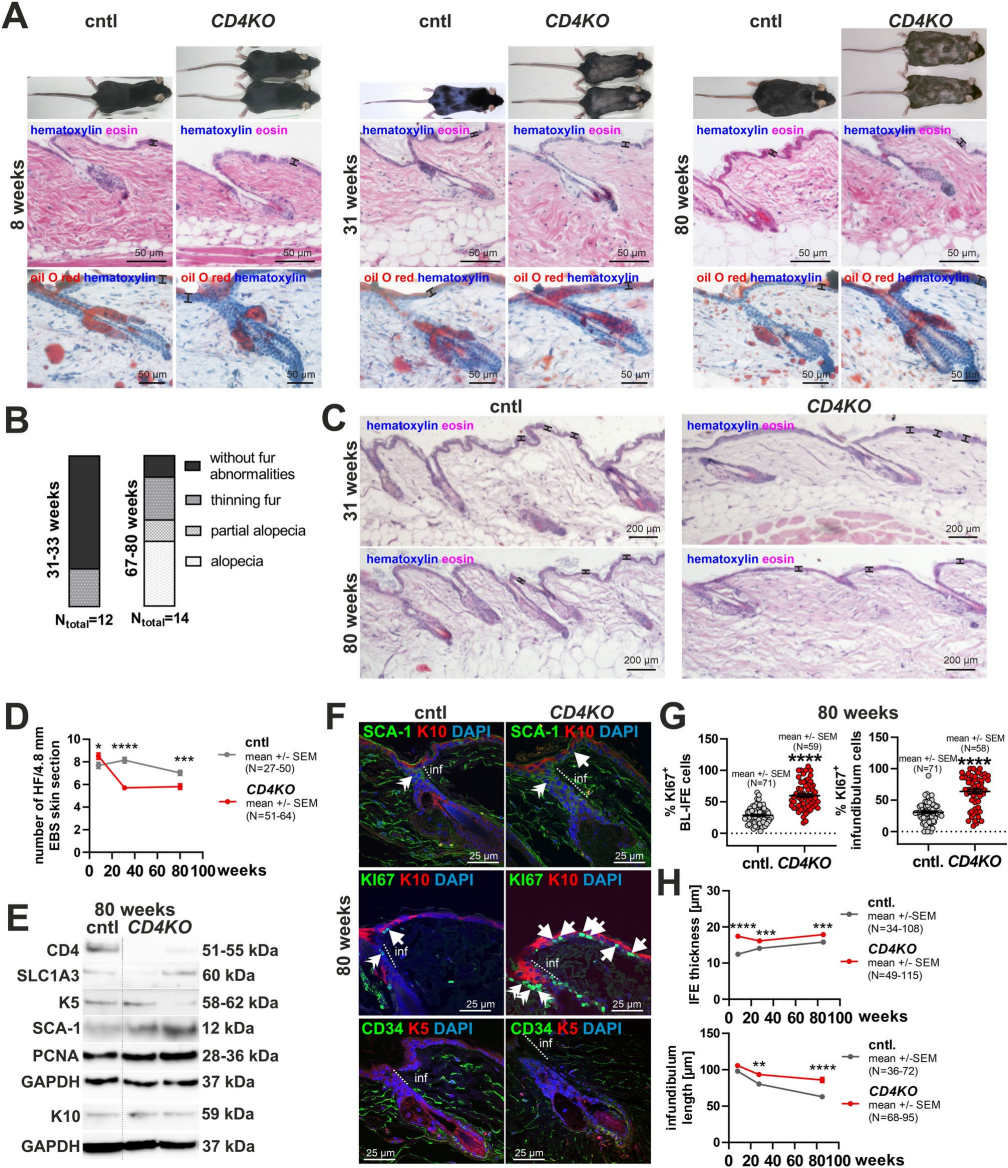
The EBS phenotype of *CD4KO* mice. Analyses of the EBS of 8, 31 and/or 80 weeks-old *CD4KO* and corresponding cntl mice. Aged *CD4KO* mice show alopecia of the back skin fur with reduced numbers of hair follicles (**A**–**D**), decreased expression levels of the IFE markers K5 and SLC1A3 (**E**), increased expression levels of the BL-IFE and INF marker SCA-1 (**E**,**F**) and the proliferation markers PCNA (**E**) and KI67 (**F**,**G**), thicker IFE and longer INF (**H**). (**A**) Macroscopic and microscopic hematoxylin/eosin and oil O red/hematoxylin analyses; (**B**) quantification of *CD4KO* back skin fur abnormalities; (**C**,**D**) hematoxylin/eosin analyses and quantification of the number of hair follicles per visual field (4.8 mm skin) of hematoxylin/eosin-stained paraffin sections; (**E**) Western blot analyses; (**F**) immunostainings of paraffin sections against SCA-1/K10, KI67/K10 and CD34/K5; (**G**) quantification of KI67^+^ BL-IFE and INF cells; (**H**) IFE thickness and INF length of cntl and *CD4KO* EBS of 8, 31 and/or 80 weeks-old mice. Protein bands in (**E**) were cropped from the original blots shown in Supplemental Fig. S12. Black bars in (**A**,**C**) visualize the IFE thickness. Nuclei in (F) were visualized with DAPI. White double arrowheads: SCA-1^+^ or KI67^+^ INF cells; white arrows: SCA-1^+^ or KI67^+^ IFE cells. inf: infundibulum. N in (**D**,**G**,**H**) corresponds to the number of measured points. *P < 0.05, **P < 0.01, ***P < 0.001, **** P < 0.0001. See Suppl. Tables S1, S3 and S6 for animal numbers and means, SEM and P values.

*CD4KO* mice show a deficit in helper T-cell activity^13,14^. To exclude that defective immune cells cause the observed epidermal phenotype of *CD4KO* mice we next analyzed in vitro cultured keratinocytes isolated from the EBS of *CD4KO* and cntl mice. At in vitro 3D conditions, number and size of organoids formed from EBS cells of young *CD4KO* mice did not differ from the corresponding cntl (Suppl. Fig. S2A–E). Cells from middle-aged cntl mice formed significantly less (Suppl. Fig. S2A,B) but larger organoids (Suppl. Fig. S2C) than from corresponding cntl. This suggests that middle-aged wt EBS contains fewer SCs with a higher SC capacity than that of young wt mice. In contrast, keratinocytes from middle-aged *CD4KO* mice developed similar numbers, but significantly smaller organoids (Suppl. Fig. S2A,B) compared to young *CD4KO* and middle-aged cntl mice (Suppl. Fig. S2C). This shows that CD4 loss counteracts age-related SCs loss but reduces the SC capacity of EBS SCs. Neither the expression of K5, SCA-1 and PCNA (Suppl. Fig. S2D,E) nor the capacity of *CD4KO* EBS cells to form hair follicles after hypodermal transplantation into *Foxn1*^*nu/nu*^ mice was altered (Suppl. Fig. S2F).

Together with the fact that aged *CD4KO* mice show an increased proliferation of BL-IFE and INF, these data show that CD4 is involved in age-related SC loss and quiescence in the EBS.

### CD4 expression controls scale/interscale balance of the IFE in the adult tail skin

*CD4KO* ETS macroscopically looked normal, even in aged animals (Suppl. Fig. S3A). No abnormal immune cell invasion (Suppl Fig. S1) or histological abnormalities were found in hair follicles, IFE or sebaceous glands (Suppl. Fig. S3A), and K31, K10, SOX6, K5, LRIG1, SCA-1 or K14 protein levels were not altered (Fig. 2A, Suppl. Fig. S3B) in aged *CD4KO* ETS. However, SLC1A3 and PCNA expression levels were significantly decreased in aged *CD4KO* compared to cntl mice (Fig. 2A, Suppl. Fig. S3B). This suggests an altered epidermal homeostasis in *CD4KO* ETS. In fact, middle-aged, and aged *CD4KO* mice had an irregular scale/interscale structure (Fig. 2B, Suppl. Fig. S4A,B) with significantly shorter (Fig. 2C) and thicker (Suppl. Fig. 4C) K31^+^ scales compared to age-matched cntl mice. Concomitantly, the numbers of BL-IFE cells below the K31^+^ scales were decreased (Fig. 2D), whereas those of the K10^+^ interscales were increased in *CD4KO* compared to age-matched cntl mice (Fig. 2E). The proliferation rate of BL-IFE cells in the scales was higher in young *CD4KO* mice but decreased to an equal or lower level in middle-aged and aged *CD4KO* mice, respectively (Fig. 2F, Suppl. Fig. S4D). In contrast, the proliferation of BL-IFE cells of the interscales did not differ between *CD4KO* and cntl mice (Suppl. Fig. S4E,F), although the interscales of young and aged *CD4KO* mice were thicker (Suppl. Fig. S4G). Like in the EBS, all INF were longer at any age and showed a higher proliferation rate in middle-aged and old *CD4KO* ETS (Suppl. Fig. S4I). However, the overall expression level or protein distribution of SCA-1 or the INF/JZ marker LRIG1 at the hair follicles was not altered in aged *CD4KO* ETS (Fig. 2G,H).

**Fig. 2:**
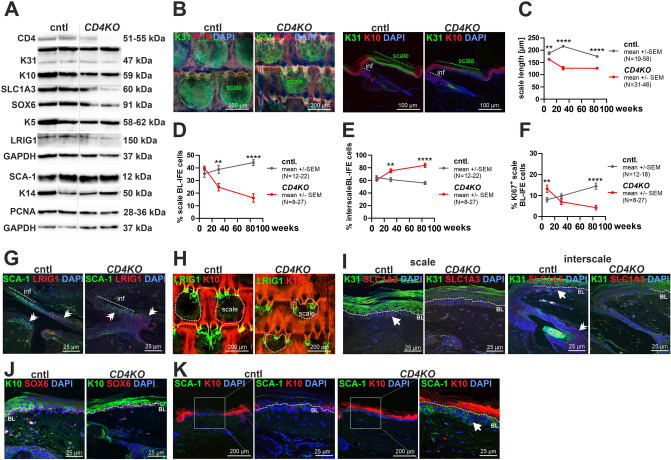
The ETS phenotype of *CD4KO* mice. Analyses of the EBS of 8, 31 and/or 80 weeks-old *CD4KO* and corresponding cntl mice. Aged *CD4KO* mice show decreased SLC1A3 and PCNA expression levels (**A**), irregular scale/interscale structure (**B**), with significantly shorter scales (**C**), decreased number of BL-IFE cells below the K31^+^ scales (**D**), increased number of BL-IFE cells below K10^+^ interscales (**E**) and lower proliferation level scales BL-IFE cells (**F**). (**A**) Western blot analyses of ETS from 80 weeks-old cntl and *CD4KO* mice. (**B**,**G**–**M**) immunostained ETS sheets (B left, H) or paraffin sections (B right, G,I–M) stained with antibodies against K31/K10 (**B**), SCA-1/LRIG1 (G), LRIG/K10 (H), K31/SLC1A3 (I), K10/SOX6 (J) and SCA-1/K10 (K) from 80 weeks-old cntl and *CD4KO* mice. (**C**–**F**) Quantification of the scale length (**C**), percentage of all BL-IFE cells of scales (**D**) and interscales (**E**) and KI67^+^ BL-IFE cells of scales (**F**) of 8, 31 and 80 weeks-old cntl and *CD4KO* mice. Protein bands in (**A**) were cropped from the original blots shown in Supplemental Fig. S13. Nuclei were visualized with DAPI. Dotted lines in (B,H) define the scale borders and in (I-K) the basal layer (BL). White double arrowhead: SCA-1^+^, LRIG1^+^ or SLC1A3^+^ hair follicle cells; white arrows: SLC1A3^+^, SCA-1^+^ or LEF1^+^ BL-IFE cells. White boxes: zoom-in areas. inf: infundibulum. N in (**C**–**F**) corresponds to the number of measured points. **P < 0.01, ****P < 0.0001. See Suppl. Tables S2 and S7 for animal numbers and means, SEM and P values.

Wt ETS consists of fc-SCs below the scale and sc-SCs below the interscale compartment^5,7,20^. Normally, scale and interscale BL- and suprabasal IFE are strictly separated and temporary loss of one of both SC populations results in temporary mixture of the compartments due to an inefficient long-term maintenance in their atypical territory^5^. In *CD4KO* mice, this balance apparently is disturbed. Thus, scale BL-IFE cells of young *CD4KO* mice proliferate significantly more compared to cntl mice (Fig. 2F). With increasing age, their proliferative capacity decreases and falls below that of the cntl (Fig. 2F). Together with the reduced scale size in middle-aged and aged *CD4KO* mice (Fig. 2C), this suggests that in aged *CD4KO* mice fc-SC are depleted and that the scale compartment is overgrown by the interscales and the respective sc-SCs. Consistently, the expression area of the scale markers K31 (Fig. 2A,I) and SLC1A3 (Fig. 2A,I; Suppl. Fig. S3B) shrunk and that of the interscale BL-IFE marker SOX6 expanded (Fig. 2J) in aged *CD4KO* mice. Additionally, aged *CD4KO* ETS showed a broadening of SCA-1 expression in the BL-IFE (Fig. 2K).

Mice with WNT signaling inactivation in K14^+^ keratinocytes due to the depletion of lymphoid enhancer-binding factor-1 (LEF1) also have smaller scales^21^. However, we did not observe any changes in LEF1 (Suppl. Fig. S4J) or b-CATENIN (Suppl. Fig. S4K) distribution pattern in aged *CD4KO* ETS. LRIG1 depletion is also associated with altered scale/interscale morphology^22^, but LRIG1 expression in aged *CD4KO* ETS was also unaltered (Fig. 2A,G,H).

These data show that in aged *CD4KO* ETS, the SCL1A3^+^/K31^+^ scale compartments are overgrown with SOX6^+^ sc-SCs and their corresponding K10^+^ suprabasal cells. Since INF cells also contribute to IFE homeostasis^23^, their increased proliferation rate (see above) may also influence the overgrowth of the interscale in aged *CD4KO* ETS.

### CD4^+^ cells of the INF and IFE are long-term survivors colonizing hair follicle and IFE

The epidermal phenotype of *CD4KO* mice suggests that CD4 expression is crucial for maintaining epidermal homeostasis, particularly in aged mice. However, we did not observe an accumulation of immune cells in *CD4KO* skin (see Suppl. Fig. 1), which could be responsible for the altered SC homeostasis. Thus, we hypothesized that our recently identified CD49f^+^CD34^+^SCA-1^+^ cells, which most likely represent a subpopulation of hair follicle cells^10^ and which stain positive for anti-CD4 antibodies^11^, play a role in the epidermal phenotype of *CD4KO* mice.

First, cytospun FACsorted CD49f^+^CD34^+^SCA-1^+^ cells from wt EBS were verified to express CD4 and the keratinocyte SC marker K5 (Fig. 3A). Immunofluorescent stainings of wt EBS sections attested the existence of K5^+^ CD4^+^ INF cells (Fig. 3B). Quantification of CD49f^+^ CD4^+^ keratinocytes furthermore demonstrated the previously reported relative abundance of these cells with 0.5–1.4% of all CD49f^+^ EBS keratinocytes in young and middle-aged wt mice^11^ (Suppl. Fig. S5A,B, Suppl. Table S8). 83–85% of the cells co-expressed CD34 and SCA-1, and only 2–10% or 0.1–0.2% were CD34^+^ bulge or SCA-1^+^ BL-IFE cells, respectively (Suppl. Fig. S5A,C,D, Suppl. Table S8).

**Fig. 3:**
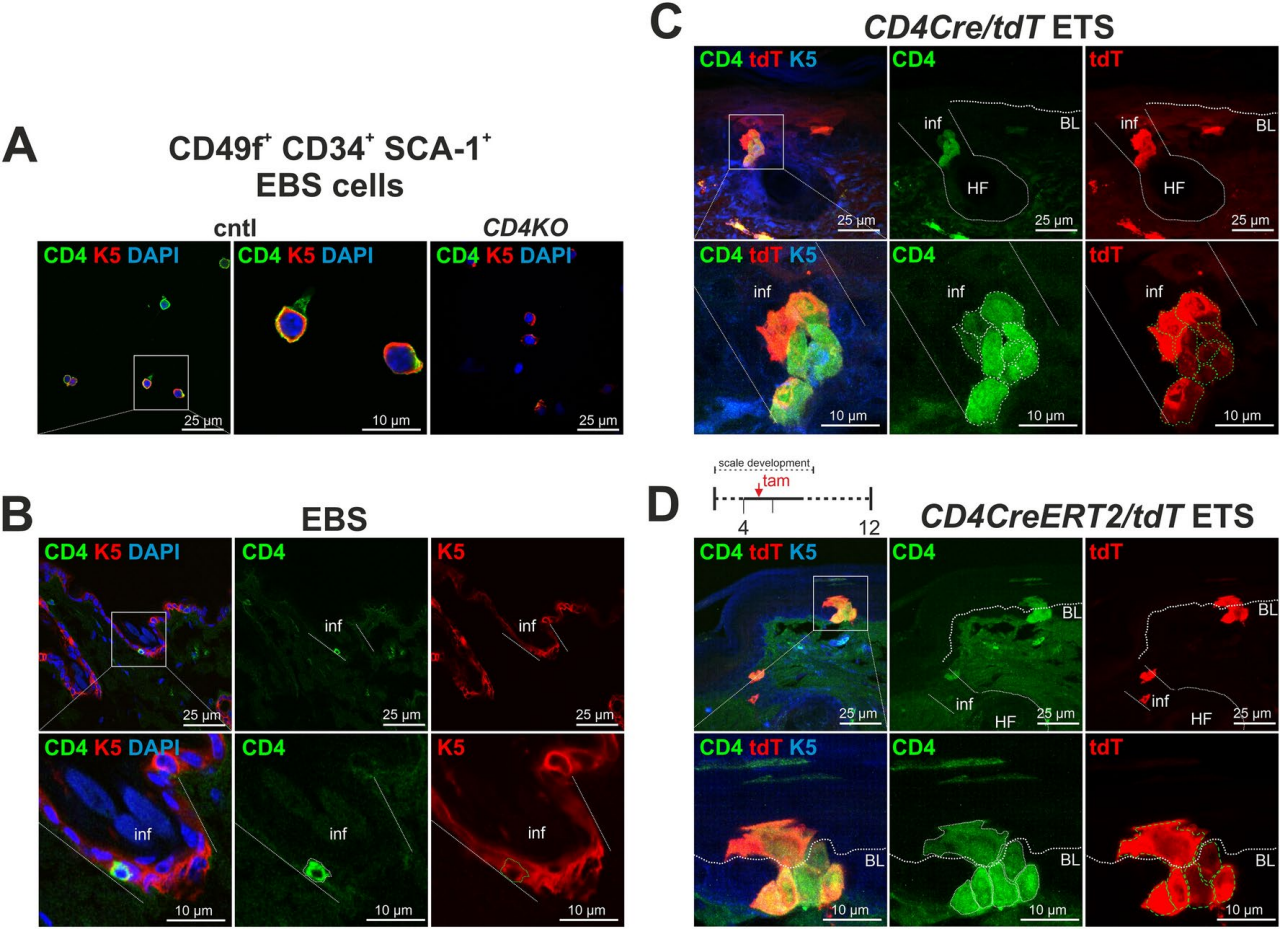
K5^+^ epidermal cells can express CD4. Analyses of the CD4 expression in keratinocytes of the EBS and ETS of wt and *CD4Cre/tdT* and *CD4CreERT2/tdT* lineage tracing mice. CD4 is expressed in K5^+^ keratinocytes of wt EBS (**A**,**B**) and *CD4Cre/tdT* (**C**) and *CD4CreERT2/tdT* ETS (**D**). (**A**) Anti-CD4/anti-K5 antibody stained cytospun CD49f^+^CD34^+^SCA-1^+^ EBS cell of 5 weeks-old cntl and *CD4KO* mice. (**B**–**D**) Anti-CD4/K5 immunofluorescent analyses of wt EBS paraffin sections (**B**) and *CD4Cre/tdT* (**C**) or *CD4CreERT2/tdT* (**D**) ETS cryosections. tdT^+^ cells were detected in (**C**,**D**) by native tdT expression. Tamoxifen (tam)-regime of *CD4CreERT2/tdT* mice is depicted in (**D**). Nuclei were visualized with DAPI. White arrows: CD4^+^ K5^+^ cells of the infundibulum (inf) or the basal layer (BL). White boxes: zoom-in area. HF: hair follicle. Skin samples were collected from 11 to 12 weeks-old mice.

Since these data indicate that K5^+^ EBS keratinocytes can express CD4 we next traced the progeny of CD4^+^ cells (tdT^+^) in *CD4Cre/tdT* and tamoxifen (tam)-inducible *CD4CreERT2/tdT* mice. These approaches showed that CD4^+^ K5^+^ epidermal cells co-express the lineage marker tdT^+^ and also grow in the INF and the basal layer of the ETS (Fig. 3C,D). Flow cytometric analyses furthermore revealed that, like CD4^+^ EBS cells^11^, the majority of tdT^+^ EBS and tdT^+^ ETS cells co-express CD49f, CD34 and SCA-1 (Fig. 4A,E). Remarkably, whereas in the EBS some tdT^+^ keratinocytes were CD49f^+^CD34^+^ bulge cells (Fig. 4A), in the ETS only a very small proportion of tdT^+^ ETS cells were CD49f^+^CD34^+^ bulge cell (Fig. 4E). Vice versa, in the EBS very few tdT^+^ cells were CD49f^+^SCA-1^+^ BL-IFE cells (Fig. 4A), whereas in the ETS a larger proportion of tdT^+^ cells were CD49f^+^CD34^+^ BL-IFE cells (Fig. 4E).

**Fig. 4:**
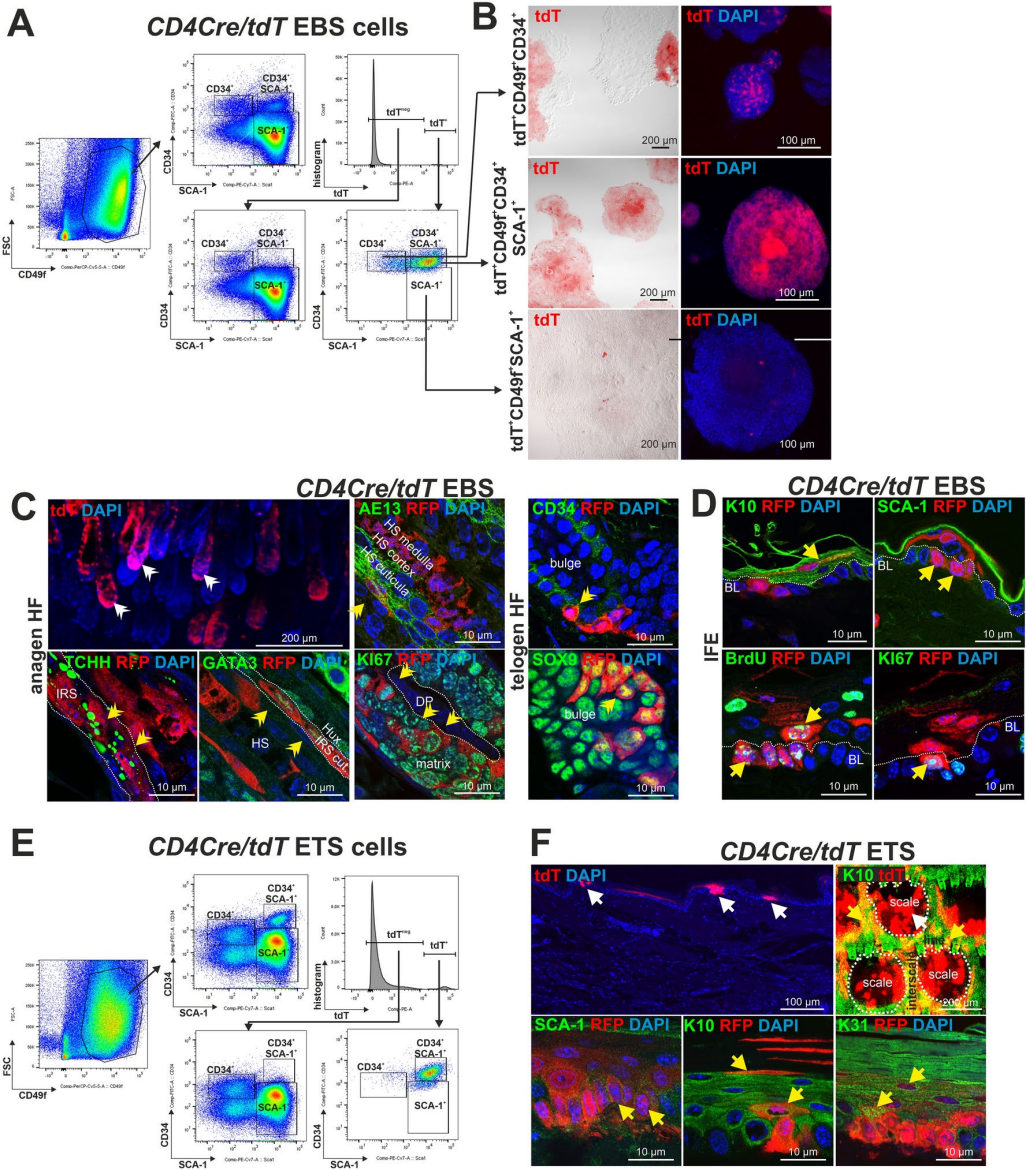
The progeny of CD4^+^ cells preferentially grows in hair follicles of EBS and in the IFE of ETS. Analyses of the progeny of CD4^+^ keratinocytes in the EBS and ETS of *CD4Cre/tdT* lineage tracing mice. The majority of progeny in the EBS and ETS co-express CD49f, CD34 and SCA-1 (**A**,**E**). In the EBS, they develop to bulge (tdT^+^ CD49f^+^CD34^+^) and rarely to BL-IFE cells (tdT^+^ CD49f^+^SCA-1^+^) (**A**). In vitro cultured tdT^+^CD49f^+^CD34^+^SCA-1^+^ and tdT^+^ CD49f^+^CD34^+^ bulge cells retained the tdT labeling and grow as large clones, whereas tdT^+^ CD49f^+^SCA-1^+^ BL-IFE cells lost it (**B**). In telogen hair follicles, the progeny develops to CD34^+^ or SOX9^+^ bulge cells. In anagen hair follicle, they grow in all layers of the root sheath (**C**). In the IFE they develop to K10^+^ IFE, SCA-1^+^ or proliferating BL-IFE cells (**D**). In the ETS, the progeny of CD4^+^ keratinocytes develop only rarely to bulge and mainly to BL-IFE cells (**E**). Here they colonize the scale, interscale, and line subregions and grow as SCA-1^+^ BL-IFE and K10^+^ or K31^+^ keratinocytes (**F**). (**A**,**E**) CD49f/FSC-plotted flow cytometric data of EBS (A) and ETS cells (E) of 70 to 80 weeks-old *CD4Cre/tdT* mice. All CD49f^+^ or tdT^neg^ CD49f^+^ or tdT^+^ CD49f^+^ keratinocytes were SCA-1/CD34-plotted for determination of CD34^+^ bulge, SCA-1^+^ IFE and CD34^+^SCA-1^+^ epidermal cells (see^11,12^). tdT^+^ cells were detected in the PE-channel. (**B**) Native tdT expression analyses of adherently, feeder-free growing (passage 1) and 3D-cultured (passage 2) tdT^+^CD49f^+^CD34^+^, tdT^+^CD49f^+^CD34^+^SCA-1^+^ and tdT^+^CD49f^+^SCA-1^+^ EBS cells from a 71 weeks-old *CD4Cre/tdT* mouse. (**C**,**D**,**F**) Fluorescent analyses of EBS (C;D) and ETS (F) of 25 to 60 weeks-old *CD4Cre/tdT* mice. Anagen and telogen tdT^+^ hair follicle (C) and tdT^+^ IFE (F) cells were detected by native tdT expression in an EBS whole mount (C), in unstained (F, top left), in an anti-K10 stained ETS sheet (F, top right) or in paraffin sections stained with antibodies against RFP and the hair cortex marker AE13, the inner root sheath markers trichohyalin (TCHH) and GATA3, KI67, CD34, SOX9, K10, SCA-1, BrdU, KI67 or K31. Nuclei were visualized with DAPI. White double arrowheads: tdT^+^ hair follicle cells; yellow double arrowheads: double positive tdT^+^ hair follicle cells; white arrows: tdT^+^ IFE cells, yellow arrows: double positive tdT^+^ IFE cells. White dotted lines in (D,H,I,J) define the basal layer (BL) and in (G) the tail skin scales. DP: dermal papillae; HS: hair shaft; IRS: inner root sheath; Hux: Huxley’s layer; IRS cut.: IRS cuticula.

Differential gene expression analysis of FACsorted EBS cells further demonstrated that tdT^+^CD49f^+^CD34^+^ and tdT^+^CD49f^+^CD34^+^SCA 1^+^ cells were indistinguishable from their tdT^neg^ counterparts. However, while CD49f^+^CD34^+^ cells resembled a bulge cell identity, CD49f^+^CD34^+^SCA 1^+^ cells were more likely to be BL-IFE and suprabasal IFE cells (Suppl. Fig. S6). 

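RNA was sequenced from tdT+ and tdT neg CD49f+CD34+ cells and from tdT+ and tdT neg CD49f+CD34+SCA-1+ cells, sorted from the EBS of male *CD4Cre/tdT* mice of 29 to 32 weeks, with the cells of 2 mice pooled for each biological replicate. The deposited files hold 11 libraries, 3 each for tdT+CD49f+CD34+, tdT negCD49f+CD34+ and tdT+CD49f+CD34+SCA-1+ cells and 2 for tdT negCD49f+CD34+SCA-1+ cells. Each file lists the number of reads that the authors counted on each Ensembl gene with featureCounts after alignment with STAR to mm10 (Ensembl release 96), without normalization. Between 17409131 and 46542177 reads per library were counted on genes. The median was 18195195 (range 18042009 to 24764941) for tdT+CD49f+CD34+, 40709279 (39364902 to 46542177) for tdT negCD49f+CD34+, 19944731 (17409131 to 36593970) for tdT+CD49f+CD34+SCA-1+ and 26872776 (23666873 to 30078680) for tdT negCD49f+CD34+SCA-1+ cells. All 11 libraries were fitted together with 1 mean per group in edgeR 4.0.16, with TMM normalization, its filter on low counts, which kept 20307 genes, and its quasi-likelihood F-test. A gene was called differentially expressed at a Benjamini-Hochberg adjusted p-value under 0.05 and an absolute log2 fold change over 1, the thresholds of the paper's methods. The paper's methods name DESeq2, which was run as an alternative. Across replicates the common biological coefficient of variation was 0.61. In simulated data with the same group sizes, the edgeR fit recovered 67.0% of 200 changed genes between tdT+CD49f+CD34+ and tdT negCD49f+CD34+ cells and 63.0% between tdT+CD49f+CD34+SCA-1+ and tdT negCD49f+CD34+SCA-1+ cells. These genes were changed by 4-fold or more, and 58% and 57% of the 4-fold changes were recovered. Smaller changes were not simulated. Each file also holds 1 row outside the Ensembl genes, which the files do not describe and which was kept out of the totals and tests. Scaled to the total counts of each library without a normalization factor (CPM), it held between 133 and 307 CPM in the tdT+ libraries other than the library labelled tdT+ CD49f+CD34+ replicate 2. In that library it held 37 counts, or 2.05 CPM (95% Wilson interval 1.49 to 2.83), against 2.54 to 4.89 CPM in the tdT neg libraries. Intervals and floors given for counts cover counting error only.

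**Figure D1:**
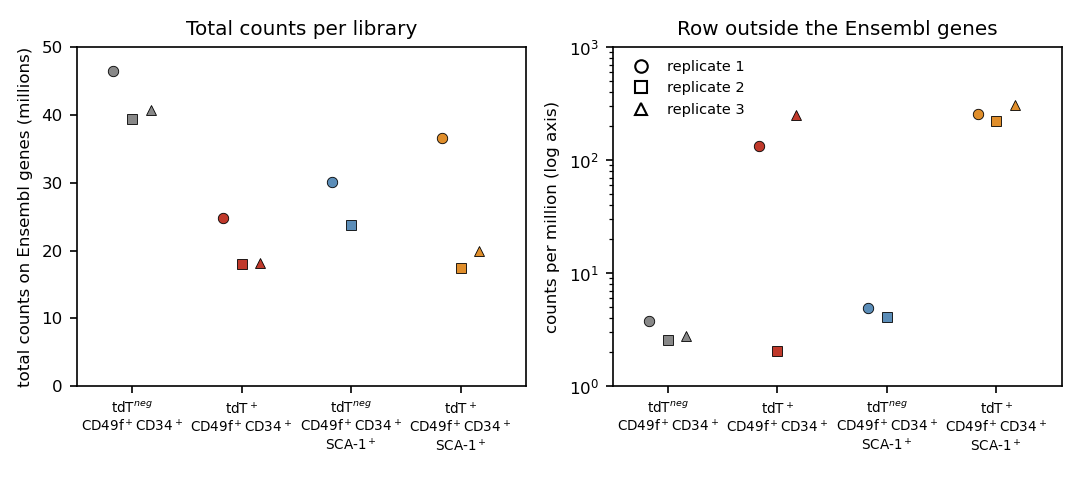
Left, total counts on Ensembl genes per library, in units given on the axis; right, CPM on the row outside the Ensembl genes (log axis), for each of the 11 libraries, with the symbol giving the replicate number. On the right, the library labelled tdT+ CD49f+CD34+ replicate 2 sits at 2.05 CPM, next to the tdT neg libraries at 2.54 to 4.89.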

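Between tdT+ and tdT neg CD49f+CD34+ cells, 2 of 20307 genes were differentially expressed and both were higher in tdT+ cells, while 1709 genes (8.4%) had an unadjusted p-value under 0.05. *Akna* (ENSMUSG00000039158, chromosome 4 of GRCm38, 63367125 to 63403354) had 10.6 ± 3.53 normalized CPM (SD, n = 3) in tdT+ and 0.92 ± 0.235 (SD, n = 3) in tdT neg cells, a log2 fold change of 3.52 (standard error 0.35, edgeR adjusted p = 0.0252). *Ly6d* (ENSMUSG00000034634, chromosome 15, 74762056 to 74763620) had 273 ± 39.4 and 66.3 ± 13.6 normalized CPM (SD, n = 3 each), a log2 fold change of 2.04 (standard error 0.23, edgeR adjusted p = 0.0415). With the replicate number as a block in the same fit, 4 genes were called, *Akna* among them (edgeR adjusted p = 0.0468) and *Ly6d* not (edgeR adjusted p = 0.0694). Without the library labelled tdT+ CD49f+CD34+ replicate 2, 0 genes were called and 1500 had an unadjusted p-value under 0.05. Over the 11 fits that each left out 1 library the log2 fold changes stayed between 3.29 and 3.76 for *Akna* and between 1.90 and 2.19 for *Ly6d*, while the number of genes called ranged from 0 to 7. Another split of the CD49f+CD34+ libraries, tdT+ replicates 1 and 2 with tdT neg replicate 2 against the rest, gave 1272 genes. Libraries of one group thus differed widely, and the low number of genes does not show that tdT+ and tdT neg cells are alike.
Between tdT+ and tdT neg CD49f+CD34+SCA-1+ cells, 470 genes were differentially expressed, 51 of them higher and 419 lower in tdT+ cells, and 2963 genes had an unadjusted p-value under 0.05. The 3 tdT+ and 2 tdT neg libraries did not overlap in any of the 470 genes. Over all genes tested 33% did not overlap, where chance gives 20%. DESeq2 moved both counts most, to 332 genes in CD49f+CD34+ and 1126 in CD49f+CD34+SCA-1+ cells, which included both genes and 465 of the 470 genes called by edgeR. *Cd34* (ENSMUSG00000016494, chromosome 1, 194938819 to 194961279) had 27.4 ± 7.2 normalized CPM (SD, n = 3) in tdT+ and 351 ± 44.6 (SD, n = 2) in tdT neg CD49f+CD34+SCA-1+ cells, a log2 fold change of -3.68 (standard error 0.33, edgeR adjusted p = 0.000776). The largest rises among the genes called were those of *Sit1*, *Trac*, *B3galt5*, *Xcl1* and *Cd3d*, with log2 fold changes from 3.70 to 5.39 and adjusted p-values from 0.0154 to 0.0486. The number of genes called was 267 without the library of tdT+CD49f+CD34+SCA-1+ replicate 1 and 700 without tdT+CD49f+CD34+ replicate 3. *Sit1* and *Xcl1* were not called with the replicate block (edgeR adjusted p = 0.0866 and 0.0619), and *Sit1* was not called with RLE size factors either (edgeR adjusted p = 0.0524). *Sit1* was also lost without tdT+CD49f+CD34+ replicate 1 (edgeR adjusted p = 0.0673), the library labelled tdT+ CD49f+CD34+ replicate 2 (0.0587) or tdT negCD49f+CD34+ replicate 1 (0.0695). *B3galt5* was lost without tdT negCD49f+CD34+ replicate 1 (edgeR adjusted p = 0.0575) or replicate 3 (0.0542). *Trac* and *Cd3d* encode parts of the T cell receptor complex. RNA of T cells in the tdT+ sort is a candidate source of such rises. RNA of endothelial cells in the tdT neg sort is a candidate source of a part of the falls. The genes with the largest fitted falls included *Tcf15*, *Cacna2d1* and *Atp4a*, with 0 counts in all 3 tdT+ libraries. Their counts show only that they were at least 14.5-fold, 7.77-fold and 3.76-fold lower, so their rank among the falls is not established. *Tcf15* and *Cacna2d1* were not called with the replicate block (edgeR adjusted p = 0.091 and 0.112). Both were also lost without tdT negCD49f+CD34+ replicate 1 (edgeR adjusted p = 0.0676 and 0.0806) or replicate 3 (0.064 and 0.0643). The difference between the populations in the effect of tdT passed both thresholds for 79 genes, 2 higher and 77 lower, and 2517 genes had an unadjusted p-value under 0.05. It was passed by 23 genes without tdT negCD49f+CD34+ replicate 1 and by 376 without tdT+CD49f+CD34+ replicate 3, and RLE size factors shifted the median of all genes in this contrast by -0.118 on the log2 scale.
For 41.3% of genes in CD49f+CD34+ and 34.2% in CD49f+CD34+SCA-1+ cells, the 95% confidence interval of the log2 fold change between tdT+ and tdT neg cells lay within -1 and 1. Of the 42 bulge and secondary hair germ markers of Suppl. Fig. S6, which the study shows for these same libraries, 0 were called between tdT+ and tdT neg CD49f+CD34+ cells (0 adjusted over the list alone, 4 lower at an unadjusted p-value under 0.05), and 10 were called lower in tdT+CD49f+CD34+SCA-1+ cells (20 adjusted over the list alone). Of the 47 IFE markers, 0 were called in CD49f+CD34+ cells (7 higher adjusted over the list alone, 18 higher at an unadjusted p-value under 0.05) and 1 was called higher in tdT+CD49f+CD34+SCA-1+ cells (1 adjusted over the list alone). Tested as lists with limma's camera at a preset correlation of 0.01, 13 of the 16 list comparisons had an adjusted p-value under 0.05. Under fry and under a correlation estimated from the data 0 of them passed, with 4 and 2 at an unadjusted p-value under 0.05. With the replicate block 12 passed, without the IFE transcription factors in CD49f+CD34+SCA-1+ cells (limma adjusted p = 0.0603). From its differential gene expression analysis of these cells, the paper concludes that tdT+ cells of either population could not be distinguished from their tdT neg counterparts.

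**Figure D2:**
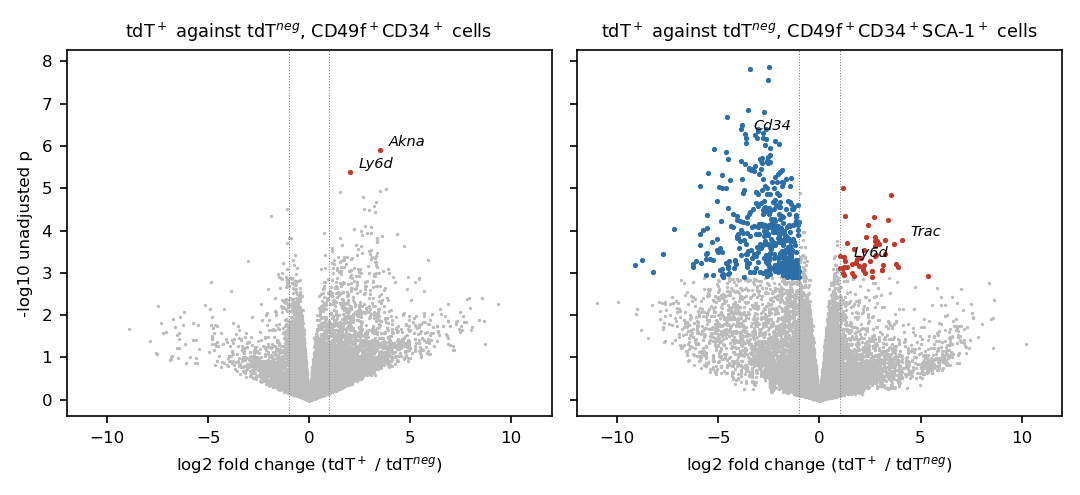
Each point is 1 of the 20307 genes tested, with its log2 fold change between tdT+ and tdT neg cells on the horizontal axis and the negative log10 of its unadjusted p-value on the vertical axis, for CD49f+CD34+ (left) and CD49f+CD34+SCA-1+ cells (right). Red and blue points are the genes called higher (2 left, 51 right) and lower (0 left, 419 right) in tdT+ cells, grey points all other genes.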

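The comparison of CD49f+CD34+SCA-1+ with CD49f+CD34+ cells, as the mean of the differences within tdT+ and within tdT neg cells, gave 2347 differentially expressed genes, 968 higher and 1379 lower in CD49f+CD34+SCA-1+ cells, and 6980 genes had an unadjusted p-value under 0.05. In 1201 of the 2347 genes the 5 and 6 libraries of the populations did not overlap. Over all genes tested 10.8% did not overlap, where chance gives 0.433%. Within tdT+ cells 1715 genes were called, 591 higher and 1124 lower. Within tdT neg cells the balance was reversed, with 963 genes called, 668 higher and 295 lower, or 216 called without tdT negCD49f+CD34+ replicate 3. Without the library labelled tdT+ CD49f+CD34+ replicate 2, the mean comparison gave 1160 higher and 1135 lower genes. The alternative that moved the number of lower genes most was the omission of the library of tdT negCD49f+CD34+SCA-1+ replicate 1, with which it fell to 577 and the number of higher genes to 583. That fit holds 1 tdT negCD49f+CD34+SCA-1+ library. Among the fits with all 11 libraries, DESeq2 gave 2072 lower genes and the filter of at least 10 counts in every library 896.
Of the 42 outer bulge, inner bulge and secondary hair germ markers that Suppl. Fig. S6 shows, all were lower in CD49f+CD34+SCA-1+ cells and 32 were called (33 adjusted over the list alone). Of the 47 IFE markers, all were higher and 24 were called (25 adjusted over the list alone). Since the study shows these markers for the same libraries, the counts adjusted over the list alone are not independent evidence. Without *Ly6a* and *Cd34*, whose proteins the cells were sorted on, 31 bulge and secondary hair germ markers and 23 IFE markers were called. *Cd34* had 682 ± 193 and 877 ± 246 normalized CPM (SD, n = 3 each) in tdT+ and tdT neg CD49f+CD34+ cells, and the log2 fold change between the populations was -2.98 (standard error 0.24, edgeR adjusted p = 0.000128). *Ly6a* (ENSMUSG00000075602, chromosome 15, 74994877 to 74998031), which encodes SCA-1, had 202 ± 80.1 (SD, n = 3) and 179 ± 10.0 (SD, n = 2) normalized CPM in tdT+ and tdT neg CD49f+CD34+SCA-1+ cells, and 32.2 ± 25.1 and 3.70 ± 1.78 (SD, n = 3 each) in tdT+ and tdT neg CD49f+CD34+ cells, a log2 fold change of 4.12 (standard error 0.45, edgeR adjusted p = 0.000398). *Krt10* (ENSMUSG00000019761, chromosome 11, 99385254 to 99389364), a suprabasal marker, had 4454 ± 1139 (SD, n = 3) and 2422 ± 1539 (SD, n = 2) normalized CPM in tdT+ and tdT neg CD49f+CD34+SCA-1+ cells, against 1410 ± 821 and 348 ± 371 (SD, n = 3 each) in tdT+ and tdT neg CD49f+CD34+ cells. Its log2 fold change of 2.23 (standard error 0.55) had an edgeR adjusted p of 0.0203, and of 0.109 without the library of tdT negCD49f+CD34+SCA-1+ replicate 1, the highest over the alternatives, which went down to 0.000329. Of the basal keratins, *Krt14* rose by a log2 fold change of 1.28 (standard error 0.19, edgeR adjusted p = 0.00156) and *Krt5* differed by 0.26 (standard error 0.18, edgeR adjusted p = 0.347), less than the threshold. *Itga6*, which encodes CD49f, had a log2 fold change of 1.02 (standard error 0.14, edgeR adjusted p = 0.00112), which left the threshold of 1 under the filter of at least 1 count in any library (0.99) and in 5 of the 11 fits that each left out 1 library.
With camera, all 8 marker lists differed between the populations. The median log2 fold change was -2.50 for the outer bulge, -1.09 for the outer/inner bulge, -1.11 for the inner bulge and -1.83 for the secondary hair germ list. It was 0.95 for the IFE basal cycling, 1.28 for the IFE basal, 1.34 for the IFE suprabasal and 1.10 for the IFE transcription factor list, and the adjusted p-values were between 1.3e-35 and 0.000758. All 8 passed with fry and with the replicate block, and 3 passed with the correlation estimated from the data. From the expression of these markers, the paper proposes that CD49f+CD34+ cells have a bulge identity and that CD49f+CD34+SCA-1+ cells are BL-IFE and suprabasal IFE cells. Lists of other cell types differed between the populations too. With camera, T cells (median 3.53), leukocytes (2.45), Langerhans cells (2.25) and endothelial cells (1.42) were higher in CD49f+CD34+SCA-1+ cells, and melanocytes (-1.78) lower. All but endothelial cells passed with fry, and none with the correlation estimated. Whether RNA of such cells accounts for a part of the genes called was not tested.

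**Figure D3:**
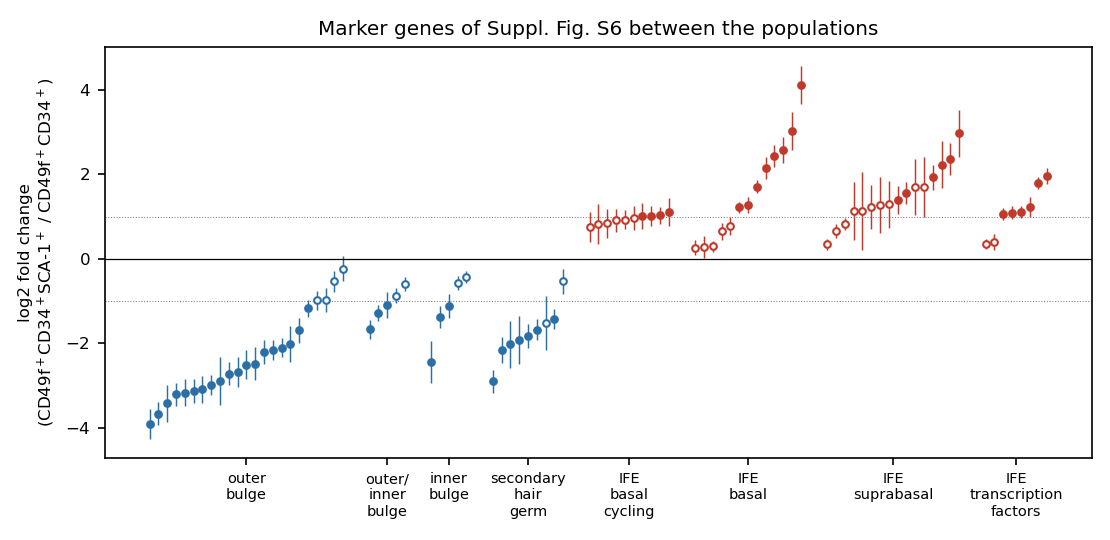
Log2 fold change between CD49f+CD34+SCA-1+ and CD49f+CD34+ cells of each of the 42 bulge and secondary hair germ and 47 IFE markers, grouped by list and ordered by value, with bars for the standard error. Filled circles are the 32 and 24 genes called, open circles the others, and dotted lines mark the threshold of 1 on the log2 scale.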

Upon in vitro culture of FACsorted EBS cells, tdT^+^ CD49f^+^CD34^+^ bulge and tdT^+ ^CD49f^+^CD34^+^SCA-1^+^ cells retained the tdT labelling and grew as large clones indicating their SC identity (Fig. 4B). In contrast, tdT^+ ^CD49f^+^SCA-1^+^ cells were lost during culture suggesting their more differentiated identity (Fig. 4B).

These observations were further substantiated by immunofluorescent analyses. In telogen *CD4Cre/tdT* EBS most tdT^+^ cells were found in the hair follicle and co-express the bulge markers CD34 or SOX9 (Fig. 4C). In anagen, these cells were found in all known hair types (Suppl. Fig. S7A,D) and all layers of the hair follicle root sheath (Fig. 4C). tdT^+^ cells grow as basal outer root sheath clones repopulating the hair follicle from the distal part, but also as complex clones colonizing both the inner and the outer root sheath and infiltrating the lower proximal cup and the dermal sheath (Fig. 4C; Suppl. Fig. S7B,C,E,F). A small number of tdT^+^ cells also colonize the IFE of EBS. Here they grow as suprabasal K10^+^ IFE cells, as SCA-1^+^ cells, or as actively proliferating BL-IFE cells as shown by BrdU incorporation after short term in vivo pulsing and anti-KI67 antibody staining (Fig. 4D).

In the ETS, tdT^+^ progeny colonizes the scale, the interscale, and the line subregions with the hair follicles of the IFE compartment (Fig. 4F). The identity of epidermal tdT^+^ cells as keratinocytes was evidenced by co-expression of the BL-IFE marker SCA-1 or the keratinocyte differentiation markers K10 or K31 (Fig. 4F). In addition, epidermal tdT^+^ cells were negative for the general immune cell marker CD45, the Langerhans’ cell marker Langerin and the melanocyte marker MelanA (Suppl. Fig. S8). This was similar in tam-induced *CD4CreERT2/tdT* mice (Suppl. Fig. S9).

Together these data show that a subpopulation of K5^+^ CD49f^+^CD34^+^SCA-1^+^ cells express CD4. The abundance of these CD4^+^ keratinocytes remain unaltered in young and middle-aged mice. The progeny of CD4^+^ keratinocytes accumulates with increasing age^12^, are long-term survivors and preferentially colonize the hair follicle in the EBS and the IFE of the line, and scale and interscale ETS.

### CD4^+^ epidermal cells contribute to epidermal wound healing

CD4 is expressed in epidermal SCs, which are involved in epidermal wound healing^3^. Therefore, the behavior of CD4^+^ SCs and/or their progeny during wound healing was analysed by inducing full-thickness incisional (incW) and/or excisional wounding (excW) of the EBS and/or ETS of *CD4Cre/tdT* and *CD4CreERT2/tdT* mice. Both wounding protocols resulted in an extensive tdT^+^ labeling of epidermal cells in *CD4Cre/tdT* mice at 13 weeks of age, whereas tdT^+^ epidermal cells are only rarely detected in the unwounded EBS of age-matched *CD4Cre/tdT* mice (Fig. 5A)^12^. 18 days post incW of the EBS, most wound-induced anagen hair follicles were tdT^+^. After 35 days, also wound-near endogen anagen hair follicles as well as BL- and suprabasal IFE cells expressed tdT (Fig. 5A). Likewise, 10- and 17-days post excW of the EBS, tdT expression was observed in hair follicles and in all layers of the IFE in wound-near regions while unwounded EBS of 11 weeks old *CD4Cre/tdT* mice showed no tdT^+^ hair follicles or IFE cells (Fig. 5B). Comparably, 10-, 17- and 51-days post excW of the ETS, tdT was expressed in wide areas of re-epithelized IFE as well as in the IFE and occasionally in hair follicles surrounding the wound edges while unwounded ETS of 15 weeks old *CD4Cre/tdT* mice only rarely showed tdT^+^ IFE (Fig. 5C). tdT^+^ epidermal cells were also detected in the re-epithelized basal layer and suprabasal IFE of the ETS from inducible *CD4CreERT2/tdT* mice that were wounded and simultaneously tamoxifen-treated at an age of 9.5 weeks and analyzed 45 days post excW (Suppl. Fig. S10).

**Fig. 5:**
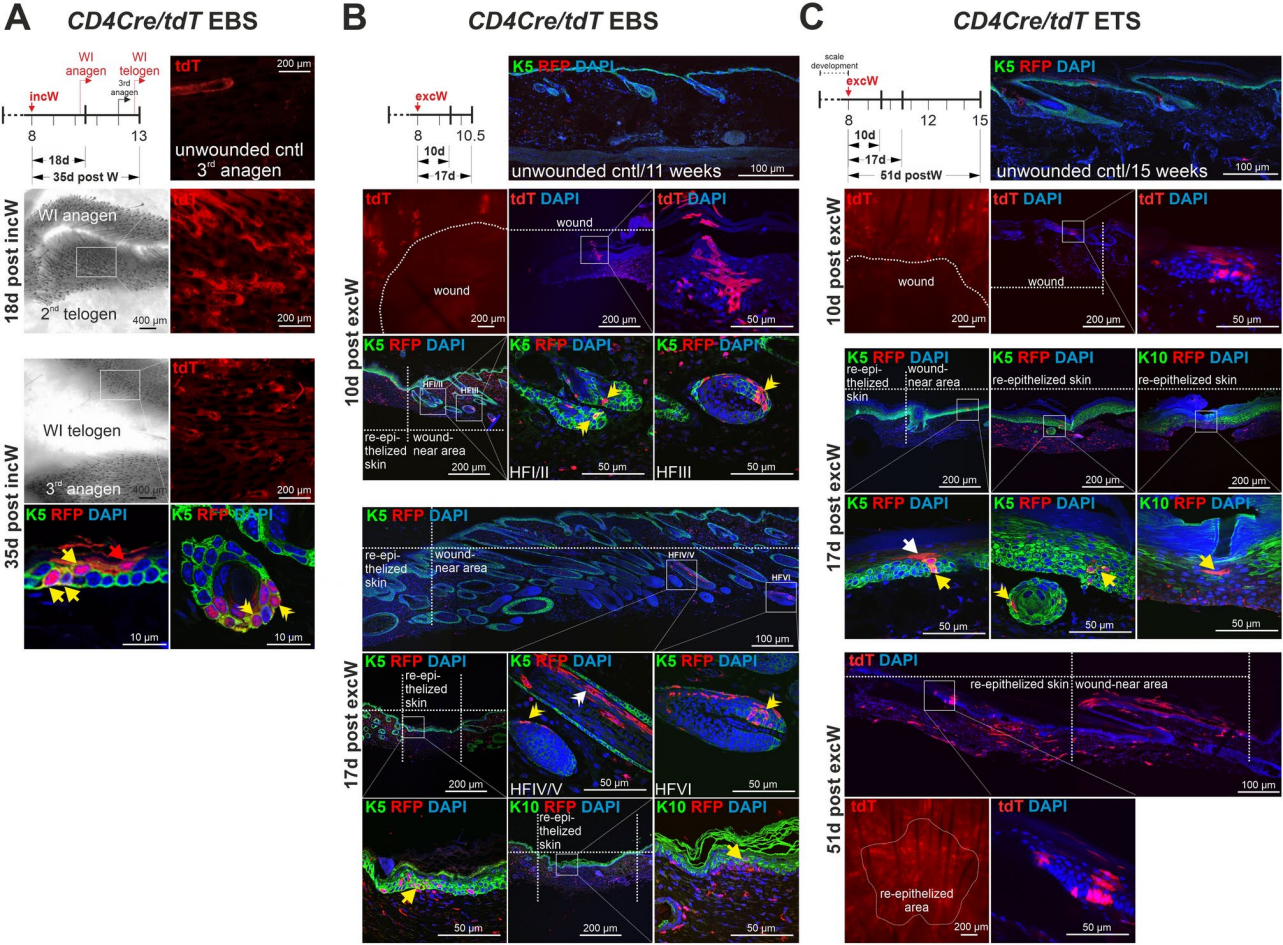
Wound-induced colonization of the hair follicle and/or the IFE with the progeny of CD4^+^ epidermal cells. Analyses of incisional (incW) and excisional wounding (excW) of *CD4Cre/tdT* lineage tracing mice. In *CD4Cre/tdT* mice, both wounding protocols result in tdT-labeling of wound-near hair follicle and IFE cells in the EBS (**A**,**B**) and of wound-near IFE cells of the ETS (**C**). (**A**–**C**) Experimental setup and (immune-) fluorescent analyses of unwounded (A-D), incW (A) and excW (B-D) of EBS (A,B) or ETS (C,D) of *CD4Cre/tdT* (A-C). (**A**) tdT^+^ hair follicle of the 3rd endogene anagen phase in the EBS of an unwounded *CD4Cre/tdT* mouse^12^ and in wound-near regions in *CD4Cre/tdT* EBS whole mounts and paraffin sections stained with anti-K5/anti-RFP antibodies 18d and 35d post incW. (**B**) tdT^+^ IFE and hair follicle cells in wound-near regions in an EBS whole mount, in EBS cryosections or anti-K5 or anti-K10 antibody-stained EBS paraffin sections 10d and 17d post excW or of unwounded skin. (**C**) tdT^+^ IFE and hair follicle cells in wound-near regions in ETS whole mounts and in ETS cryosections 10d and 51d post excW or anti-K5 or anti-K10 antibody-stained ETS paraffin sections 17d post excW or of unwounded skin. Nuclei were visualized with DAPI. tdT expression in paraffin sections was detected using an anti-RFP antibody. White double arrowheads: tdT^+^ hair follicle cells; yellow double arrowheads: double positive tdT^+^ hair follicle cells; white arrows: tdT^+^ IFE cells; yellow arrows: double positive tdT^+^ IFE cells; WI: wound-induced; postW: post wounding. White boxes: zoom-in areas.

These data show that wound healing-associated processes stimulate the progeny of *CD4Cre* and *CD4CreERT2*-targeted progeny to grow as polygonal units spanning from the healthy skin towards the wound center, as it has been reported for THY1-, K14- or LRIG1-labeled cells^6,20^. Thus, wounding seems to stimulate CD4 expression and self-renewal either of CD4^+^ epidermal cells or of their progeny above age-appropriate levels.

### Loss of CD4 accelerates epidermal wound healing in aged mice

CD4 expression in epidermal SCs or the expansion of their progeny is associated with ageing^12^ and wound healing processes, whereas CD4 loss leads to overgrowth of the sc-SCs compartment and INF with age. This suggests that epidermal wound healing might be altered in *CD4KO* mice, particularly with age. Thus, healing, closure and histology of ETS excW of young, middle-aged and aged *CD4KO* and cntl mice were analyzed (Fig. 6A–D).

**Fig. 6:**
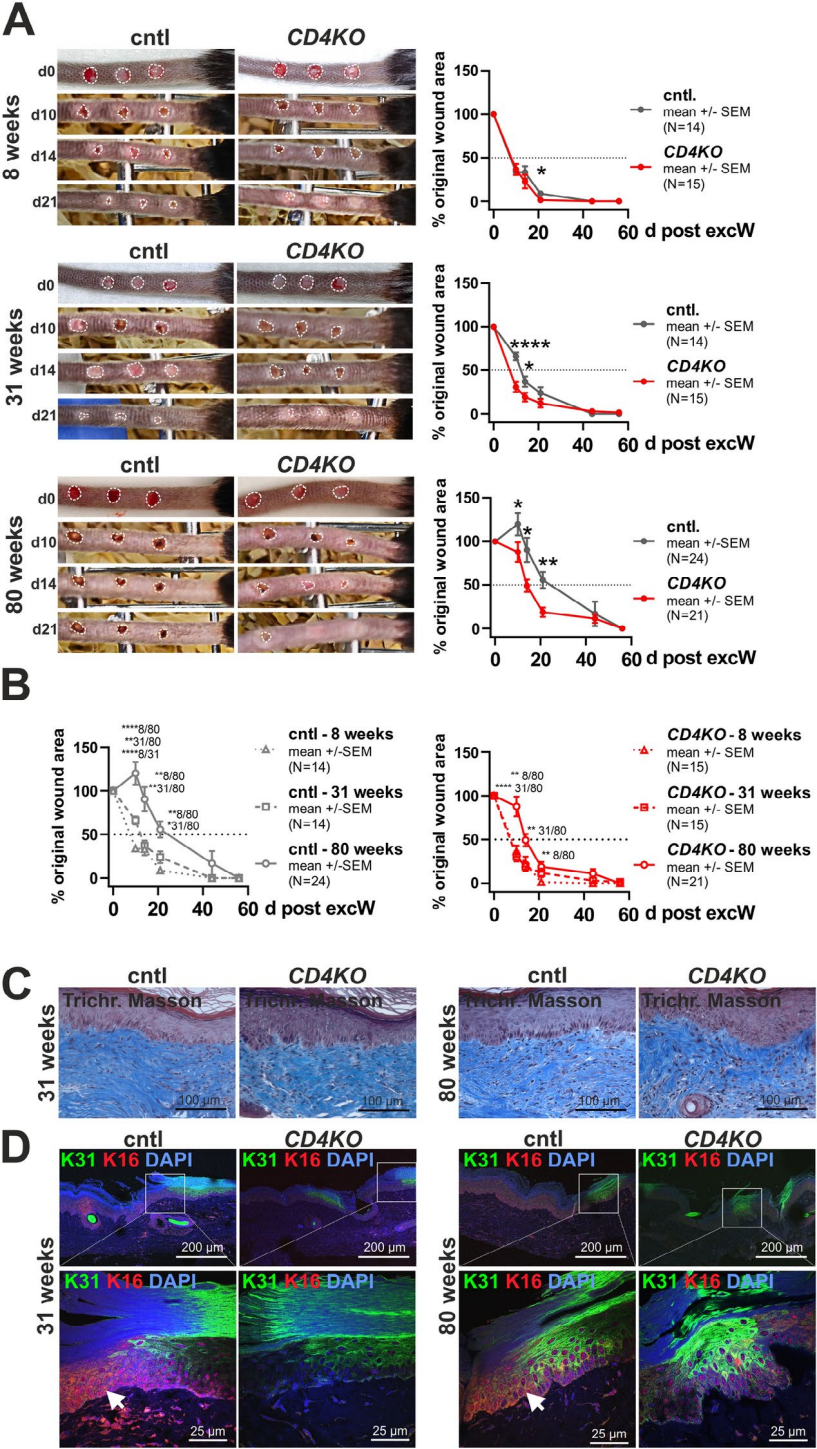
Accelerated wound healing of ETS excW in *CD4KO* mice. Analyses of the EBS after excisional wounding (excW) of 8, 31 and/or 80 weeks-old *CD4KO* and corresponding cntl mice. Wounds of middle-aged and aged *CD4KO* mice heal significantly faster than those of respective cntl mice 10, 14 and/or 21 days after excW (**A**,**B**) without fibrosis or abnormal scarring (**C**) but with decreased K16 expression at the wound edges (**D**). (**A**,**B**) Analysis of the macroscopic healing (A) and the wound sizes of excW from the day of wound induction (d0) up to 56 days post wounding of the ETS of 8, 31 and 80-weeks-old *CD4KO* and age-matched control wt mice (cntl) (A,B). White dotted lines in (A) define the wound area. Per mouse three excW were inflicted. N corresponds to number of wounds. *P < 0.05, ** P < 0.01, **** P < 0.0001. See Suppl. Tables S2 and S9 for animal numbers and means, SEM and P values. (**C**,**D**) Trichrome Masson staining (C) and anti-K31/anti-K16 (D) antibody-stained paraffin sections of wound-near areas 56d post excW of 31 and 80 weeks old *CD4KO* and age-matched cntl. Nuclei were visualized with DAPI. White arrows: K16^+^ IFE. White boxes: zoom-in areas.

With increasing age, wound healing is delayed^24,25^. Accordingly, wound healing efficiency in *CD4KO* and cntl mice decreased significantly with age (Fig. 6B). However, while no gross healing differences between young *CD4KO* and cntl mice were observed, middle-aged and aged *CD4KO* mice showed significantly faster wound closure at 10, 14 and/or 44 days after excW compared to age-matched cntl (Fig. 6A,B). Thus, middle-aged and aged *CD4KO* mice showed the healing capacity of young mice and middle-aged cntl mice, respectively.

None of the *CD4KO* or cntl mice showed fibrosis or abnormal scarring (Fig. 6C). The injury-induced protein K16, which is expressed during re-epithelialization at the wound edges^26–28^, was expressed in the wound areas of middle-aged and aged cntl mice, but not or only weak in middle-aged and aged *CD4KO* mice 56 days after excW, respectively (Fig. 6D, Suppl. Fig. S11A). However, irrespective of the smaller scale size, K31 was still expressed at the wound edges of *CD4KO* mice (Fig. 6D). Similarly, KI67, K10 or SCA-1 expression pattern did not differ between the wound areas of middle-aged and aged cntl and *CD4KO* mice (Suppl. Fig. S11A,B).

These data demonstrate that CD4 loss in young mice, despite an increased fc-SCs proliferation (see above), does not affect the wound healing capacity. In aged mice, however, the accumulation of sc-SCs and strong proliferation of INF cells (see above) is accompanied by accelerated wound healing.

## Discussion

By in vivo CD4-lineage tracing and *CD4* knockout we analyzed the role of CD4 in the epidermis and identified it as a factor required for the maintenance of the epidermal SC balance during ageing. Although *CD4KO* mice have been extensively used in immunological research, a skin phenotype has not been described yet. This is probably due to the fact that most studies have used young to middle-aged *CD4KO* mice^15–19^, which are also macroscopically inconspicuous in our hands. Nevertheless, *CD4KO* mice are less prone to skin tumor formation, and it has been hypothesized that this is caused by lack of tumor-promoting CD4 T helper cells^15–18^. However, *CD4KO* keratinocytes isolated from DMBA/TPA-induced lesions are less prone to generate cell lines and show a more benign behavior than cells isolated from corresponding wt cntl^16^. Thus, a cell-intrinsic role of CD4 is very likely.

Indeed, our data show that INF and BL-IFE cells can express CD4, and that their progeny grow as long-term survivors tending to colonize the hair follicles in the EBS and the scale and interscale territory of the IFE in the ETS. These growth preferences match the compartments with the most obvious anomalies in *CD4KO* mice, namely EBS alopecia and altered scale/interscale ETS morphology. Thus, the phenotype of *CD4KO* mice is comparable to that of mice deficient in genes involved in maintaining the epidermal SC balance^23,29–34^.

Potentially, the increased SCA-1 expression explains the phenotype of *CD4KO* EBS and ETS. CD4^+^ keratinocytes (a) express SCA-1^11^, (b) like SCA-1^+^ cells^35^ reside in the BL-IFE and INF, (c) like SCA-1^+^ SCs of the BL-IFE and INF^36^ contribute to the long-term renewal of all IFE layers, (d) like SCA-1^+^ progeny^35^ their progeny colonize all hair follicle layers and form new hair follicles in in vivo transplantation assays, and (e) similar to mice that overexpress SCA-1 in K14^+^ keratinocytes (*K14Cre/Sca-1*)^37^ confer susceptibility to DMBA/TPA-induced tumors^16,17^. Unfortunately, the exact role of SCA-1 in IFE homeostasis is unknown.

The CD4^+^ SCs population may also overlap with LRIG1^+^ sc-SCs that express low SCA-1 levels and reside in the junctional zone and the lower INF and can generate all hair follicle lineages^23,38^. Like CD4 loss, loss of LRIG1 leads to an increased IFE proliferation and altered scale/interscale morphology, but contrary to CD4^+^ cells, LRIG1^+^ SCs only contribute to the IFE under wound healing conditions^23^. In addition, the morphological changes of the *CD4KO* ETS were not accompanied by altered LRIG1 expression or WNT signaling, which are also essential for normal scale/interscale development^21,22^. Thus, CD4 affects the maintenance rather than the development of scale/interscale compartmentation, independently of either LRIG1 or WNT signalling.

The altered scale/interscale morphology of *CD4KO* ETS contrasts normal ageing conditions. Normally, the number of SLC1A3^+^ fc-SCs decreases and SOX6^+^ sc-SCs expand into the fc-SC territory with age^8^. The overlying differentiated layers develop inversely with age, whereas the K31^+^ scale remains unchanged while the K10^+^ interscale areas shrink^9^. However, in the *CD4KO* ETS, the SLC1A3^+^ fc-SCs disappear faster than in age-matched cntl and the overlying K31^+^ scales shrink instead of remaining unchanged. Reduced scale size, as in *CD4KO* mice, is also observed when WNT signaling is inhibited in K14^+^ keratinocytes (*K14/ΔLEF1*). However, in *K14/ΔLEF1* ETS the territory of the fc-SCs is overgrown by strongly proliferating sc-SCs^21^, while in *CD4KO* mice the proliferation of sc-SCs is unchanged. Thus, *CD4* loss rather induces a loss of fc-SCs and K31^+^ cells, whose territory is filled by sc-SCs and the overlying K10^+^ cells. This contrasts aged wt or prematurely aged skin, in which loss of fc-SCs^8,9,22^ is associated with smaller K10^+^ interscales^9^. This suggests decelerated rather than accelerated ageing in *CD4KO* mice. Consistently, aged *CD4KO* mice show better healing capacity than age-matched cntl mice.

During epidermal healing, SCs of the hair follicle and the IFE are interchangeable^5^. This process is mainly driven by INF cells^3,20,39^ and sc-SCs of the IFE^3,4,6^, while fc-SCs rather contribute to the IFE homeostasis^3,4,6^. This is in line with the phenotype observed in *CD4KO* mice. The skin of young *CD4KO* mice shows a high fc-SCs proliferation rate. However, the healing capacity is unchanged compared to age-matched cntl skin. In contrast, the skin of aged *CD4KO* mice show an increased proliferation of INF cells and an accumulation of sc-SCs, which is accompanied by accelerated wound healing. Moreover, in the wt situation, the progeny of CD4^+^ cells are induced in response to wounding and grow in wound-near hair follicles and as typical wound-induced sc-SCs clones from the periphery to the centre of the wound^4,6,20^. Together, all these data support the conclusion that CD4^+^ SCs and their progeny play an essential role in the skin healing process. Beyond that, the observation that *CD4* loss results in SC expansion and alopecia additionally suggests that CD4^+^ cells and their progeny are essential for maintaining SC balance in aged skin.

In fact, we showed that CD4 marks a subpopulation of CD34^+^SCA-1^+^ epidermal cells, whose offspring develop to bulge and BL-IFE cells. We currently do not know whether CD4 acts as a signaling mediator in these cells. In addition, we cannot say whether CD4 loss in *CD4KO* mice leads to a depletion of an epidermal cell population or to an altered signaling that changes their cellular fate. Thus, conditional *CD4KO* or adoptive transfer analyses are needed to provide a more specific picture of the role of CD4 in keratinocytes, which is independent of CD4-depleted immune cells (e.g. CD4^+^ T cells, macrophages, Langerhans’ cells). Unfortunately, *CD4*^*flox*^ mice do not exist, and adoptive transfer requires time-consuming approval processes. To circumvent this methodological limitation, we performed analyses on in vitro cultured keratinocytes isolated from different aged *CD4KO* mice. In line with the results obtained of our in vivo analyses, these experiments showed that despite the absence of immune cells the SC capacity of epidermal SCs from middle-aged *CD4KO* mice is better than age-matched cntl SCs. In addition, depletion of CD4^+^ immune cells has been never connected to imbalanced SC homeostasis in the skin, but rather results in inflammatory skin disease (e.g. in DiGeorge syndrome^40^), decreased susceptibility to skin tumors (e.g. *CD4KO* mice^15–17^) or increased susceptibility to papillomavirus-induced warts (e.g. human CD4 deficiency^41–43^). Thus, the analyses shown here strongly indicate that CD4 expression is essential for the maintenance SC balance in ageing skin, while simultaneously counteracting wound healing. It remains to be seen, which cellular and molecular interaction partners mediate the function of CD4 in the skin and whether the murine data shown here can be transferred to human skin.

## Experimental procedures

### Mice

The study was approved by the Lower Saxony State Office for Consumer Protection and Food Safety (file numbers 33.9-42502-04-15/1926; 33.9-42502-04-11/0374; 33.11.42502-04-20/3535).

All animal experiments were performed in compliance with ARRIVE guidelines and German legal and ethical requirements.

We confirm that all methods were performed in accordance with the relevant guidelines and regulations.

The following mouse strains were used: C57Bl6/N, *Tg(Cd4-cre)1Cwi/Bflu* (*CD4Cre*, JAX stock #017336)^44–46^, *Tg(Cd4-cre/ERT2)11Gnri* (*CD4CreERT2*, JAX stock #022356)^47^, *Gt(ROSA)26Sor*^*tm9(CAG-tdTomato)Hze*^ (*tdT,* JAX stock #007905)^48^ and *B6.129S2-Cd4*^*tm1Mak*^*/J* (*CD4KO*, JAX stock #002663)^14^, *Foxn1*^*nu/nu*^ (JAX stock # 002019). All used mouse strains were maintained on C57BL/6 background. Genotyping was conducted by PCR on genomic DNA isolated from tail or ear clips using primer pairs recommended by The Jackson Laboratory. Isoflurane or CO_2_ anesthetized mice were sacrificed by cervical dislocation. Both genders of transgenic mice were used. No sex-specific differences were observed. Numbers of analyzed *CD4KO* and corresponding cntl mice are given in Supplemental Tables S1 and S2.

*CD4ERT2/tdT* mice were intraperitoneally injected with 1 mg tamoxifen in sunflower oil per day on 2–7 days at an age of 4.5 or 9.5–11 weeks as indicated in the respective figures. *CD4Cre/tdT* mice were intraperitoneally injected with 50 mg/kg body weight 5-bromo-2ʹ-desoxyuridine (BrdU) at an age of 8 weeks. BrdU incorporation was analyzed 3 days post labelling. incW and 5 (back) or 3 mm (tail) diameter excW were inflicted on the shaved telogen back or tail skin^11,20,49^. Wound closure was monitored for up to 56 days post wounding by measuring the wound size using a digital caliper and by photo documentation. Intradermal transplantation of keratinocytes labelled with 5 µM CellTracker™ Green CMFDA Dye (Invitrogen, Germany) into *Foxn1*^*nu/nu*^ mice was performed as previously described^50^.

### Isolation of ETS sheets, individual hair follicles, EBS and ETS cells

Isolation of ETS sheets^51^, individual hair follicles of EBS^52^, EBS^11^ and ETS cells^53^ were performed as described in the respective literature.

### Tissue embedding and sections

Tissue samples were fixed in 4% paraformaldehyde/1× PBS at 4 °C for 2–3 days and either dehydrated and embedded in paraffin or equilibrated overnight in 20% sucrose/1× PBS at 4 °C and embedded in cryo medium (Medite, Germany). Samples were sectioned using a microtome or a cryotome and used for antibody or for hematoxylin/eosin staining, Oil red or Masson Trichrome staining.

### Primary keratinocyte culture

300,000 or 2500 freshly isolated telogen EBS cells were cultured in triplicates under feeder-free conditions on 1:1-diluted Cultrex Basement Membrane Extract (BMA, R&D Systems, USA)/advanced DMEM/F12 (Thermo Fisher Scientific Inc., USA)-coated wells of 6-well plates or in 10 µl BMA droplets (3D) for 7 days in epidermal expansion medium for specific expansion of keratinocytes^36,54^. For Western blot analysis 150,000 p0 keratinocytes/well of 6-well plates were subcultured for 48 h and subsequently harvested in RIPA buffer^55,56^. Organoid number and size were quantified 7 days post seeding of p0 keratinocytes by brightfield microscopy followed by manually counting and by outlining the organoids using the magnetic tool of the Adobe Photoshop CS5 software, respectively.

### Immunostaining, Western blot, flowcytometric, FACS and microscopy analyses

Immunostainings of paraffin and cryotome-sections and ETS sheets as well as flow cytometric analyses, fluorescent activated cell sorting (FACS) of keratinocytes and Western blot analyses of snap frozen skin samples or cultured cells were described previously^11,12,55–57^.

Immunostainings, histological stainings or whole mount analyses were documented on a confocal laser scanning microscope equipped with Fluoview software (Olympus Corporation, Japan), BX60 transmitted-light microscope equipped with Cellsense software (Olympus Corporation, Japan), a fluorescent dissecting microscope (Leica M205FA) equipped with a digital DFC camera (Leica DFC 450C) and the software Leica Application Suite, respectively. The number of hair follicles, length of the scales, thickness of EBS and ETS IFE (between the basal lamina and the lower border of the *stratum corneum*) as well as infundibula length were determined on anti-K10 or anti-K31 antibody or H&E-stained paraffin sections using the measuring tool of the ImageJ software (National Institutes of Health, USA). KI67^+^ cells of the infundibula and the BL-IFE of K31^+^ scales and K10^+^ interscales were counted on anti-KI67/anti-K10 or anti-K31 antibody-stained paraffin sections using the counting tool of the Photoshop CS5 software (Adobe Systems Inc., USA).

35 out of 144 hair follicles randomly isolated from the EBS of a 43 weeks-old *CD4Cre/tdT* mouse contained tdT^+^ cells (~ 24%). 5 tdT^+^ individual hair follicles were excluded due to damage. The remaining were used for determination of hair, clone and lineage type as previously described^52,58–61^.

For Western blot analysis the samples were run on NuPage 4–12% Bis–Tris Midi gels in MES running buffer (Invitrogen, Germany) and semidry blotted onto nitrocellulose membranes^55,56^. SeeBlue Plus2 Prestained Standard (Invitrogen, Germany) for determination of protein sizes was included on each gel/blot. Protein extract from C67BL6/N thymus was simultaneously analyzed as a positive control for CD4 expression and as a negative control for keratinocytes marker expression. Western blot detection was performed using ECL™ Prime Western Blotting Detection Reagents (Merck KGaA, Germany) and the c300 System (Azure Biosystems, USA). The original blots and ECL detection are presented in Supplemental Figures. S12–15.

Flow cytometric analyses or FACsorting were conducted on LSR II flow cytometer (BD Biosciences Pharmingen, USA) or BD ARIA II FACS (BD Biosciences Pharmingen, USA), respectively. Data acquisition and analysis were performed using BD FacsDiva (BD Biosciences Pharmingen, USA) and FlowJo (Treestar, USA) software.

Used sectioning method, retrieval method, antibodies and antibody concentrations are summarized in Supplemental Tables S10–12.

### Transcriptome analyses

For transcriptome analyses, epidermal cells were isolated from 29 to 32-weeks old male *CD4Cre/tdT* mice, stained with CD49f-PerCP-Cy5.5, CD34-FITC and Sca-1-PE-Cy7 antibodies. tdT^neg^CD49f^+^CD34^+^SCA-1^+^, tdT^+^CD49f^+^CD34^+^SCA-1^+^, tdT^neg^CD49f^+^CD34^+^ SCA-1^neg^ and tdT^+^CD49f^+^CD34^+^SCA-1^neg^ cells were sorted by FACS. In total, three biological replicates (each consisting of material from two male mice) were analysed. RNA was retrieved by resuspension/homogenization of 5 × 10^5^ cells in 360 µl TRIzol^®^ Reagent (Life Technologies Co., USA) for 5 min at RT. After chloroform addition, samples were vortexed, centrifuged (12,000×*g*, 15 min, 4 °C) and RNA was precipitated from the aqueous phase by 70% ethanol addition and overnight incubation at -20 °C. Next, RNA was pelleted (12,000×*g*, 45–55 min, 4 °C), washed with 70% ethanol, dried and solved in RNase free water (Invitrogen, USA). RNA quality control (Fragment Analyzer, Agilent Technologies, USA), cDNA library preparation (TruSeq^®^ RNA Sample Preparation v2; Illumina, USA) and RNA sequencing (HiSeq 4000; Illumina, USA) were performed at the NGS Service Facility for Integrative Genomics (NIG), University Medical Center Göttingen, Germany. Raw read & Quality check: Sequence images were transformed with Illumina software BaseCaller to BCL files, which was demultiplexed to fastq files with bcl2fastq v2.20.0.422. The sequencing quality was asserted using FastQC (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/) (version 0.11.5). Mapping & Normalization: Sequences were aligned to the reference genome of M. musculus (mm10 version 96, https://www.ensembl.org/Mus_musculus/Info/Index) using the STAR aligner(Dobin et al., 2013) (version 2.7.1a) allowing for 2 mismatches within 50 bases. Read counting was performed using featureCounts (Liao et al., 2014) (version 1.5.0-p1). Read counts were analyzed in the R/Bioconductor environment (version 3.4.4, http://www.bioconductor.org) using the DESeq2 (Love et al., 2014) package version 1.18.1. Candidate genes were filtered using an absolute log2 fold-change > 1 and FDR-corrected p-value < 0.05. Genes were annotated using the Mus Musculus gene version 96 Gene transfer format (GTF) file. Final data visualization was performed with RStudio (RStudio, Inc., USA).

### Graphs and statistics

Graphs and statistics were conducted using the GraphPad Prism 10 software. Significance was tested by Fisher’s exact test (Fig. 1B) or by non-parametric Mann–Whitney method.

## Supplementary Information

Supplementary Information.

## Data Availability

The datasets used and/or analyzed during the current study are available from the corresponding author on reasonable request. This study did not generate new unique reagents. The accession number for the sequencing data reported in this paper is Gene Expression Omnibus (GEO): GSE266403.

# Supplementary material for: CD4 expression controls epidermal stem cell balance
**Source:** Sci Rep. 2025 Feb 4;15:4185. doi: 10.1038/s41598-025-87915-7
**Supplement:** Supplementary file 1 — Supplementary Information.

## **Supplemental material**

### **CD4 Expression Controls Epidermal Stem Cell Balance**

Nadine Brandes, Heidi Hahn, Anja Uhmman

## Supplemental Material

**Supplemental Table S1:** Number of mice used for back skin analyses shown in Figure 1 and Supplemental Figure S2.

**Supplemental Table S2:** Number of mice used for tail skin analyses shown in (Supplemental) Figures 2, S3, S4 and 6.

**Supplemental Table S3:** Number and percentage of *CD4KO* and cntl mice with and without back skin fur abnormalities.

**Supplemental Table S4:** Number of wild-type mice used as donors for flow cytometric analyses of the CD4 expression of EBS cells shown in Supplemental Figure S5C,D.

**Supplemental Table S5:** Mean  $\pm$  SEM and P values (Fig. 1B: Fisher's exact test; Fig. 1D,E,G,H Mann-Whitney method) of the graphs shown in Figure 1.

**Supplemental Table S6:** Mean  $\pm$  SEM and P values of the graphs shown in Supplemental Figure S2.

**Supplemental Table S7:** Mean  $\pm$  SEM and P values (Mann-Whitney method) of the graphs shown in Figure 2 and Supplemental Figure S4.

**Supplemental Table S8:** Mean  $\pm$  SEM and P values (Mann-Whitney method) of the graphs shown in Supplemental Figure 5C,D.

**Supplemental Table S9:** Mean  $\pm$  SEM and P values (Mann-Whitney method) of the graphs shown in Figure 6A,B. excW: excision wounding

**Supplemental Table S10:** Primary and secondary antibodies used for immunofluorescent stainings of cytospun cells, *in vitro* cultured cells, ETS sheets, paraffine or cryostat (cryo) sections.

\* detects tdT; gp: genuine pig; ms: mouse, r: rat; rb: rabbit; gt: goat; d: donkey; bov: bovine. Boil: boiling in citric acid, pH6; 58°C: incubation in citric acid, pH6 at 58°C. The following fluorochrome-labeled secondary antibodies were purchased from Jackson ImmunoResearch Laboratories, Inc., USA and used in 1:200 dilution: d anti-ms-Alexa488 (#715-545-150); d anti-rb-Alexa488 (#711-545-152); d anti-rb-Cy3 (#711-165-152); d anti-rb-AMCA (#711-155-152); d anti-rat-Alexa488 (# 712-545-150); d anti-gp-Alexa488 (#706-545-148); bov anti-gt-Alexa488 (#805-545-150); d anti-gt-Cy3 (#705-165-147).

**Supplemental Table S11:** Primary and secondary antibodies used for Western blot analyses.

ms: mouse, r: rat; rb: rabbit; gt: goat. The respective horse radish peroxidase (HRP)-labeled secondary antibodies were purchased from Jackson ImmunoResearch Laboratories, Inc., USA and used in 1:10,000 dilution: rb anti-ms-HRP (#315-035-003); gt anti-rb-HRP (#111-035-045); d anti-gt-HRP (#705-035-003).

**Supplemental Table S12:** Antibodies used for flow cytometry.

All antibodies were purchased from BD Bioscience, USA.  
ms: mouse, r: rat; h: human.

## **SUPPLEMENTAL FIGURE S1**

**EBS**

**ETS**

**cntl**

**CD4KO**

**cntl**

**CD4KO**

3 weeks

1 weeks

0 weeks

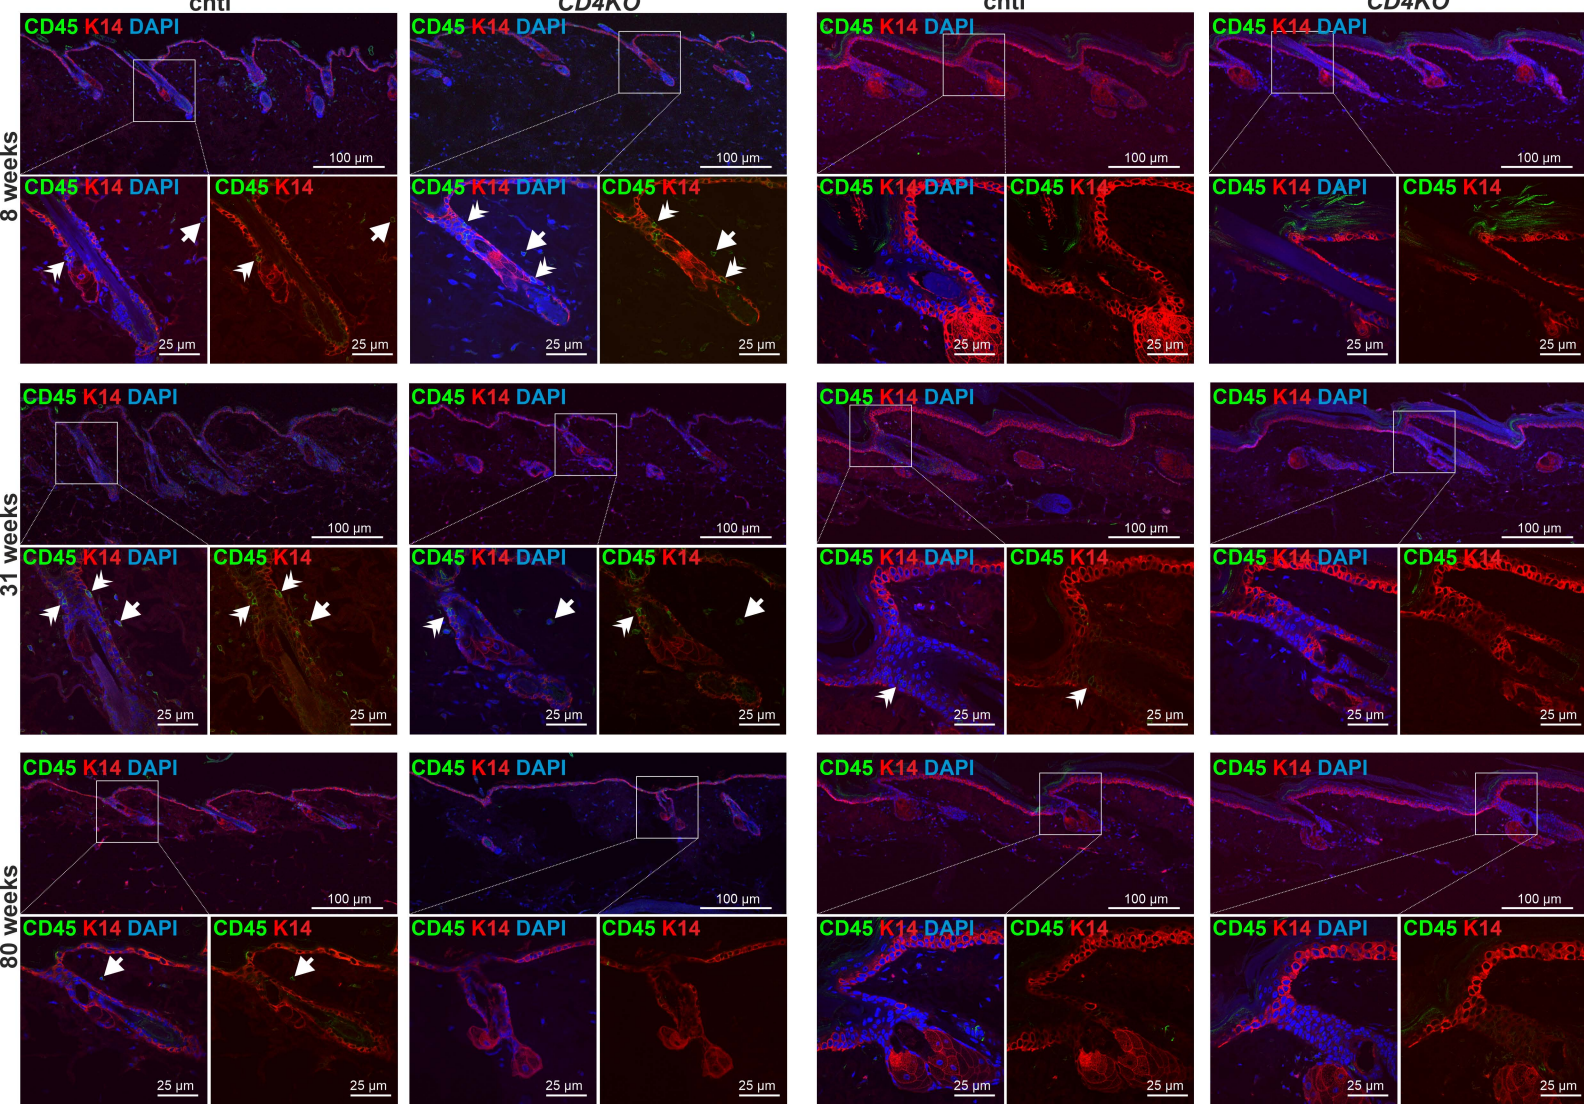

**Supplemental Figure S1: Immunofluorescent analyses of CD45-expressing cells in the EBS and ETS of *CD4KO* and corresponding control mice.**

Immunofluorescent anti-CD45/anti-K14 stainings of EBS and ETS samples from 8, 31 (A,C-I) and 80 weeks-old *CD4KO* and age-matched control wild-type mice (cntl). Nuclei were visualized with DAPI. White double arrowheads: CD45<sup>+</sup> cell in the INF/HF compartment. White arrows: CD45<sup>+</sup> cells of the dermis. White boxes: zoom-in area.

# SUPPLEMENTAL FIGURE S2

**A**

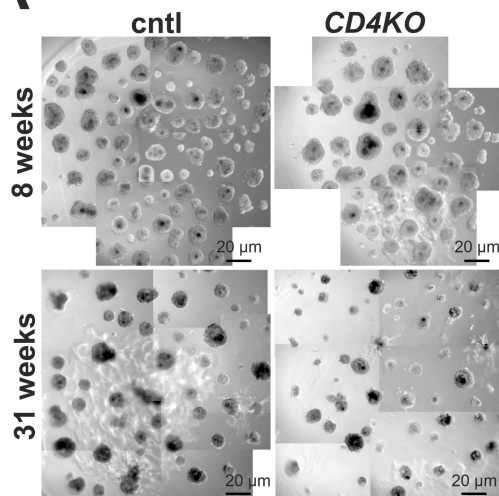

**B**

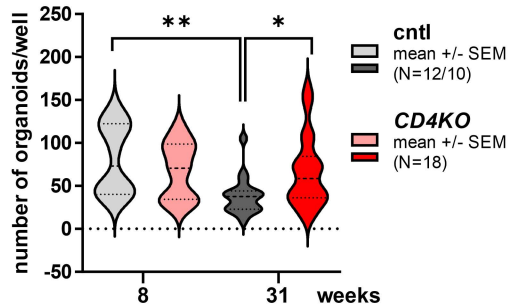

**C**

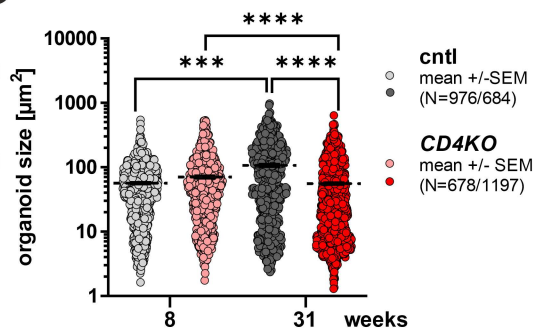

**D**

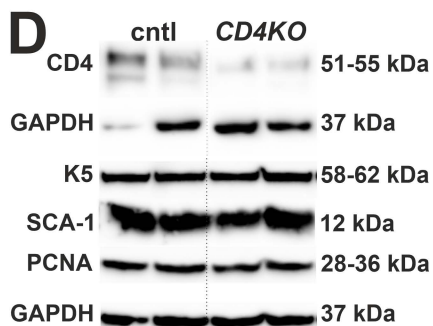

**E**

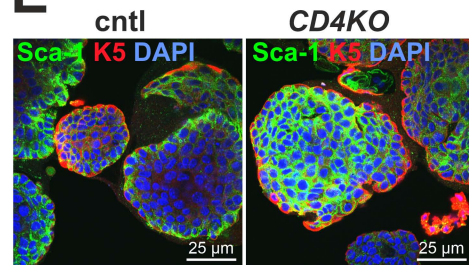

**F**

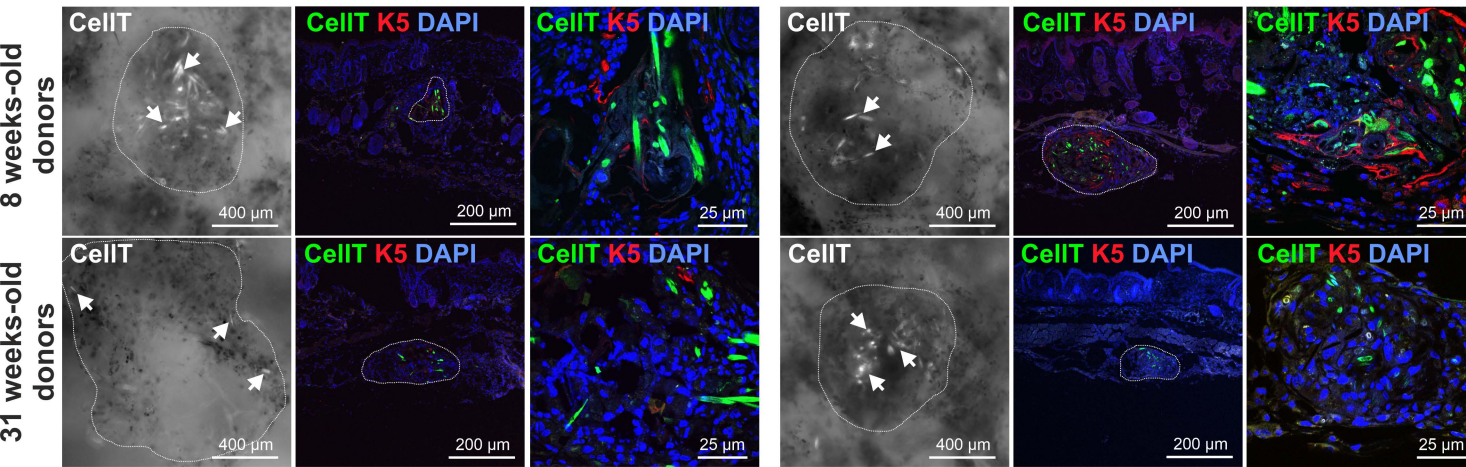

**Supplemental Figure S2: *In vitro* and *in vivo* growth potential of *CD4KO* EBS cells.**

**(A-E)** *In vitro* analyses of 3D-cultured (A-C,E) (passage p0) and adherently, feeder-free growing (passage p1) **(D)** EBS cells and **(F)** analysis of *in vivo* SC capacities of EBS cells isolated from 8 (A-C,F) and 31 (A-F) weeks-old *CD4KO* and corresponding control wild-type mice (cntl). Transmitted-light (A), number (B) and size (C) of organoids formed from *CD4KO* and cntl EBS cells. Western blot analyses of cell lysates from adherently, feeder-free growing keratinocytes (D) and SCA-1/ K5 expression of 3D-cultured keratinocytes from 31 week-old donors (E). Fluorescent analyses of CellTracker-labeled *CD4KO* and cntl EBS cells in EBS whole mounts (right) and in anti-K5 antibody stained EBS cryosections (middle and left) of hypodermal transplanted *Foxn1<sup>nu/nu</sup>* mice (F). Protein bands in (D) were cropped from original blots shown in Suppl. Fig. S14. Nuclei were visualized with DAPI. Dotted white lines in (F) delimit the transplants. White arrows: CellTracker<sup>+</sup> HF. (B,C) N correspond to the number of measuring points. \* P < 0.05, \*\* P < 0.01, \*\*\*\*P < 0.0001. See Supplemental Tables S1 and S6 for donor numbers and means, SEM and P values.

# SUPPLEMENTAL FIGURE S3

**A**

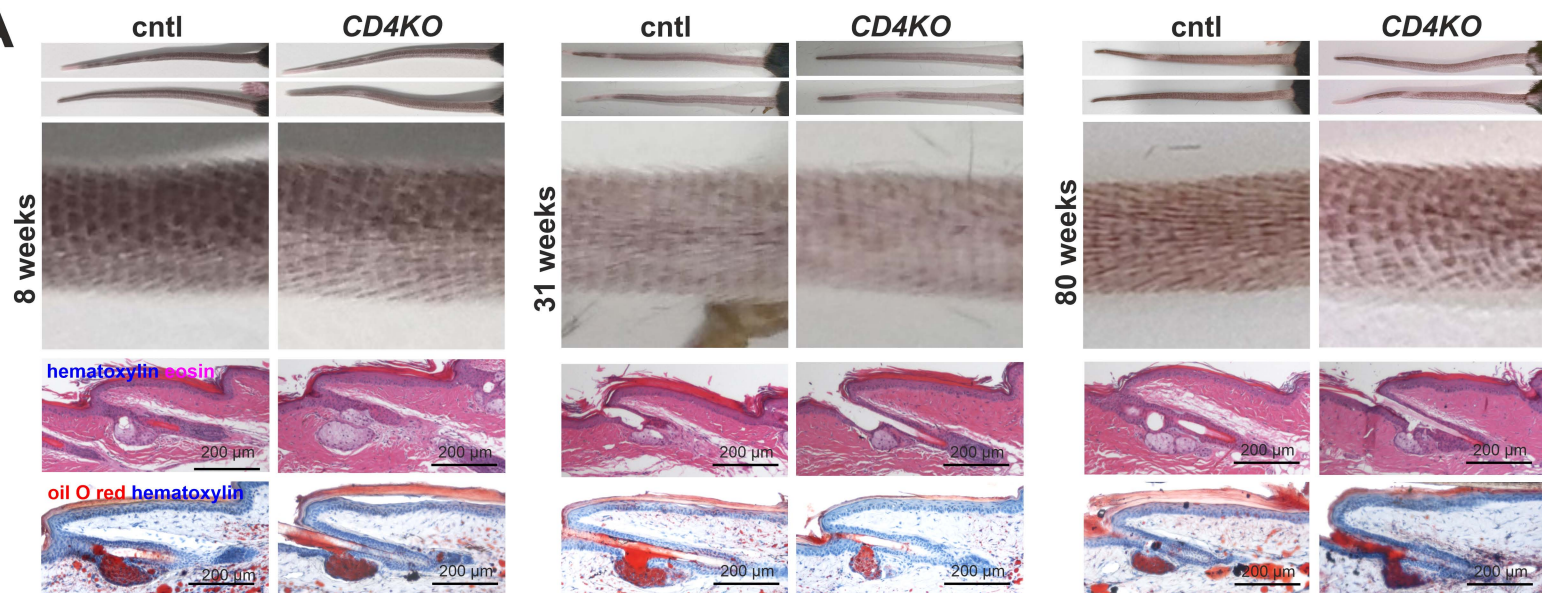

**B**

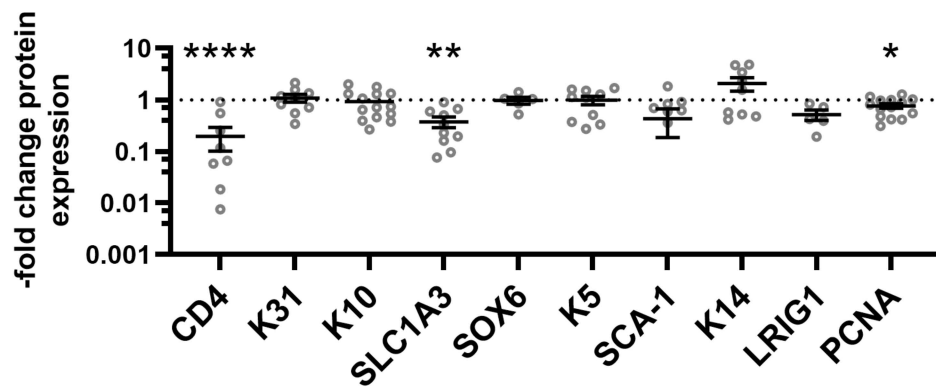

**Supplemental Figure S3: The ETS phenotype of *CD4KO* mice.**

**(A, B)** Macroscopic and hematoxylin/eosin and oil O red/hematoxylin (A) and quantification of Western blot-based protein expression analyses (B) of ETS samples from 8 (A), 31 (A) and 80 weeks-old (A,B) *CD4KO* and age-matched control wild-type mice (cntl). Protein expression levels were normalized to the GAPDH expression of the respective sample on the same gel (see Fig. 2). Measuring points in (B) are from analysis of the same samples on two or three Western blots that were processed in parallel. Original blots are presented in Supplemental Figure S15. Expression levels of the cntl were set to 1. \*  $P < 0.05$ , \*\*  $P < 0.01$ , \*\*\*\*  $P < 0.0001$ . See Supplemental Table S2 for animal numbers.

# SUPPLEMENTAL FIGURE S4

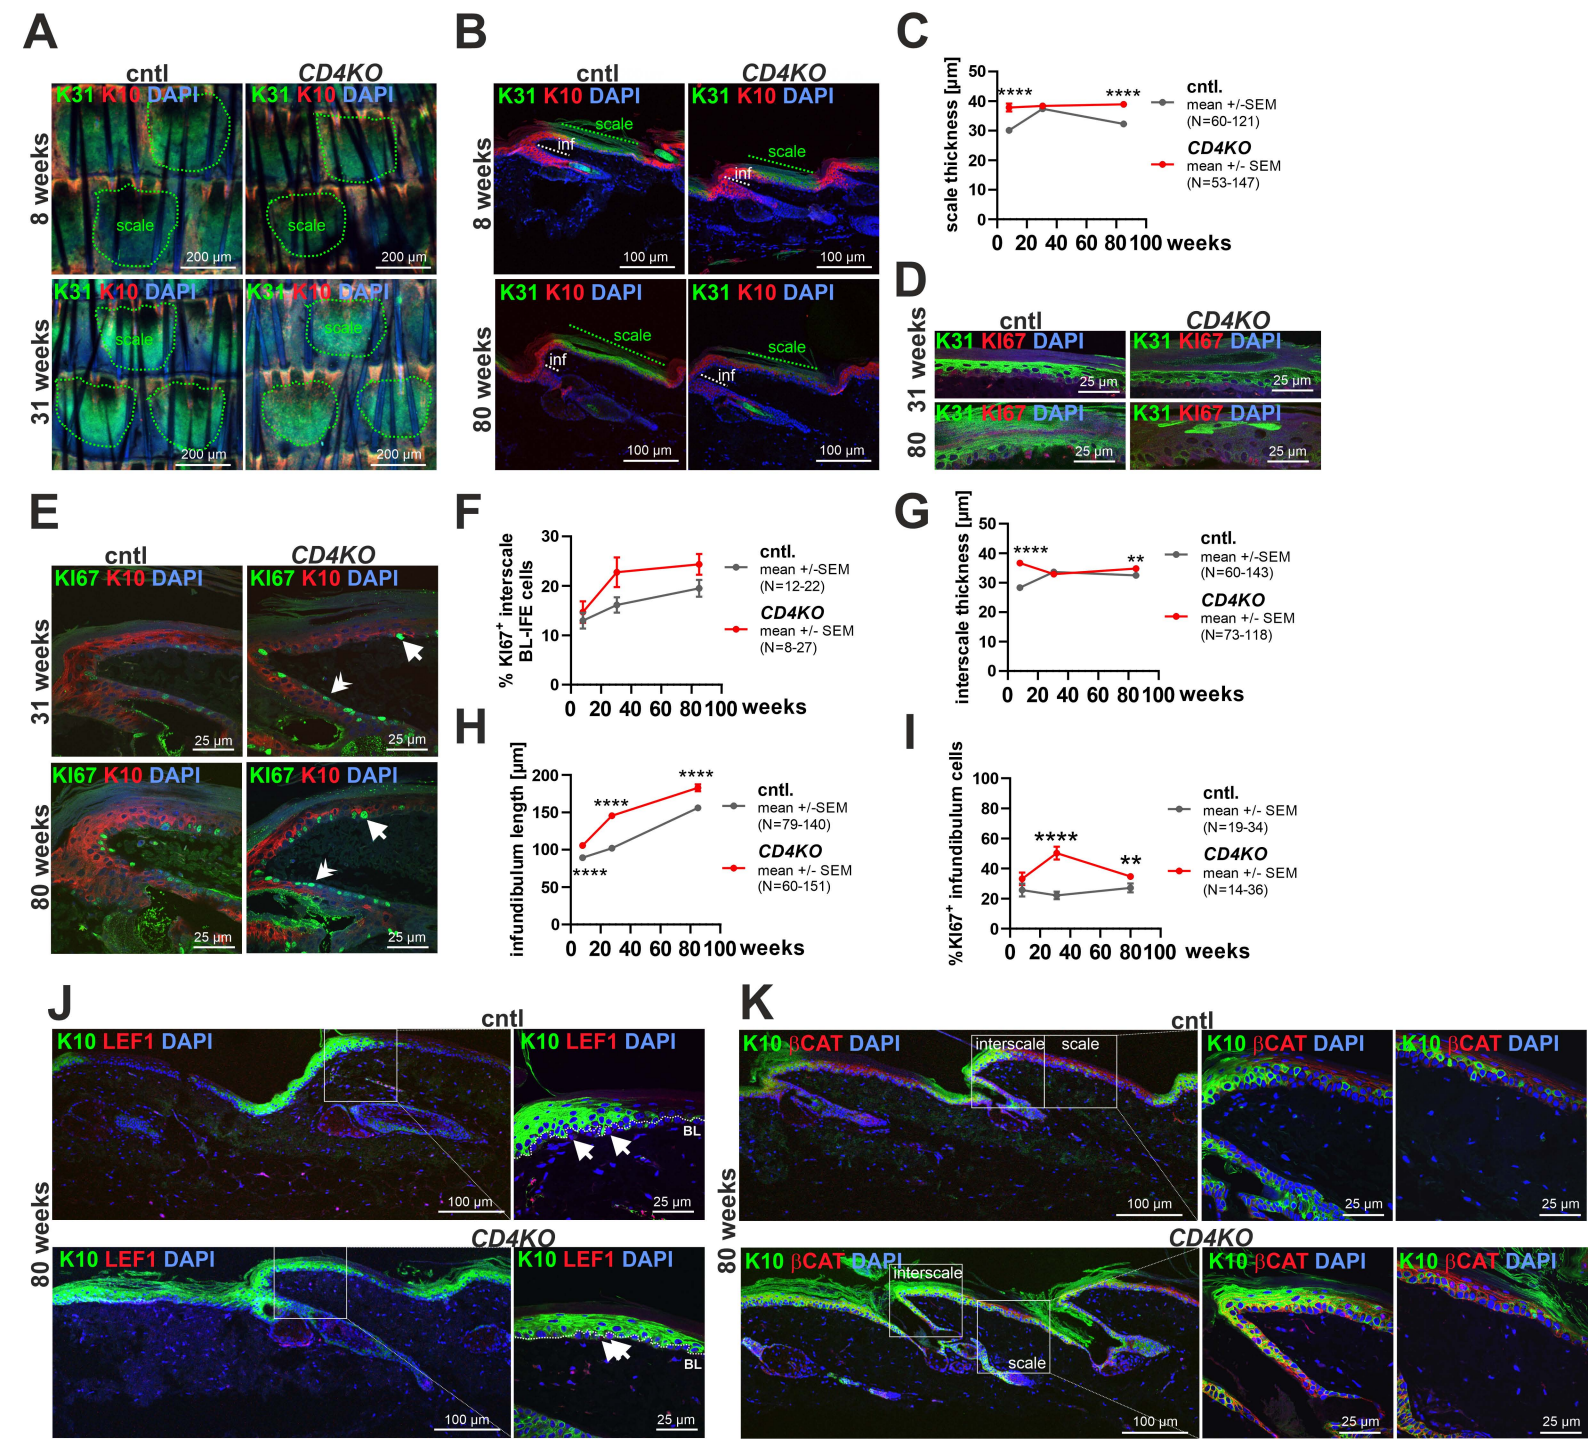

**Supplemental Figure S4: The ETS phenotype of *CD4KO* mice.**

**(A,B,D,E,J,K)** Immunofluorescent stainings and **(C,F-I)** quantification of the scale thickness (C), percentage of KI67<sup>+</sup> interscale BL-IFE cells (F), interscale thickness (G), infundibulum length (H) and proliferation rate of the infundibula (I) of ETS samples from 8 (A-C, F-I), 31 (A,C-I) and/or 80 weeks-old (B-I,J,K) *CD4KO* and age-matched control wild-type mice (cntl). Anti-K31/anti-K10 (A,B), anti-K31/anti-KI67 (D), anti-KI67/anti-K10 (E), anti-LEF1/anti-K10 (J) and anti- $\beta$ -CATENIN/anti-K10 (K) antibody-stained ETS sheets (A) or paraffine sections (B,D,E,J,K). Nuclei were visualized with DAPI. White double arrowheads: KI67<sup>+</sup>infundibulum/HF cells. White arrows: KI67<sup>+</sup> BL-IFE or LEF1<sup>+</sup> BL-IFE cells. Green dotted lines in (A) delimit the scale borders. Dotted lines in (J) define the basal layer (BL). White boxes: zoom-in areas. Inf: infundibulum. (C,F-I) N correspond to the number of measuring points. \*\*  $P < 0.01$ , \*\*\*\*  $P < 0.0001$ . See Supplemental Tables S2 and S7 for animal numbers and absolute numbers or means, SEM and P values.

# SUPPLEMENTAL FIGURE S5

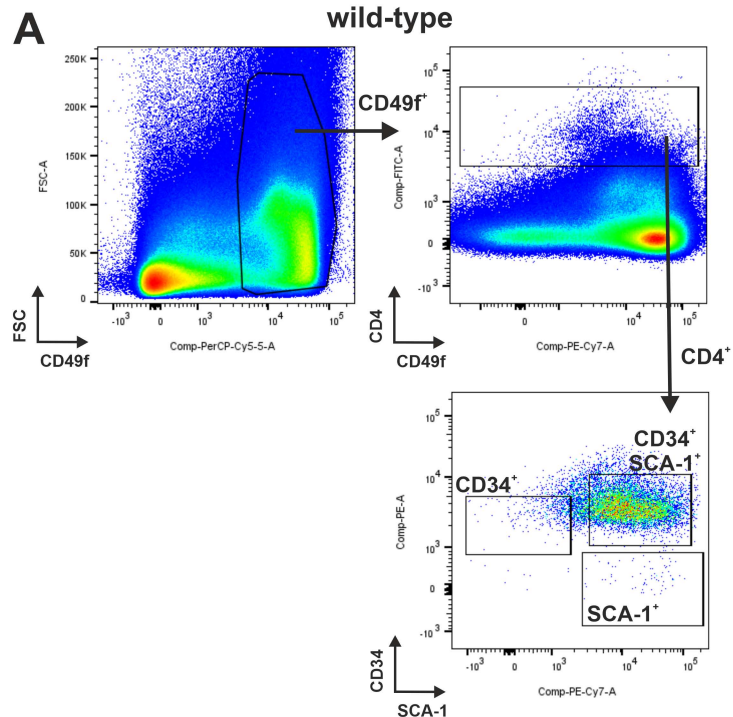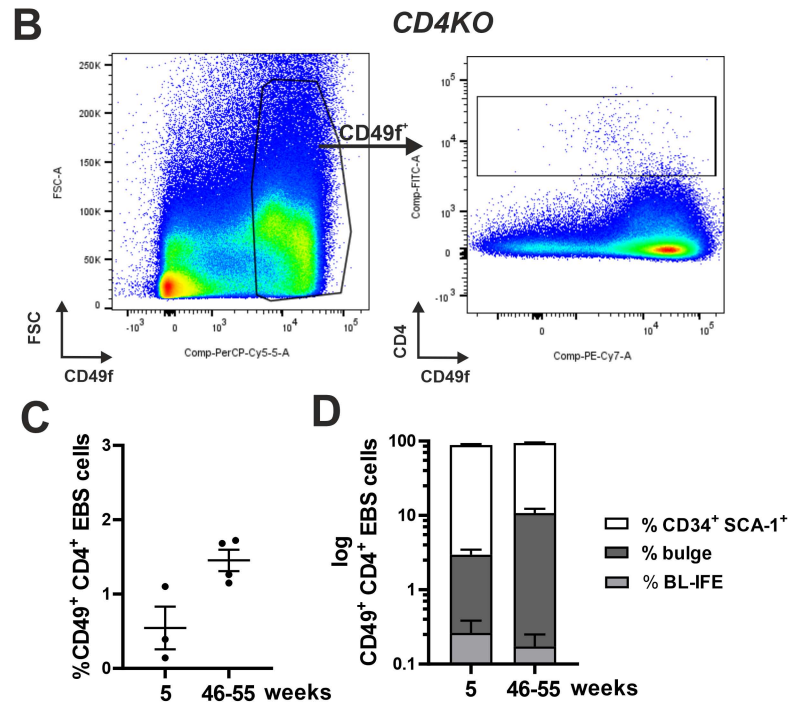

**Supplemental Figure S5: Flow cytometric-based quantification of CD4<sup>+</sup> keratinocytes in the EBS of young and middle-aged wild-type mice.**

(A,B) Representative CD49f/FSC-plotted flow cytometric data of EBS keratinocytes of a 5 weeks-old wild-type mouse. All CD49f<sup>+</sup> keratinocytes were plotted against CD4. Subsequently CD49f<sup>+</sup> CD4<sup>+</sup> keratinocytes of the wild-type mouse were SCA-1/CD34-plotted for determination of the abundance of CD4<sup>+</sup> CD34<sup>+</sup> bulge, CD4<sup>+</sup> SCA-1<sup>+</sup> BL-IFE and CD4<sup>+</sup> CD34<sup>+</sup>SCA-1<sup>+</sup> epidermal cells (see <sup>1,2</sup>). As a control for the specificity of the used CD4 antibody a similar analysis was performed on EBS cells from a 5 weeks-old *CD4KO* mouse (B). (C,D) Percentage of all CD49f<sup>+</sup> CD4<sup>+</sup> keratinocytes (C) and the fraction of CD34<sup>+</sup> SCA-1<sup>+</sup>, CD34<sup>+</sup> (bulge) and SCA-1<sup>+</sup> (BL-IFE) cells of CD49f<sup>+</sup> CD4<sup>+</sup> keratinocytes (D) based on flow cytometric analyses as shown in (A) of the EBS of 5 and 46-55 weeks-old wild-type mice. See Supplemental Tables S4 and S8 for animal numbers and absolute numbers or means, SEM and P values.

# Supplemental Figure S6

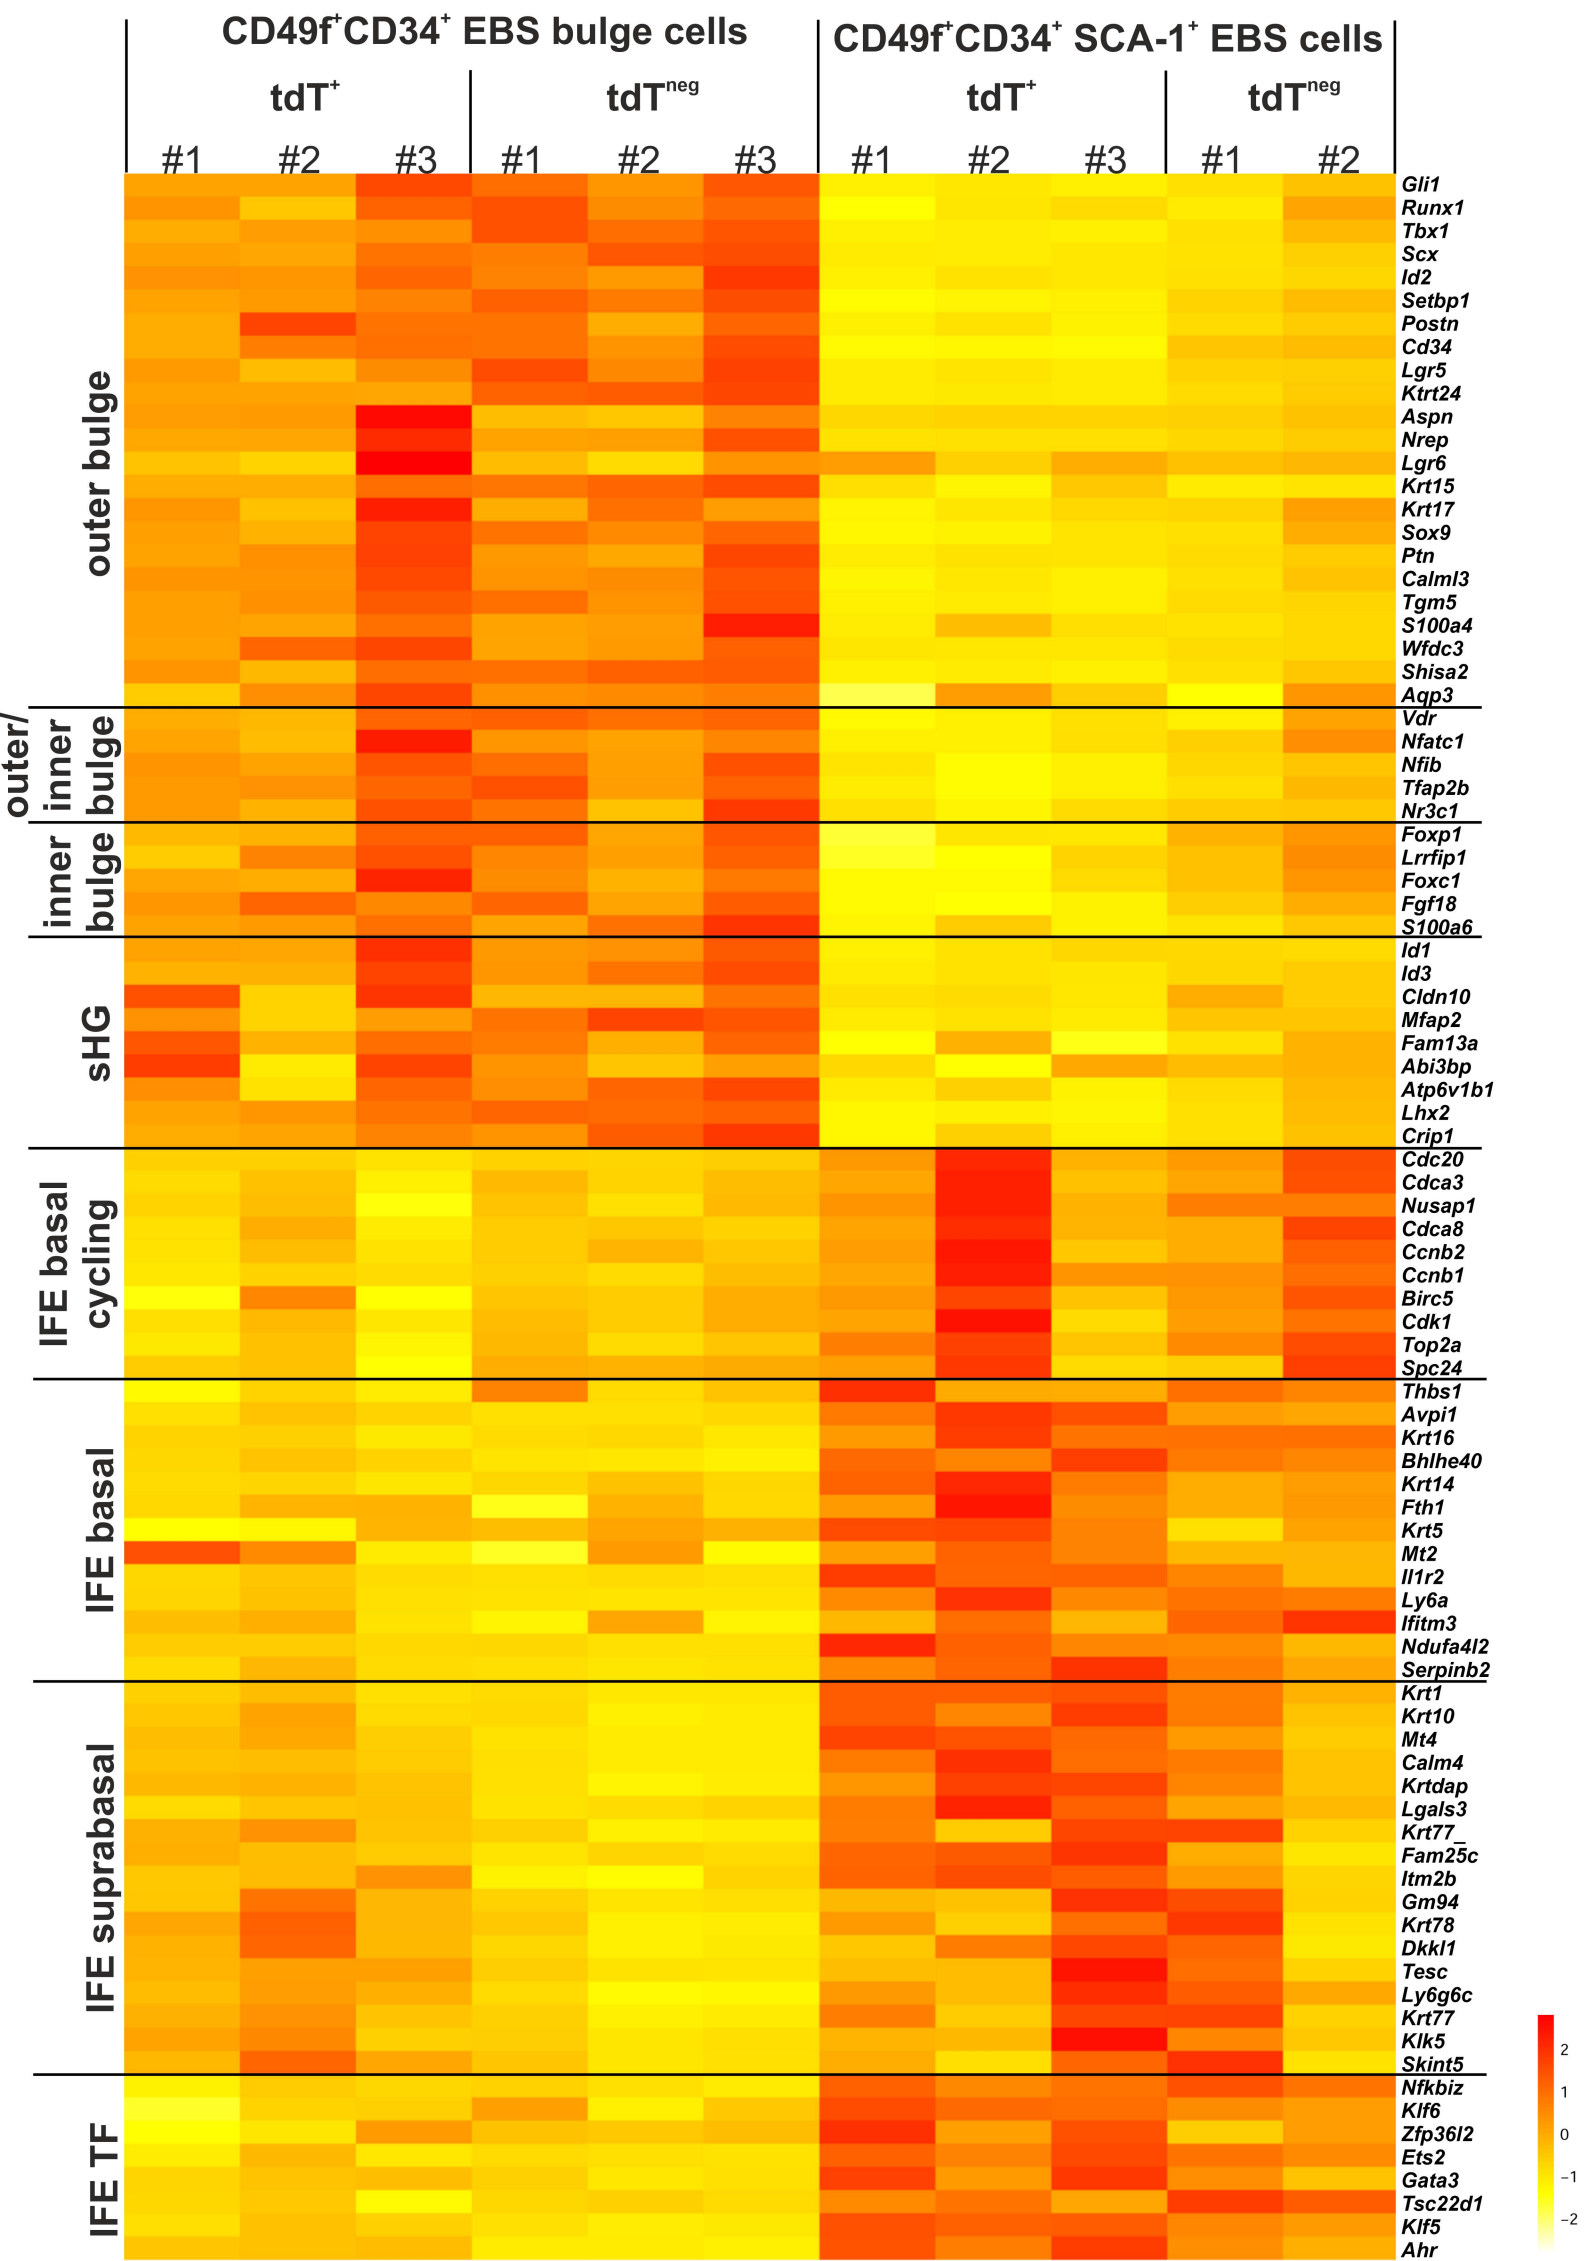

**Supplemental Figure S6: The progeny of CD4<sup>+</sup> epidermal cells grow as CD34<sup>+</sup> bulge and CD34<sup>+</sup> SCA-1<sup>+</sup> cells of the EBS.**

Transcriptome-based differential gene expression of fluorescence activated cell sorted EBS *CD4Cre/tdT* cells. tdT<sup>+</sup> and tdT<sup>neg</sup> CD49f<sup>+</sup>CD34<sup>+</sup> EBS bulge and tdT<sup>+</sup> and tdT<sup>neg</sup> CD49f<sup>+</sup>CD34<sup>+</sup> SCA-1<sup>+</sup> EBS cells of 29-31 weeks-old *CD4Cre/tdT* mice were gated as shown in Figure 4A and subsequently sorted. 

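For each list of markers in the heat map, a score was computed per library as the mean log2 normalized CPM over its genes, with a prior count of 2. The outer bulge score was 5.97 ± 0.89 (SD, n = 5) in CD49f+CD34+SCA-1+ and 8.46 ± 0.39 (SD, n = 6) in CD49f+CD34+ libraries. This gave p = 0.00216 in a two-sided exact permutation test over all 462 arrangements, the smallest p they can give. The outer/inner bulge, inner bulge, IFE basal and IFE transcription factor scores reached the same p, with differences of -1.16, -1.33, 1.68 and 1.16, and for each all 5 CD49f+CD34+SCA-1+ libraries lay on one side of the 6 CD49f+CD34+ libraries. The secondary hair germ score differed by -1.91 (exact permutation p = 0.00649, 4 of 5 CD49f+CD34+SCA-1+ libraries below all CD49f+CD34+ libraries) and the IFE basal cycling score by 0.89 (exact permutation p = 0.013, 4 of 5 above). The IFE suprabasal score was 6.78 ± 0.84 (SD, n = 5) and 5.29 ± 1.25 (SD, n = 6), a difference of 1.49 with an exact permutation p of 0.0519. After adjustment over the 8 lists the p-values were 0.00346 for the first 5 scores, 0.00865, 0.0149 and 0.0519. The arrangements move every library freely, across tdT status and replicate number. Libraries of one replicate number were read as sharing a pool of mice, so these p-values do not measure the spread between pools.
Between tdT+ and tdT neg cells of one population no score can reach a p under 0.1 in an exact permutation test with 3 libraries against 3 or 2. In CD49f+CD34+ cells the IFE suprabasal score was 6.25 ± 0.43 in tdT+ and 4.33 ± 0.97 in tdT neg cells (SD, n = 3 each, exact permutation p = 0.1), and the outer bulge score was 8.32 ± 0.45 and 8.60 ± 0.35 (SD, n = 3 each, exact permutation p = 0.5). In CD49f+CD34+SCA-1+ cells the outer bulge score was 5.37 ± 0.32 (SD, n = 3) in tdT+ and 6.87 ± 0.52 (SD, n = 2) in tdT neg cells (exact permutation p = 0.1).

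**Figure D4:**
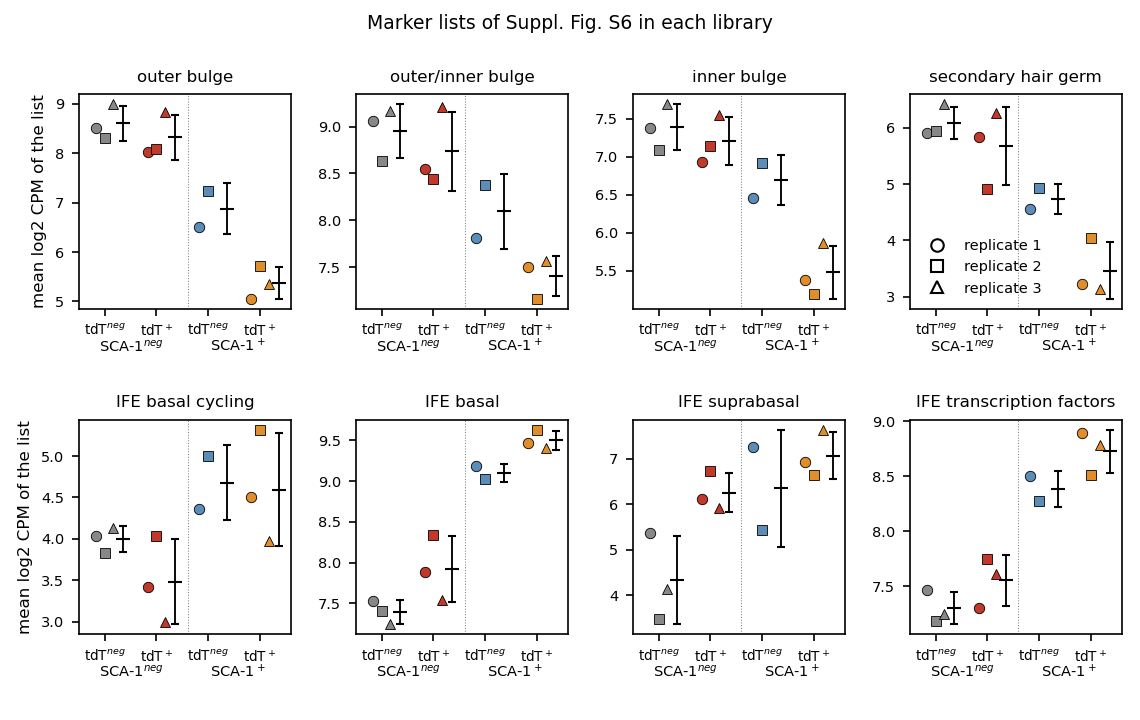
Mean log2 normalized CPM of each marker list in each of the 11 libraries, by population and tdT status, with the symbol giving the replicate number and bars for the mean and SD of each group. The outer bulge list lies between 8.03 and 8.99 in CD49f+CD34+ and between 5.06 and 7.24 in CD49f+CD34+SCA-1+ libraries.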

Each biological replicate (#1-3) consists of EBS isolates from 2 male aged-matched mice. Markers of the outer bulge, junctional zone and IFE were chosen based on marker genes of the main epidermal cell populations of telogen epidermis, which had been identified using quantitative single-cell RNAsequencing <sup>3</sup>. sHG, secondary hair germ; TF, transcription factors.

# SUPPLEMENTAL FIGURE S7

**A**

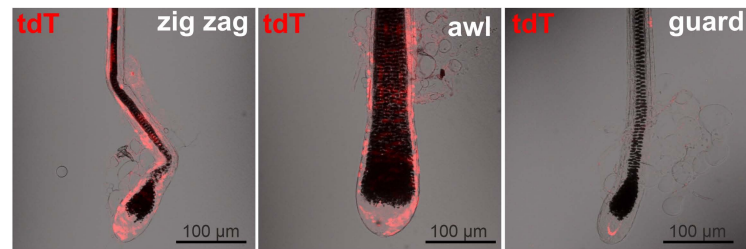

**B**

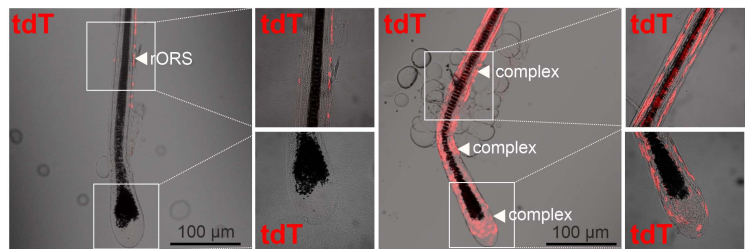

**C**

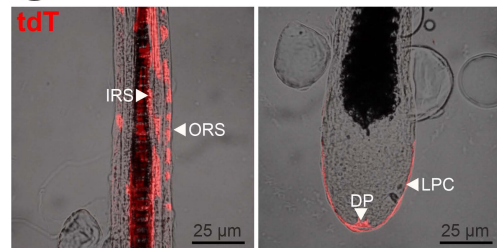

**D**

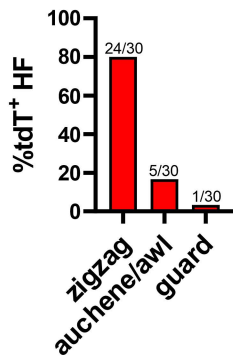

**E**

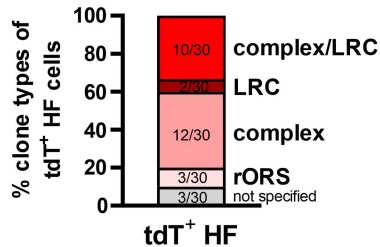

**F**

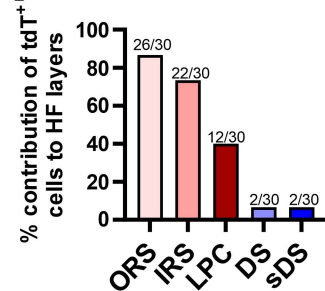

**Supplemental Figure S7: The progeny of CD4<sup>+</sup> epidermal cells grow in anagen HF of all types, clones and lineages in in the EBS.**

(A-C) Representative fluorescent analyses and (D-F) quantification of tdT<sup>+</sup> iHF of a 43 weeks-old *CD4Cre/tdT* mouse isolated for determination of the hair type (A,D) and of the clone (B,E) and lineage type (C,F) of 30 HF containing tdT<sup>+</sup> HF cells. DP: dermal papillae; DS: dermal sheath; IRS: inner root sheath; LPC: lower proximal cup; ORS: outer root sheath; rORS: basal ORS clone repopulating the HF from the distal part; sDS: surrounding dermal sheath. Number of analyzed HF are given in the graphs (see also material and method section).

# SUPPLEMENTAL FIGURE S8

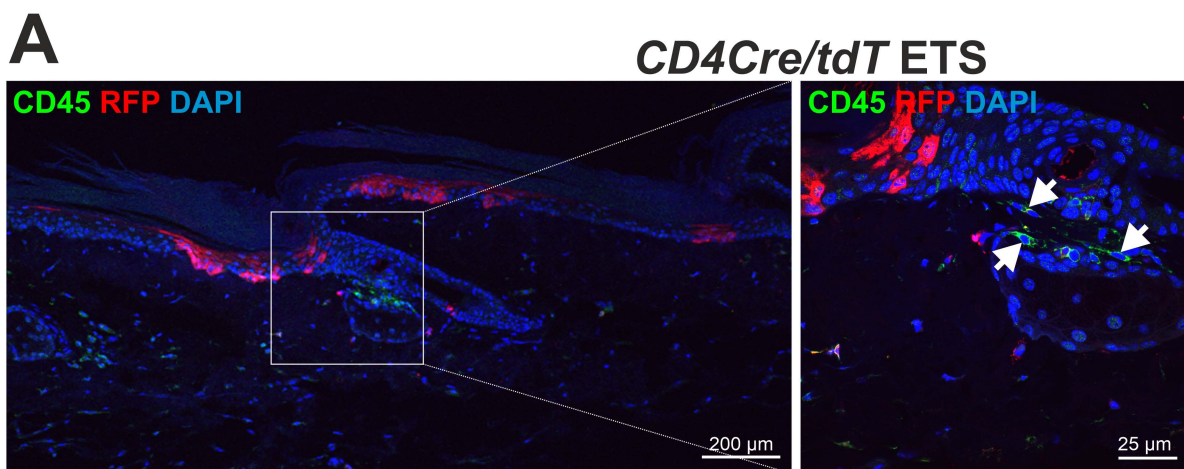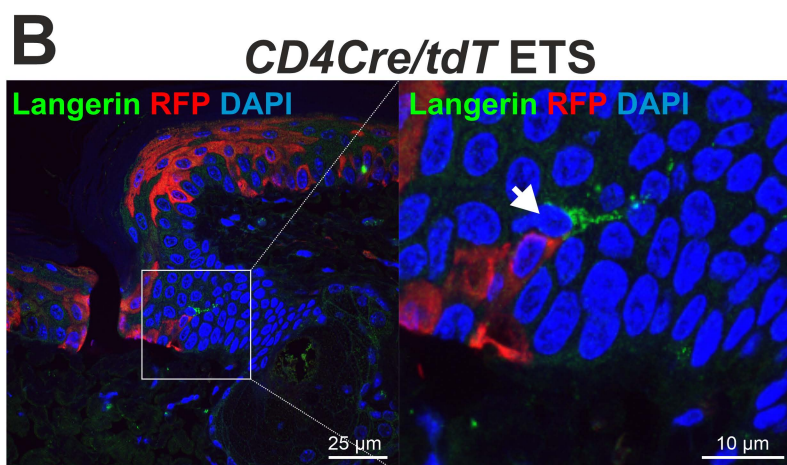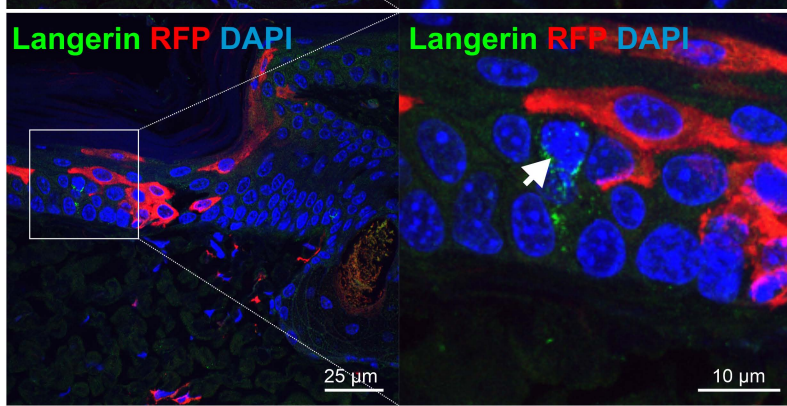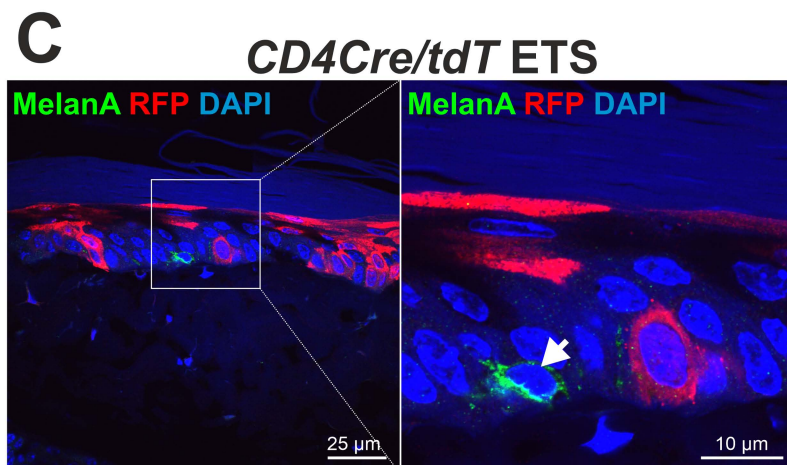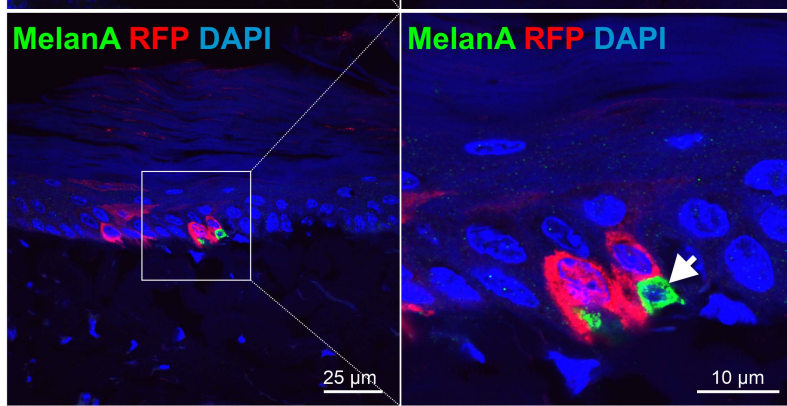

**Supplemental Figure S8: The epidermal progeny of CD4<sup>+</sup> cells does not express immune cell or melanocyte markers.**

(A-C) Fluorescent analyses of ETS paraffin sections of 80 weeks-old mice *CD4Cre/tdT* mice stained with antibodies against RFP for tdT detection and the general immune cell marker CD45 (A), the Langerhans' cell marker Langerin (CD207) (B) or the melanocyte marker MelanA (C). Nuclei were visualized with DAPI. White arrows: CD45<sup>+</sup>, Langerin<sup>+</sup> or MelanA<sup>+</sup> cells. White boxes: zoom-in area.

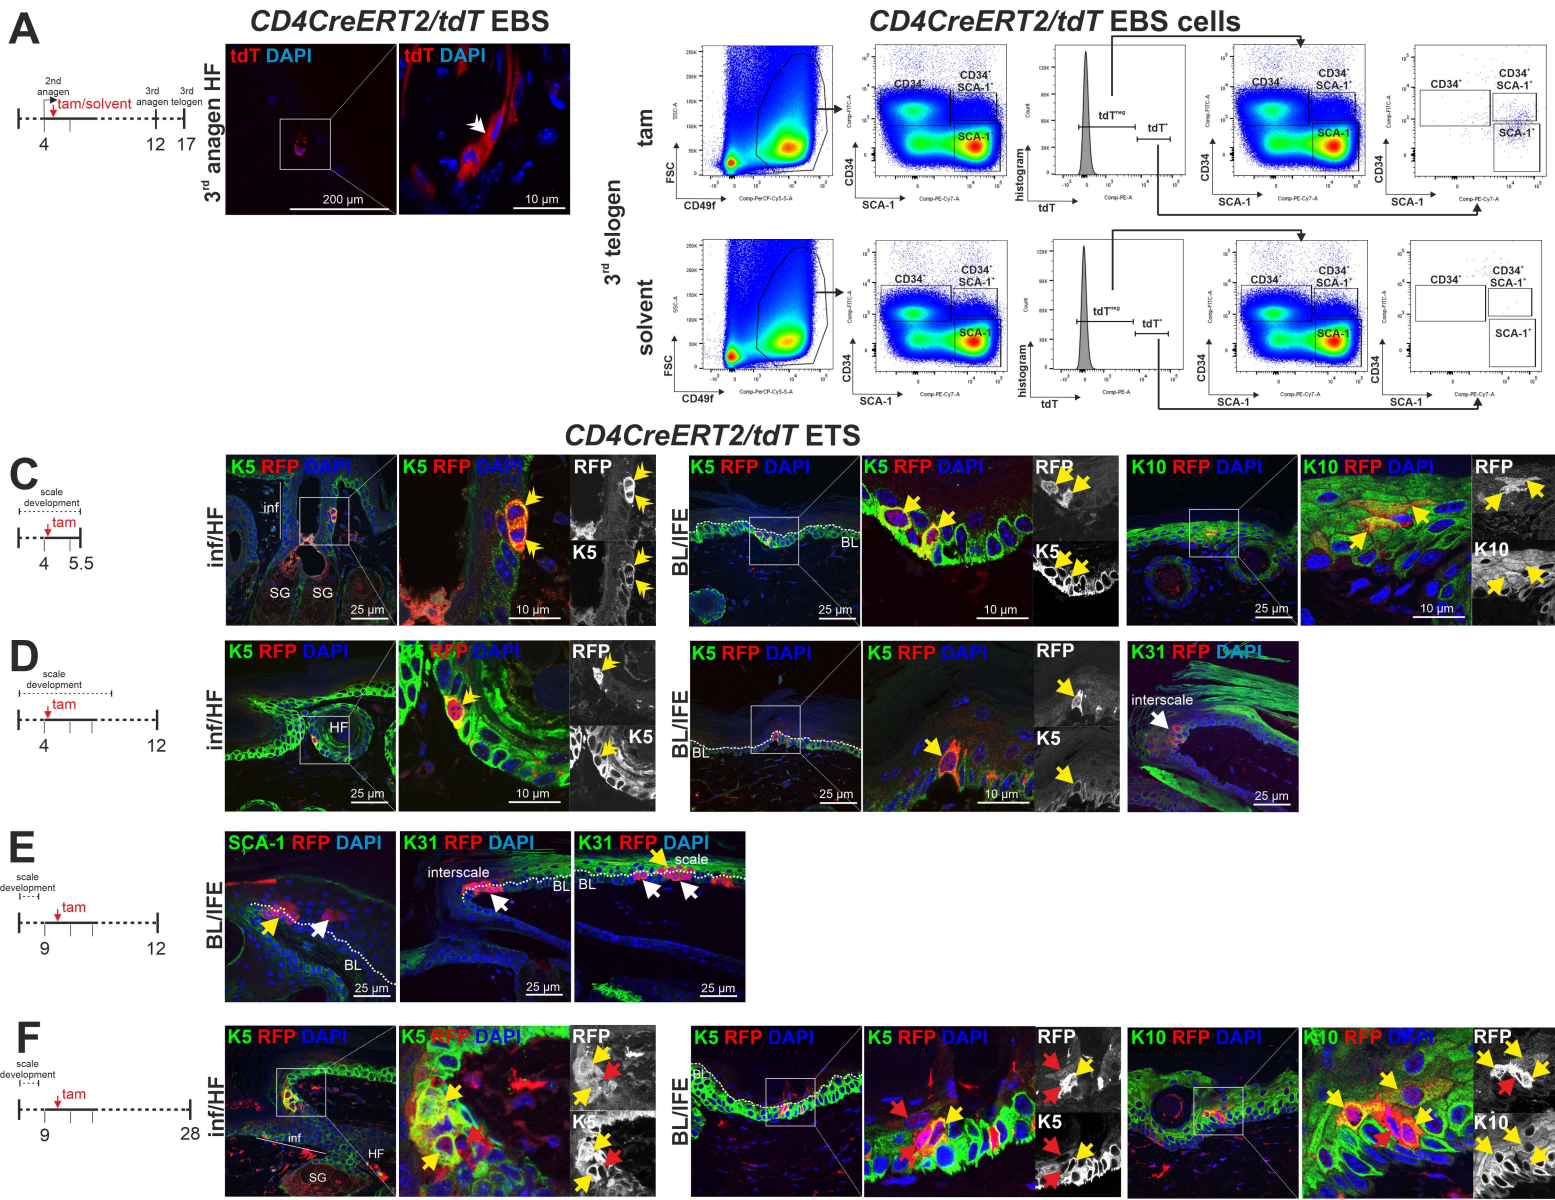

**Supplemental Figure S9: Tracking the progeny of CD4<sup>+</sup> cells in the EBS and ETS of tamoxifen-induced *CD4CreERT2/tdT* mice.**

Analyses of the progeny of CD4<sup>+</sup> keratinocytes in the EBS and ETS of *CD4CreERT2/tdT* lineage tracing mice. In the EBS, tamoxifen (tam) application in the 2<sup>nd</sup> endogenous anagen phase leads to long term tdT labelling of anagen hair follicle and CD49f<sup>+</sup> SCA-1<sup>+</sup> IFE cells in the telogen skin (A). In the ETS, tam application during scale development results in labelling of K5<sup>+</sup> INF and K5<sup>+</sup> BL-IFE cells and in labelling of K10<sup>+</sup> IFE or K31<sup>+</sup> scale IFE cells after 1.5 and 8 weeks (C,D). 8 or 18.5 weeks after tam application after finished scale development leads to tdT-labeling of SCA-1<sup>+</sup> BL-IFE and the K31<sup>+</sup> scale cells (E) or of K5<sup>+</sup> INF, K5<sup>+</sup> BL-IFE and K10<sup>+</sup> interscale IFE cells (F), respectively.

(A) Fluorescent and CD49f/FSC-plotted flow cytometric analyses of a EBS whole mount or EBS cells of tam- or solvent treated *CD4CreERT2/tdT* mice at the 3<sup>rd</sup> endogenous anagen or the 3<sup>rd</sup> endogenous telogen phase, respectively. Right: All CD49f<sup>+</sup> or tdT<sup>neg</sup> CD49f<sup>+</sup> or tdT<sup>+</sup> CD49f<sup>+</sup> keratinocytes were SCA-1/CD34-plotted for determination of CD34<sup>+</sup> bulge, SCA-1<sup>+</sup> IFE and CD34<sup>+</sup>SCA-1<sup>+</sup> epidermal cells (see <sup>11,12</sup>). tdT<sup>+</sup> cells were detected in the PE-channel.

(C-F) Immunofluorescent analyses of the ETS of tam-induced *CD4CreERT2/tdT* mice (respective tam regimes are depicted on the left). tdT<sup>+</sup> epidermal cells were detected in paraffin sections with antibodies against RFP and K5, K31 or K10.

Nuclei were visualized with DAPI. White double arrowheads: tdT<sup>+</sup> hair follicle cells; yellow double arrowheads: double positive tdT<sup>+</sup> hair follicle cells; white arrows: tdT<sup>+</sup> IFE cells, yellow arrows: double positive tdT<sup>+</sup> IFE cells. White dotted lines in (C-F) define the basal layer (BL). White boxes: zoom-in area. HF: hair follicle, inf: infundibulum, SG: sebaceous gland.

## *CD4CreERT2/tdT* ETS

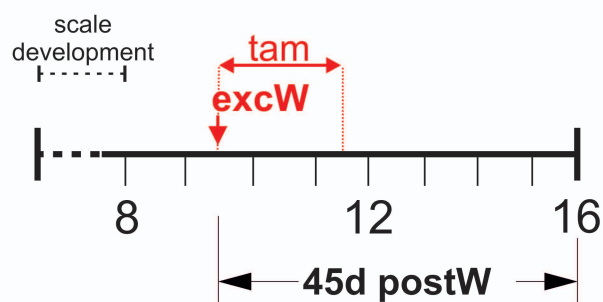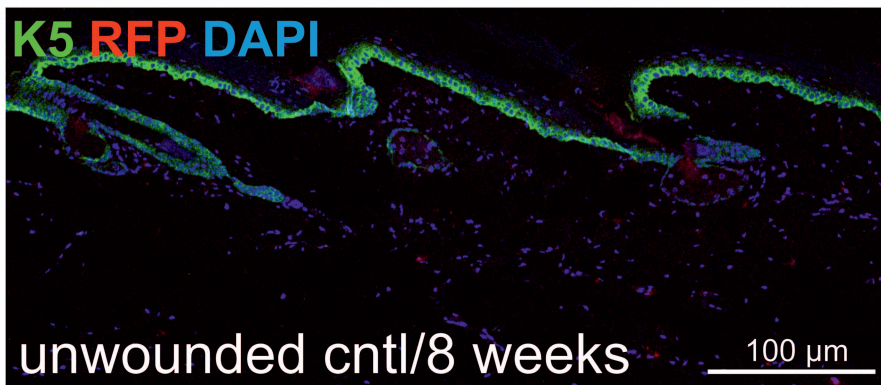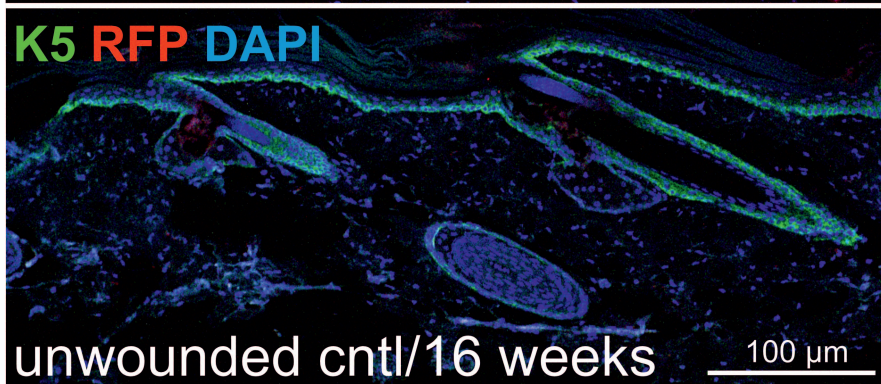

45d post excW

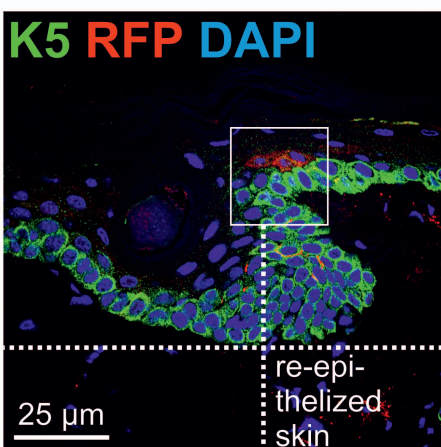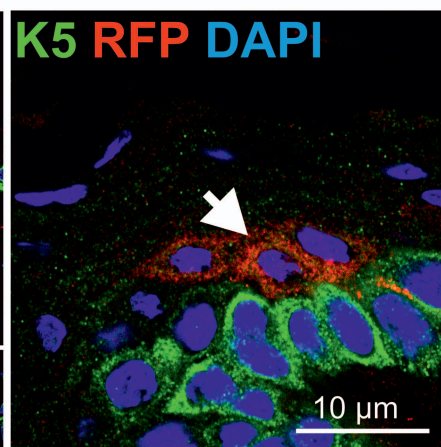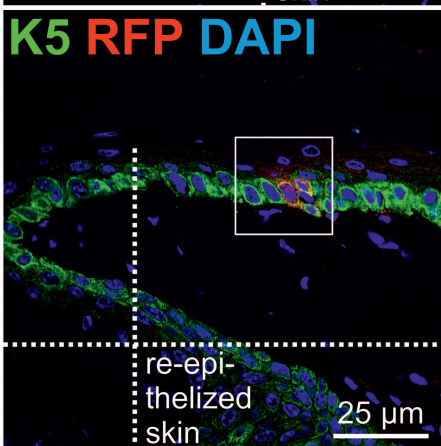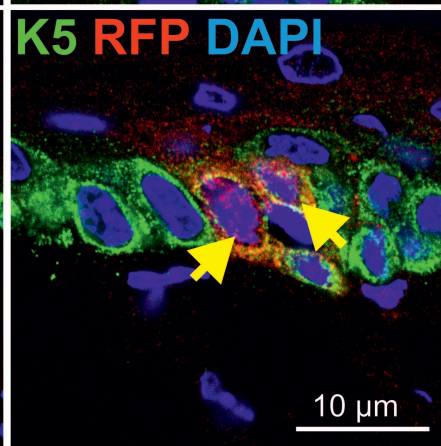

45d post excW

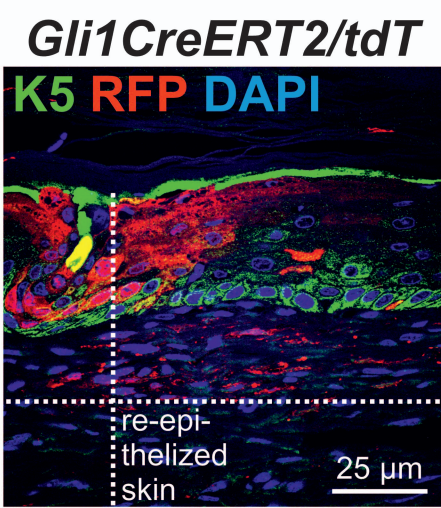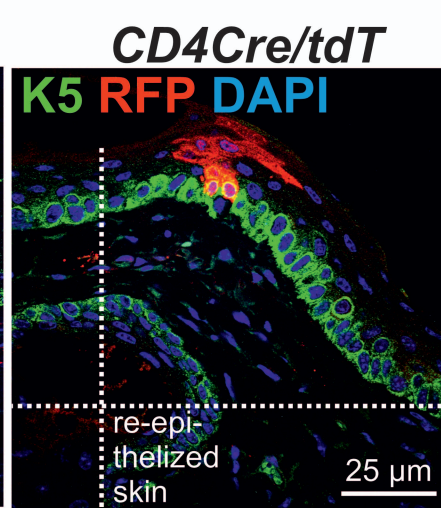

**Supplemental Figure S10: Wound-induced colonization of the hair follicle and/or the IFE with the progeny of CD4<sup>+</sup> epidermal cells.**

Experimental setup and (immune-) fluorescent analyses of unwounded and excW of ETS of tam-injected *CD4CreERT2/tdT* or *Gli1CreERT2/tdT* and *CD4Cre/tdT* control mice. tdT<sup>+</sup> IFE cells in wound-near areas in ETS paraffin sections stained with anti-RPF/anti-K5 antibodies 45 days post excW or of unwounded skin. Not any or only very few tdT<sup>+</sup> cells were observed in the ETS of untreated, unwounded 8 weeks-old or unwounded 16 weeks-old *CD4CreERT2/tdT* mice, respectively.

Nuclei were visualized with DAPI. tdT expression in paraffin sections was detected using an anti-RFP antibody. White double arrowheads: tdT<sup>+</sup> hair follicle cells; yellow double arrowheads: double positive tdT<sup>+</sup> hair follicle cells; white arrows: tdT<sup>+</sup> IFE cells; yellow arrows: double positive tdT<sup>+</sup> IFE cells; WI: wound-induced; postW: post wounding. White boxes: zoom-in areas.

# SUPPLEMENTAL FIGURE S11

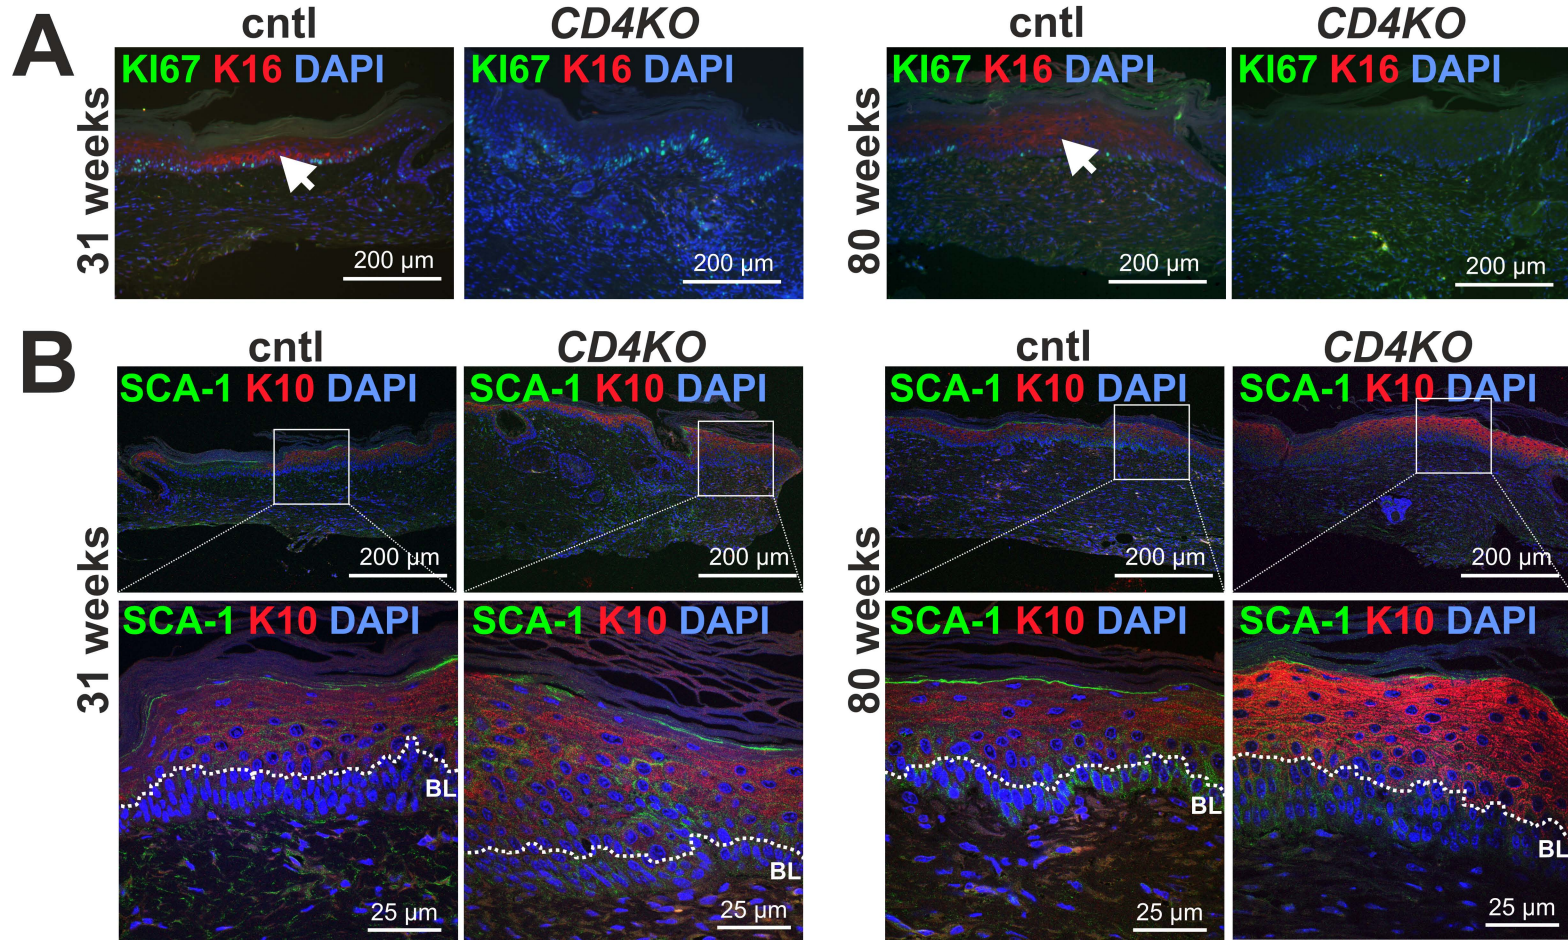

**Supplemental Figure S11: Immunohistological analyses of the EBS after excisional wounding of 31 and/or 80 weeks-old *CD4KO* and corresponding cntl mice.**

**(A,B)** Anti-KI67/anti-K16 (A) and anti-SCA-1/anti-K10 (B) antibody-stained paraffin sections of wound-near areas 56d post excW of 31 and 80 weeks old *CD4KO* and age-matched cntl. Nuclei were visualized with DAPI. White arrows: K16<sup>+</sup> IFE. White lines in delimit the basal layer (BL). White boxes: zoom-in areas.

**Figure 1E**

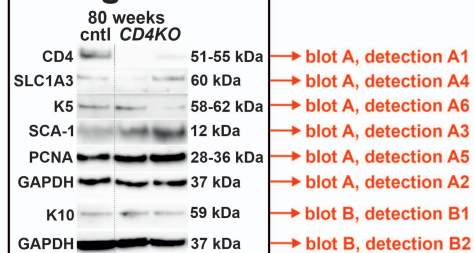

**blot**

**ECL detection**

**overlay**

**blot A**  
detection A1-A6

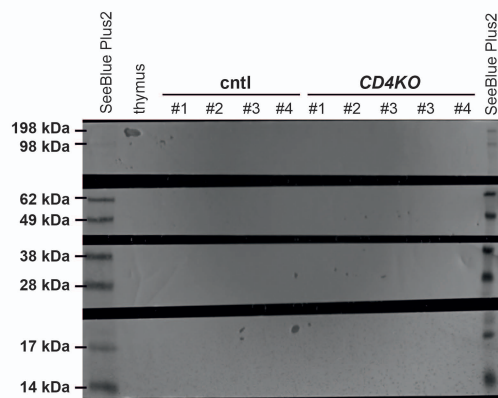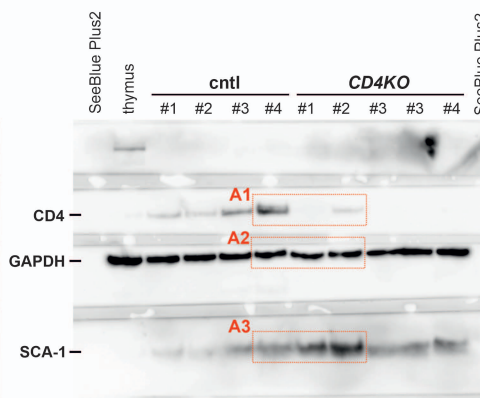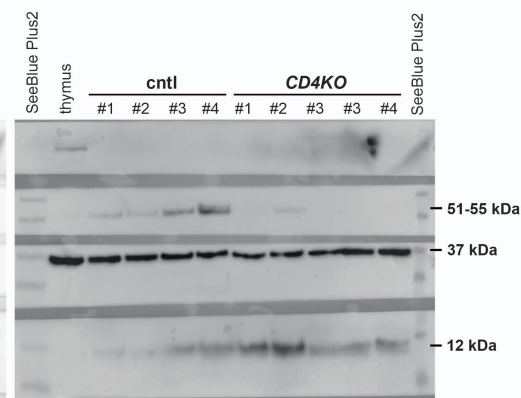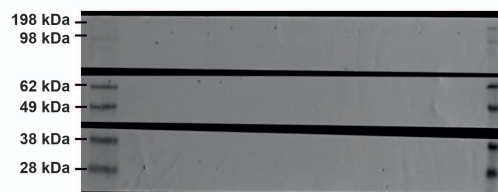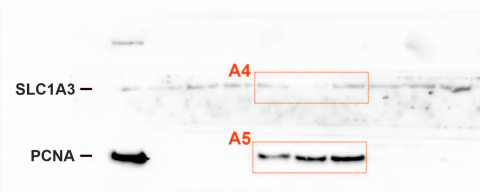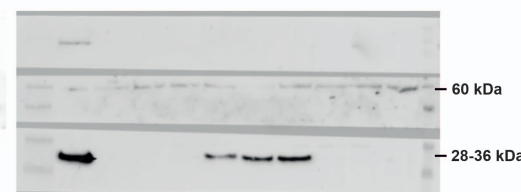**blot B**  
detection 1,2

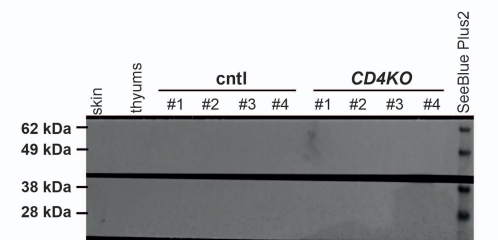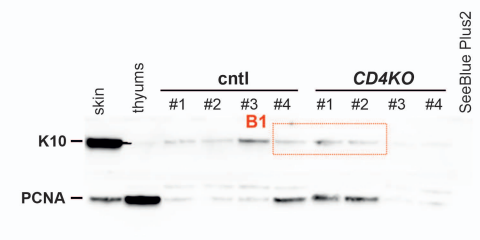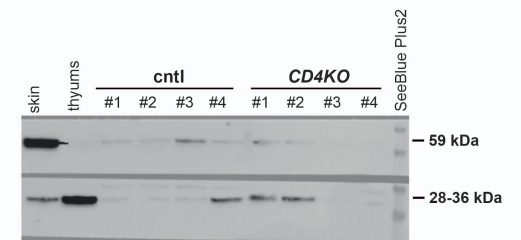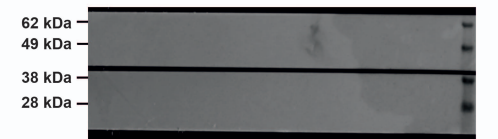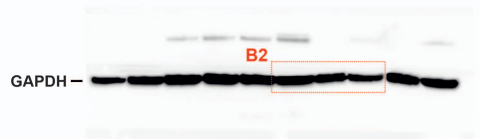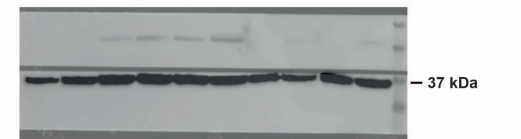

**Supplemental Figure S12: Original blots used for Western blot analysis presented in Figure 1E.**

The red arrows in the upper section point from the cropped blots shown in Figure 1E to the corresponding original blots and ECL detection. The lower section displays the original blots, ECL detections and overlays. The red boxes indicate the areas of cropping (A1-A6, B1, B2) that are presented in Figure 1E. For Western blotting see Material and method section. SeeBlue Plus2 Prestained Standard for determination of protein sizes was included on each gel/blot. Protein extract from C67BL6/N thymus was simultaneously analyzed as a positive control for CD4 expression and as a negative control for keratinocytes marker expression. Used antibodies and antibody concentrations are summarized in Supplemental Table S10-12.

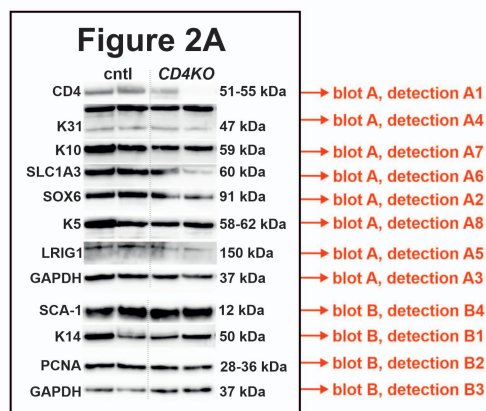

blot A  
detection A1-A8

blot

ECL detection

overlay

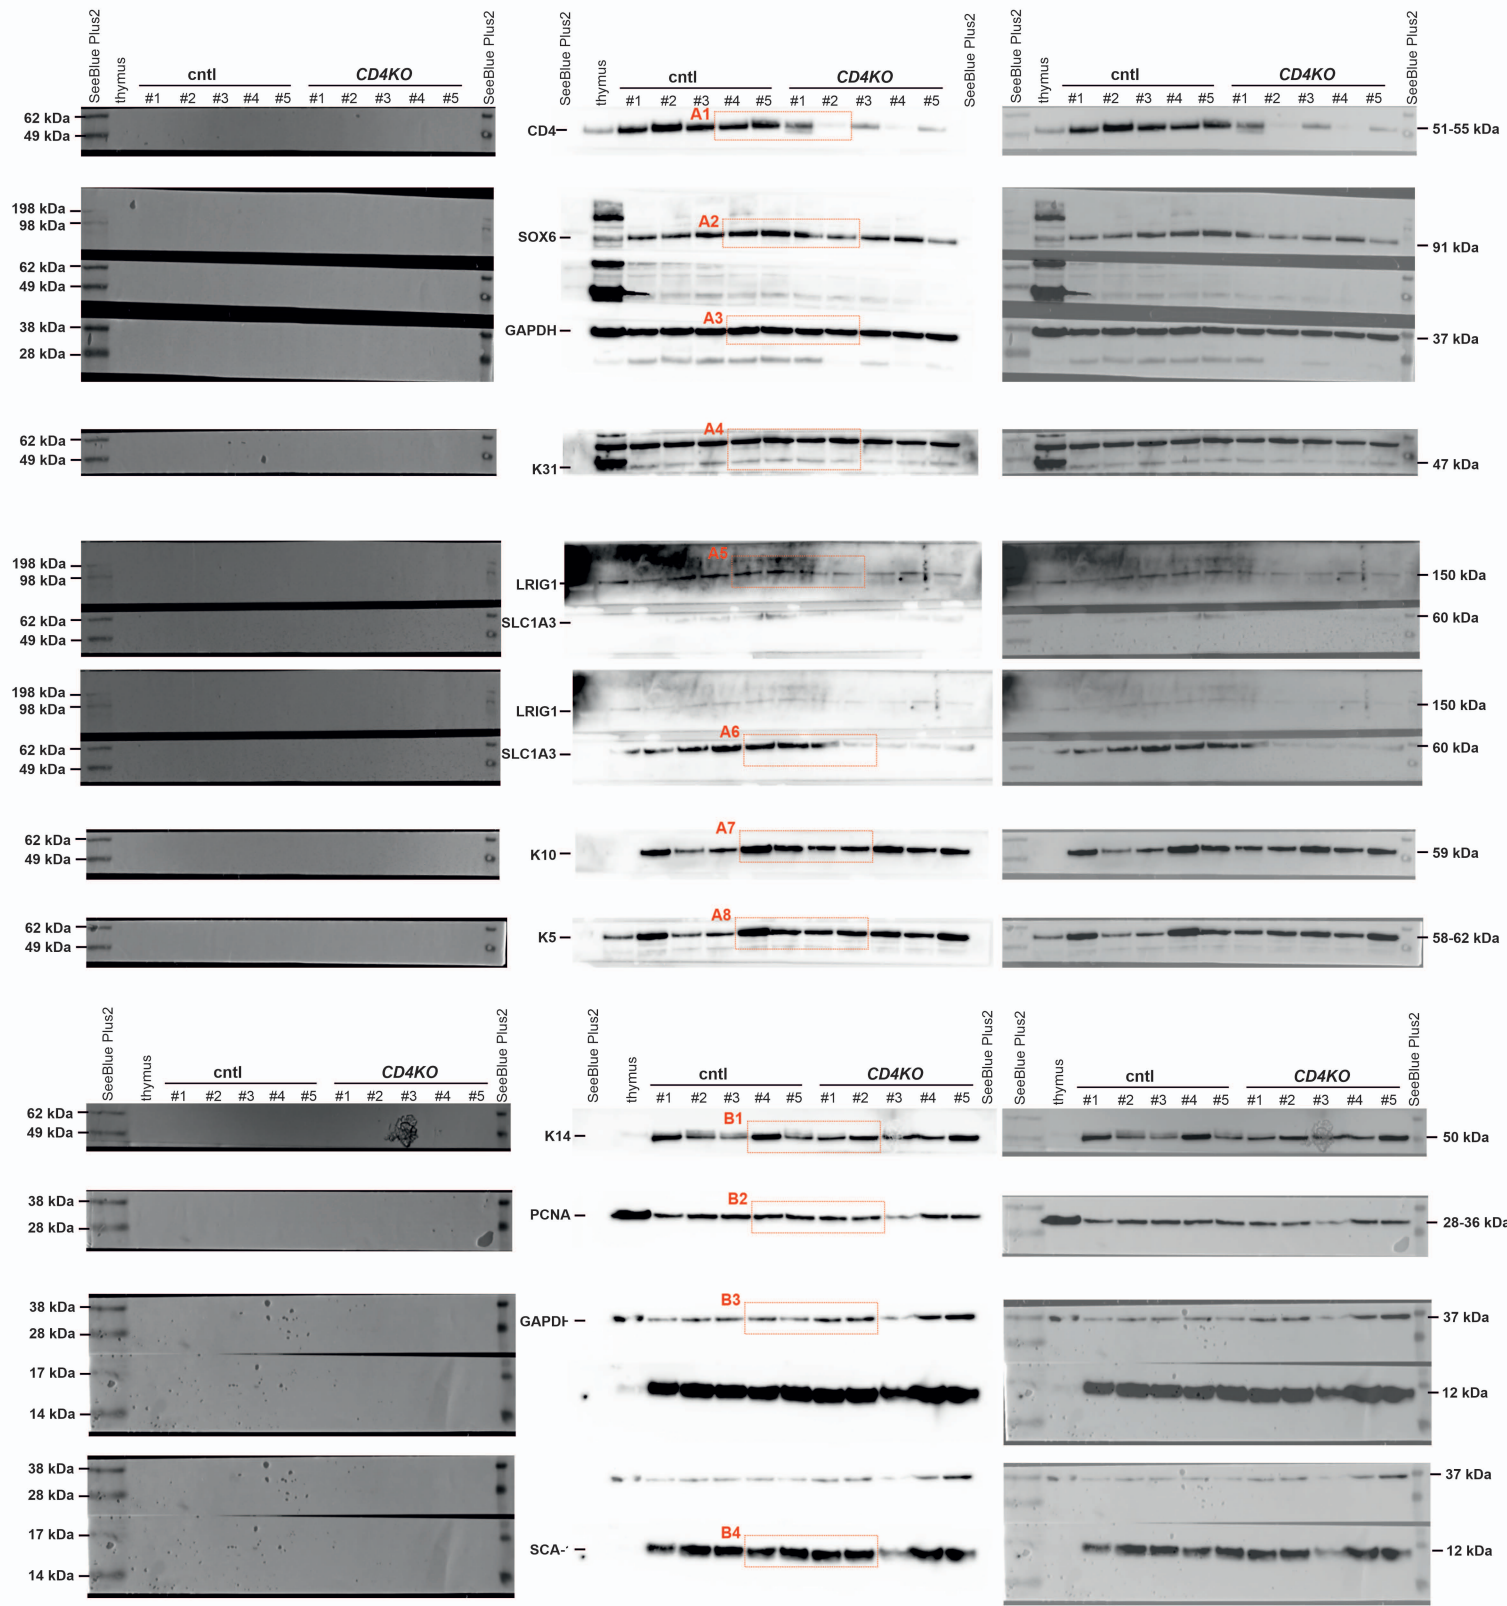

**Supplemental Figure S13: Original blots used for Western blot analysis presented in Figure 2A.**

The red arrows in the upper section point from the cropped blots shown in Figure 2A to the corresponding original blots and ECL detection. The lower section displays the original blots, ECL detections and overlays. The red boxes indicate the areas of cropping (A1-A8, B1-B4) that are presented in Figure 2A. For Western blotting see Material and method section. SeeBlue Plus2 Prestained Standard for determination of protein sizes was included on each gel/blot. Protein extract from C67BL6/N thymus was simultaneously analyzed as a positive control for CD4 expression and as a negative control for keratinocytes marker expression. Used antibodies and antibody concentrations are summarized in Supplemental Table S10-12.

# Supplmental Figure S2D

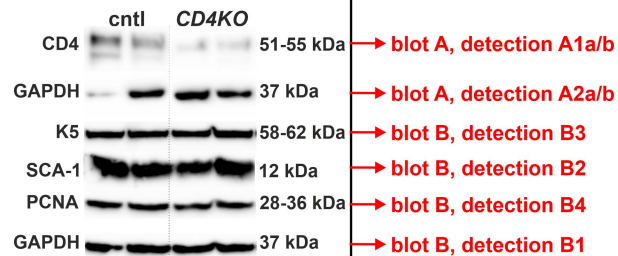

## blot

blot A  
detection A1,A2

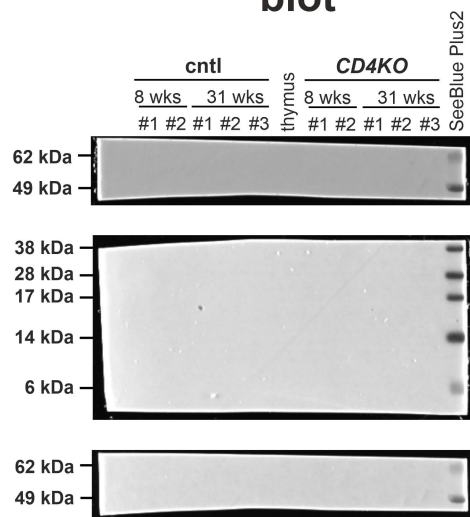

## ECL detection

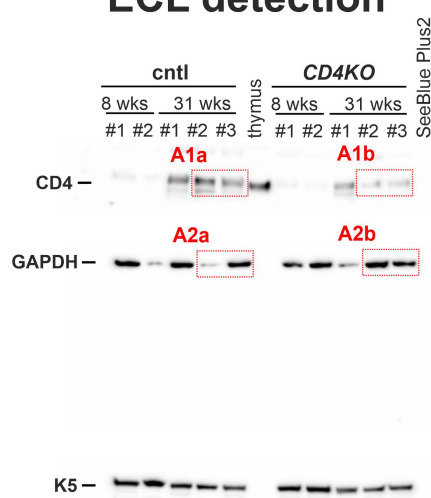

## overlay

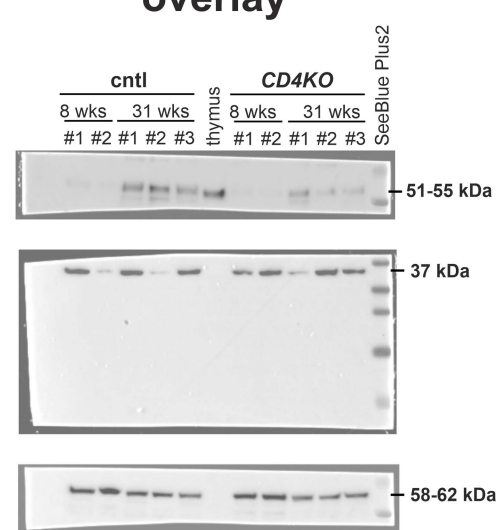

blot B  
detection A1-A4

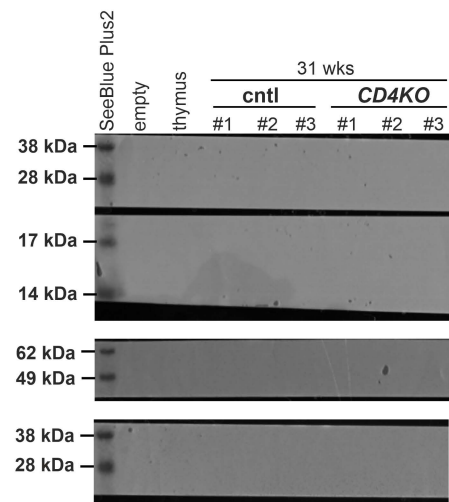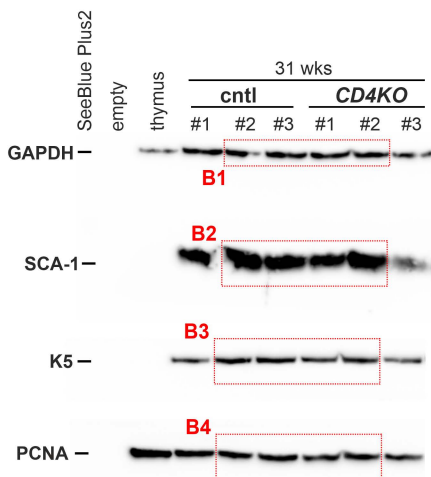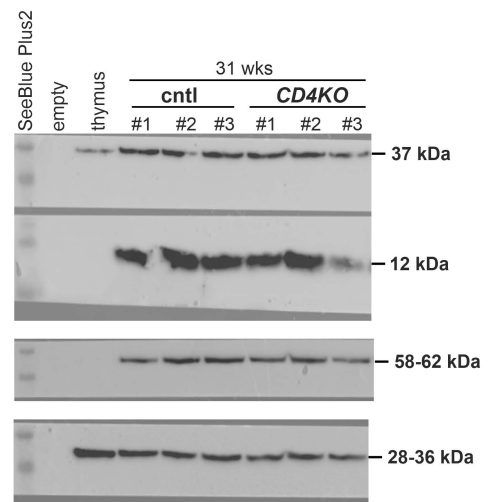

**Supplemental Figure S14: Original blots used for Western blot analysis presented in Supplemental Figure S2D.**

The red arrows in the upper section point from the cropped blots shown in Supplemental Figure S2D to the corresponding original blots and ECL detection. The lower section displays the original blots, ECL detections and overlays. The red boxes indicate the areas of cropping (A1, A2, B1-B4) that are presented in Supplemental Figure S2D. For Western blotting see Material and method section. SeeBlue Plus2 Prestained Standard for determination of protein sizes was included on each gel/blot. Protein extract from C67BL6/N thymus was simultaneously analyzed as a positive control for CD4 expression and as a negative control for keratinocytes marker expression. Used antibodies and antibody concentrations are summarized in Supplemental Table S10-12.

blot A

blot B

blot C

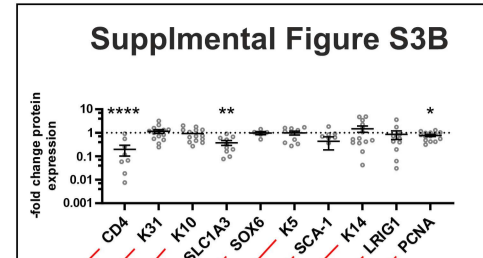

same blots as shown in Supplemental Figure S9

same blots as shown in Supplemental Figure S9

blot

ECL detection

overlay

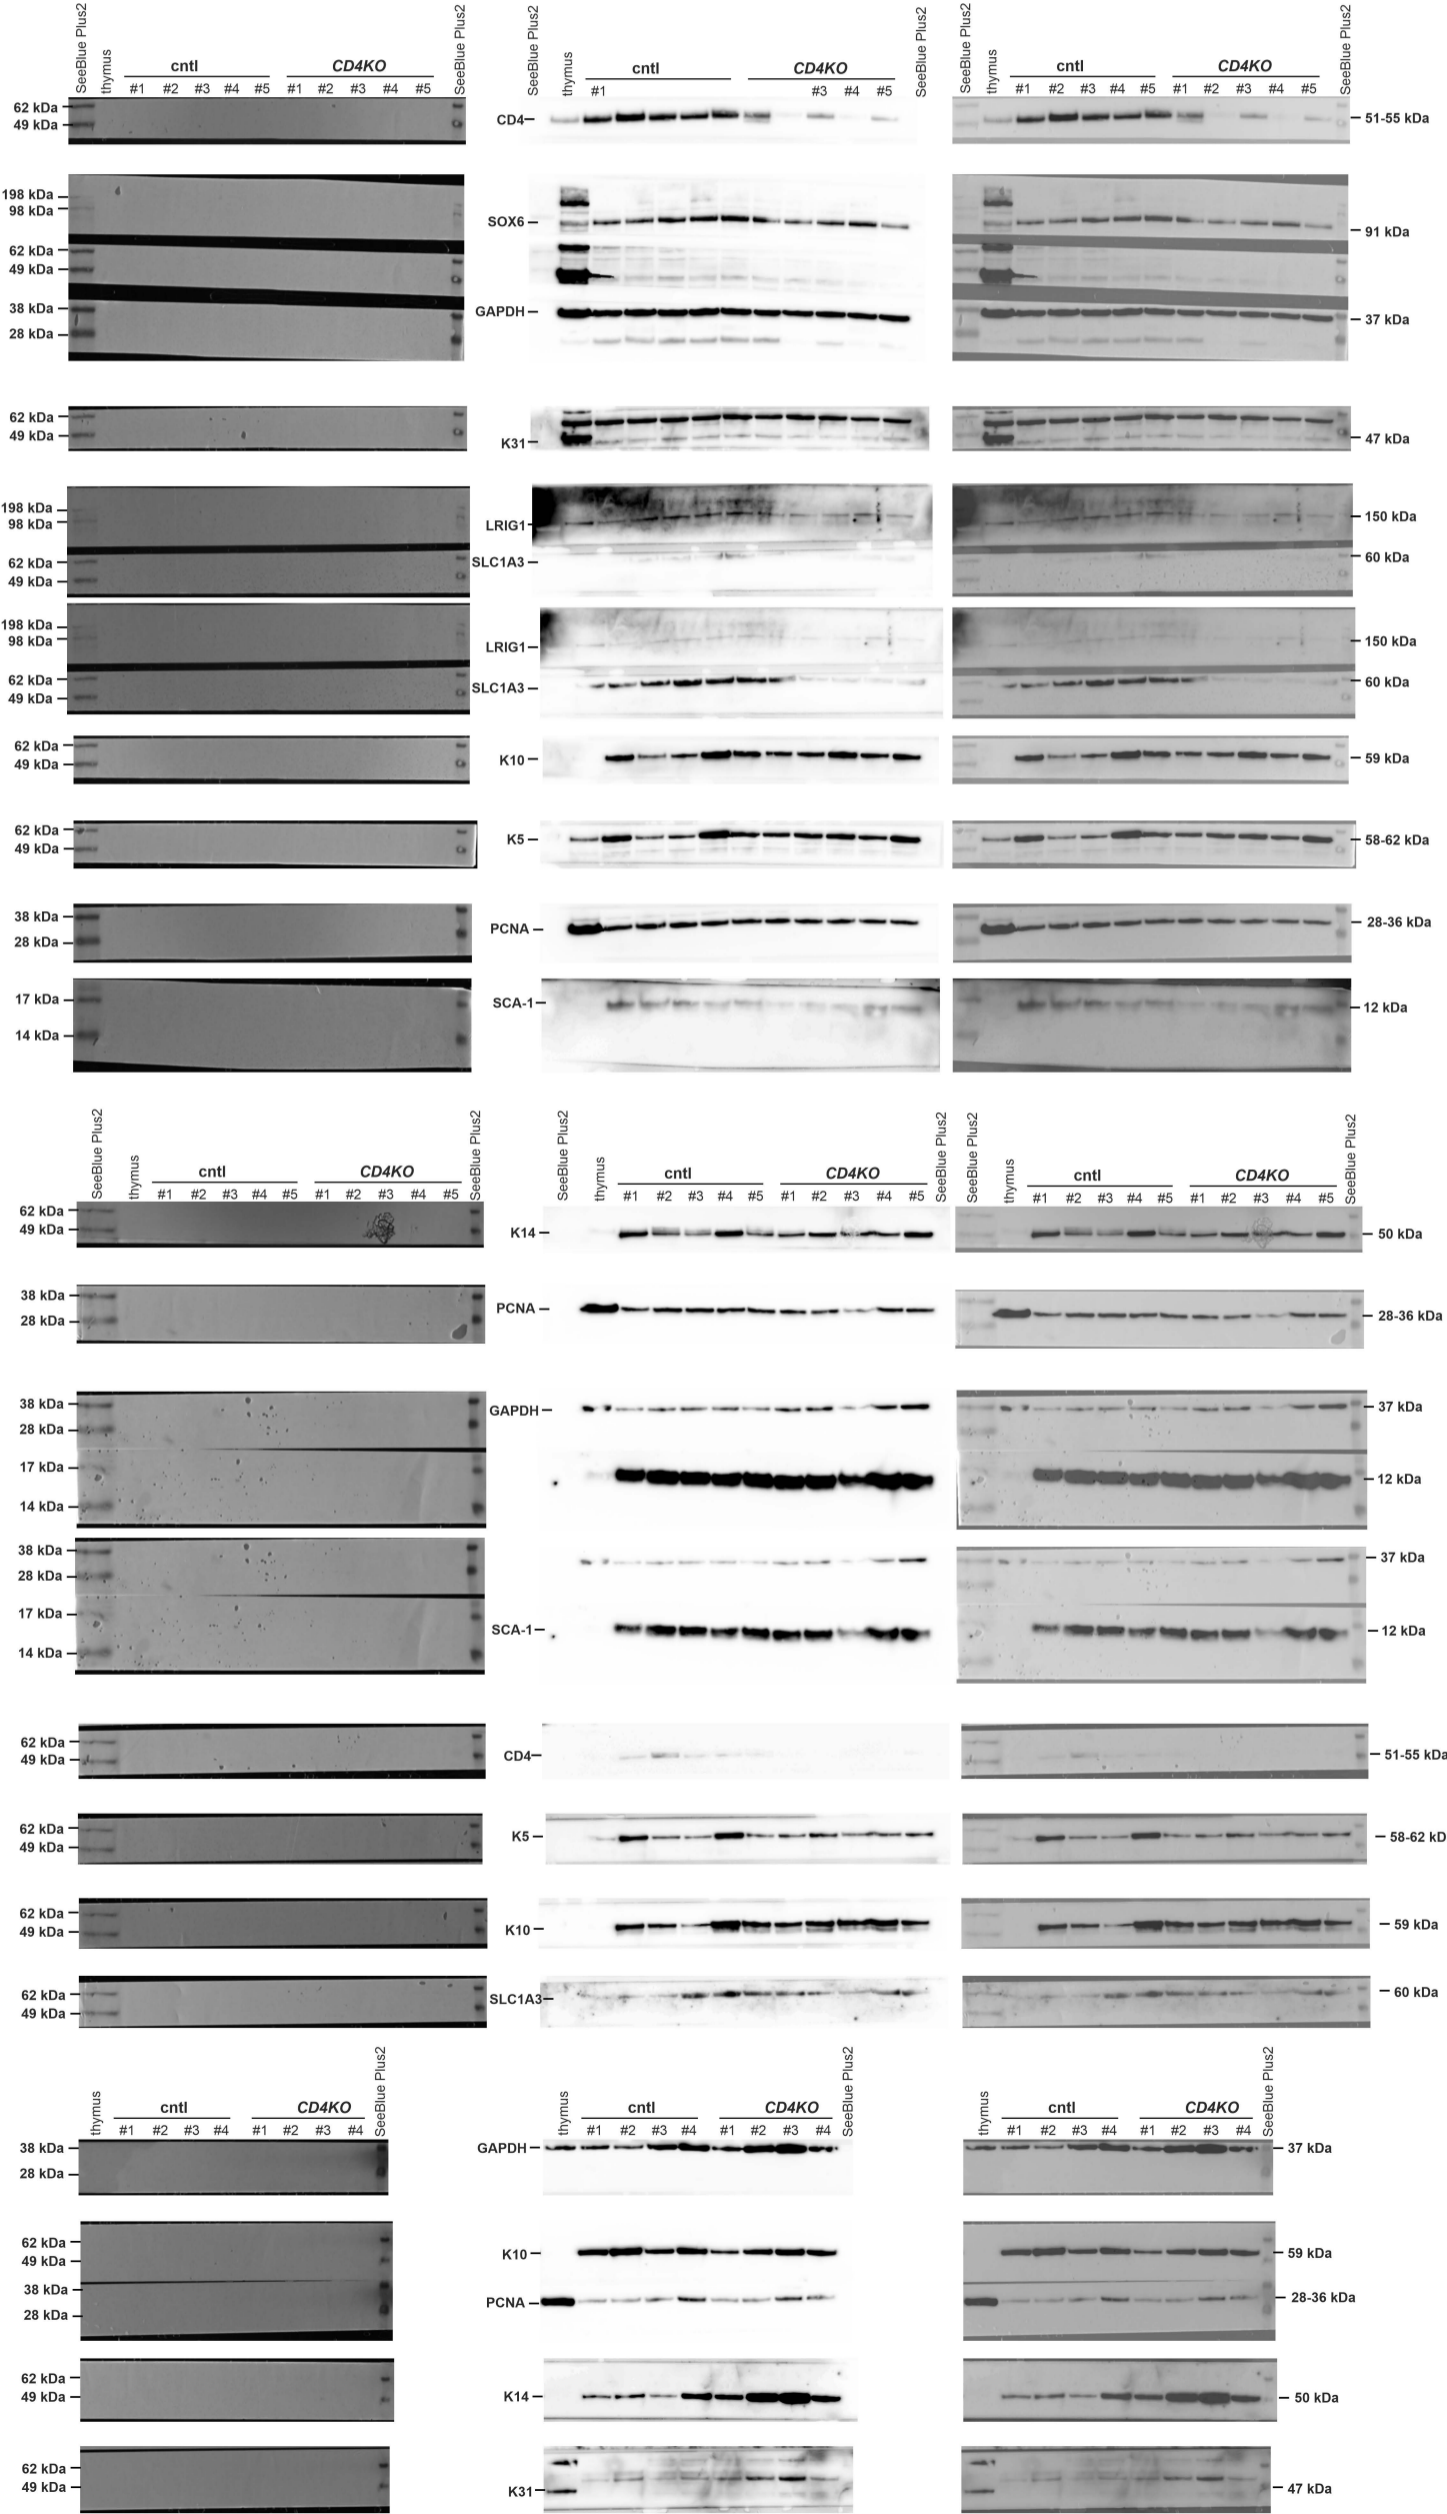

**Supplemental Figure S15: Original blots used for quantitative analysis of protein expression presented in Supplemental Figure S3B.**

The red arrows in the upper section point from respective protein expression shown in Supplemental Figure S3B to the corresponding original blots and ECL detection. The lower section displays the original blots, ECL detections and overlays. For Western blotting see Material and method section. SeeBlue Plus2 Prestained Standard for determination of protein sizes was included on each gel/blot. Protein extract from C67BL6/N thymus was simultaneously analyzed as a positive control for CD4 expression and as a negative control for keratinocytes marker expression. Used antibodies and antibody concentrations are summarized in Supplemental Table S10-12. Please note that labelled parts of blot A and blot B are identical to cropped blots shown in Figure 2A and to original blots in Supplemental Figure S14.

## Supplemental References

- 1 Uhmann, A. *et al.* DMBA/TPA treatment is necessary for BCC formation from patched deficient epidermal cells in Ptch(flox/flox)CD4Cre(+/-) mice. *The Journal of investigative dermatology* **134**, 2620-2629 (2014).  
<https://doi.org:10.1038/jid.2014.157>
- 2 Brandes, N. *et al.* Spreading of Isolated Ptch Mutant Basal Cell Carcinoma Precursors Is Physiologically Suppressed and Counteracts Tumor Formation in Mice. *International journal of molecular sciences* **21** (2020).  
<https://doi.org:10.3390/ijms21239295>
- 3 Joost, S. *et al.* Single-Cell Transcriptomics Reveals that Differentiation and Spatial Signatures Shape Epidermal and Hair Follicle Heterogeneity. *Cell systems* **3**, 221-237 e229 (2016). <https://doi.org:10.1016/j.cels.2016.08.010>

How the deposited data were processed for this re-analysis (not part of the article)

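RNA from sorted epidermal cells of male *CD4Cre/tdT* mice was measured in 11 libraries, 3 of tdT+CD49f+CD34+, 3 of tdT negCD49f+CD34+, 3 of tdT+CD49f+CD34+SCA-1+ and 2 of tdT negCD49f+CD34+SCA-1+ cells, each from the cells of 2 mice. As deposited, the files hold counts per gene. According to the paper's methods, the authors made these counts with STAR and featureCounts from mm10 and the Ensembl release 96 annotation, and the values in the files are whole numbers without normalization. The paper's text does not name the strand setting or the design formula. Group and replicate number were taken from the sample labels. The row outside the Ensembl genes was kept apart from totals and tests, and positions are those of the Ensembl annotation on GRCm38.
Counts were analysed in R 4.3.3 with edgeR 4.0.16 (TMM normalization, filterByExpr on the 4 groups, glmQLFit and glmQLFTest) and limma 3.58.1 (camera with a preset correlation of 0.01, and fry), and with DESeq2 1.42.0 as an alternative. Exact permutation tests were computed in R, and figures, intervals, the GC correction and the mixture used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9. The comparisons were tdT+ against tdT neg cells in each population, CD49f+CD34+SCA-1+ against CD49f+CD34+ cells as the mean over tdT status and within each tdT status, and the difference between the populations in the effect of tdT. Genes were called at an adjusted p-value under 0.05 and an absolute log2 fold change over 1. Totals per library, from 17409131 to 46542177 counts, set the depth, and the median half-width of the 95% confidence interval of a log2 fold change was 0.94 between tdT+ and tdT neg CD49f+CD34+ cells, 1.04 between tdT+ and tdT neg CD49f+CD34+SCA-1+ cells and 0.71 between the populations. The fit was tested on simulated data with the same groups. Each gene was drawn on its own, so spread that genes share between libraries was not simulated. In these data 200 genes, all over 1 CPM on average, were changed by 4-fold or more. edgeR recovered 67.0%, 63.0% and 79.5% of them in these 3 comparisons and called 6, 3 and 4 unchanged genes, and DESeq2 recovered 81.0%, 76.5% and 90.5% and called 75, 62 and 68.
The 8 marker lists were read from Suppl. Fig. S6: outer bulge, outer/inner bulge, inner bulge, secondary hair germ, IFE basal cycling, IFE basal, IFE suprabasal and IFE transcription factors. A further 10 lists held markers of leukocytes, T cells, Langerhans cells, melanocytes, fibroblasts, endothelial cells, the upper hair follicle and the sebaceous gland, genes of the dissociation response and male Y-linked genes. No gene was in more than 1 list. Camera p-values were adjusted over 8 tests of the marker lists between populations, 16 between tdT+ and tdT neg cells, 8 for the difference between the populations in the effect of tdT and 40 of the other lists. List scores are means of log2 CPM with a prior count of 2.
The comparisons, thresholds, lists and the alternatives (DESeq2, RLE size factors, other filters on low counts, no fold threshold, the replicate number as a block, only the groups compared, population as the only factor, omission of each library, other set tests) were set before the data were examined. A limma voom fit with a weight per library, RLE size factors and a prior count of 0.5 for the list scores, and the other settings for the share of genes with a narrow interval were added after seeing the data. Genes named were those of the lists and of the paper, and per comparison the 5 called genes with the largest rise and the 5 with the largest fall whose libraries did not overlap. *Egfl7*, *Pecam1*, *Cdh5*, *Thy1*, *Cd3e* and *Ptprc* are named as the abundant members of their lists. The replicate number was read as the pool of mice shared by libraries of one number. Over 15 pairs of libraries with the same number, the correlation across genes of their deviations from the group means had a median of 0.08 (from -0.42 to 0.59), against -0.02 over 30 other pairs. Omission of a tdT negCD49f+CD34+SCA-1+ library leaves 1 library in that group. The comparisons of tdT+ with tdT neg CD49f+CD34+SCA-1+ cells, of the populations within tdT neg cells and of the effects of tdT between the populations were not tested in these fits. The comparison of the populations keeps 4 CD49f+CD34+SCA-1+ against 6 CD49f+CD34+ libraries and was run, but its part within tdT neg cells then rests on 1 CD49f+CD34+SCA-1+ library. The ranges of list medians without 1 library use these fits only for tdT+ against tdT neg CD49f+CD34+ cells. Reads were not analysed here, so alignment, strand and duplicates were taken as deposited.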

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

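The tests of endothelial RNA, of bulge cells in the tdT negCD49f+CD34+SCA-1+ sort, of a dissociation response beside the T cell list, of the row outside the Ensembl genes as reporter reads, of a swap of labels and of tdT negCD49f+CD34+SCA-1+ cells in a library were chosen only after the result was seen. The effect of tdT differed between CD49f+CD34+SCA-1+ and CD49f+CD34+ cells for 79 genes by a test of that difference itself. Without tdT negCD49f+CD34+ replicate 1 there were 23 such genes and without tdT+CD49f+CD34+ replicate 3 there were 376. By camera, it also differed for the outer bulge list (median over its genes of the difference between the log2 fold changes -1.30, adjusted p = 1.3e-09), the inner bulge list (-0.37), the secondary hair germ list (-0.60) and the IFE suprabasal list (-1.16), the last 3 with an adjusted p of 0.044. The inner bulge value was -0.18 and the secondary hair germ value -0.39 without tdT+CD49f+CD34+ replicate 3, the secondary hair germ value was -1.03 without tdT+CD49f+CD34+SCA-1+ replicate 2, and the IFE suprabasal value was -2.10 without tdT negCD49f+CD34+ replicate 1. The other marker lists gave -0.41 for the outer/inner bulge (-0.19 without tdT+CD49f+CD34+ replicate 3), 0.43 for IFE basal cycling (-0.09 without tdT+CD49f+CD34+SCA-1+ replicate 2 and 0.78 without the library labelled tdT+CD49f+CD34+ replicate 2), -0.03 for IFE basal (-0.26 without tdT+CD49f+CD34+ replicate 3 and 0.19 without tdT+CD49f+CD34+SCA-1+ replicate 3) and 0.10 for IFE transcription factors (-0.04 without tdT+CD49f+CD34+ replicate 1, 0.26 without the library labelled tdT+ CD49f+CD34+ replicate 2 and -0.02 with RLE size factors), with adjusted p-values from 0.174 to 0.711. With the replicate block 5 marker lists passed in place of 4, IFE basal cycling being the added one (limma adjusted p = 0.0312). Under fry 0 of the 8 marker lists passed (1 at an unadjusted p-value under 0.05), and under the estimated correlation 0 passed (0 unadjusted).
Among the lists of other cell types and states, the same median was -3.14 for Langerhans cells (-2.21 without the library labelled tdT+CD49f+CD34+ replicate 2), -1.54 for fibroblasts (-3.28 without tdT+CD49f+CD34+SCA-1+ replicate 2 and -0.67 without tdT+CD49f+CD34+ replicate 1), -6.96 for endothelial cells (-4.11 without the library labelled tdT+ CD49f+CD34+ replicate 2), -1.33 for the upper hair follicle and 0.63 for the dissociation response (0.48 to 0.92 over the fits that left out 1 library). All 5 passed with the replicate block, which added the leukocyte list (-1.20, limma adjusted p = 0.051 without and 0.0358 with the block, and -2.54 without tdT negCD49f+CD34+ replicate 2). None of these 5 passed under fry or the estimated correlation, under which 6 and 0 of the 40 tests of such lists passed (13 and 8 unadjusted).
Lists that the paper does not report were higher in tdT+ than in tdT neg cells. In CD49f+CD34+ cells the median log2 fold change was 2.55 for leukocytes (camera adjusted p = 2.94e-13), 3.24 for T cells (1.78e-26, 11 of 12 genes higher), 2.09 for Langerhans cells (6.69e-08, with 1.06 without the library labelled tdT+CD49f+CD34+ replicate 2) and 1.43 for the upper hair follicle (1.92e-07). In CD49f+CD34+SCA-1+ cells it was 1.10 for leukocytes (0.00678), 2.89 for T cells (1.21e-18, 12 of 12 genes higher) and 0.41 for the dissociation response (0.0353, and 0.124 with the replicate block, with a median of 0.23 without tdT+CD49f+CD34+SCA-1+ replicate 1). The T cell list passed under fry in both comparisons (adjusted p = 0.0126) and the others did not. Of the 8 leukocyte genes 0, and of the 12 T cell genes 1, *Thy1*, reached 10 CPM in tdT negCD49f+CD34+ cells, against 3 of 8 Langerhans cell, 6 of 6 upper hair follicle and 12 of 12 dissociation response genes.
RNA from T cells or other leukocytes in the tdT+ sort was tested as an explanation of the genes that differ between tdT+ and tdT neg cells. It needs its lists to rise as a set, and the T cell list rose by a median of 2.89 in CD49f+CD34+SCA-1+ cells. Its abundant members had 253 ± 87.9 (*Thy1*), 86.7 ± 36.0 (*Cd3e*) and 183 ± 44.0 (*Ptprc*, leukocyte list) normalized CPM in tdT+CD49f+CD34+SCA-1+ (SD, n = 3), and 90.1 ± 5.12, 11.2 ± 2.00 and 49.5 ± 12.8 (SD, n = 2) in tdT negCD49f+CD34+SCA-1+ cells. Such RNA may account for genes that were higher in tdT+ cells and would not account for the 419 genes that were lower. Expression of these genes by tdT+ keratinocytes themselves was not tested and stays open, since the libraries hold RNA of sorted pools. A dissociation response as the source of the T cell difference would raise the dissociation list in tdT+ cells of both populations. In CD49f+CD34+ cells its median was -0.27, 11 of 12 genes lower (camera adjusted p = 0.0175, fry adjusted p = 0.348), from -0.57 without tdT+CD49f+CD34+ replicate 3 to -0.13 without tdT+CD49f+CD34+ replicate 1. Its score differed by -0.29, with an SD of 0.42 among tdT+ libraries (exact permutation p = 0.4), so the fall is not beyond the spread between libraries and does not exclude a dissociation response. In CD49f+CD34+SCA-1+ cells the list rose.
Of the 419 genes lower in tdT+ than in tdT neg CD49f+CD34+SCA-1+ cells, RNA from endothelial cells in the tdT neg sort is a candidate explanation for a part. The endothelial list fell by a median of -5.20 (camera adjusted p = 1.35e-09, 8 of 8 genes lower). It did not pass under fry (adjusted p = 0.0564) or with the correlation estimated (adjusted p = 0.19). *Pecam1* had 23.9 ± 9.87 normalized CPM in tdT+CD49f+CD34+SCA-1+ (SD, n = 3) and 708 ± 28.1 in tdT negCD49f+CD34+SCA-1+ cells (SD, n = 2). *Egfl7* was called lower (log2 fold change -5.34, edgeR adjusted p = 0.0158), and *Pecam1* and *Cdh5* were not (edgeR adjusted p = 0.15 and 0.108). Both were called without the library labelled tdT+CD49f+CD34+ replicate 2 (edgeR adjusted p = 0.00551 and 0.0299), without tdT+CD49f+CD34+ replicate 3 (0.0402 and 0.0171), with at least 1 count in any library (0.00632 and 0.00225) and in the voom fit added after seeing the data (limma adjusted p = 0.0172 and 0.0142). Over the alternatives the adjusted p-values ranged from 0.00551 to 0.318 for *Pecam1* and from 0.00225 to 0.26 for *Cdh5*. The list had 3 of 8 genes at 10 CPM or more in tdT negCD49f+CD34+ cells. Endothelial cells carry *Cd34* too, and the other 22 outer bulge markers had a median of -1.51, 19 of them lower. Since the level of these markers in endothelial cells was not measured here, this does not decide whether endothelial RNA is a source of the lower bulge markers. Bulge cells in the tdT negCD49f+CD34+SCA-1+ sort may be the source of these: such a mixture needs each outer bulge marker at about the same share of its level in CD49f+CD34+ cells, and 84.2% of 19 markers (16) lay within 2-fold of the median share of 17.2%. These 19 are the markers called lower in CD49f+CD34+SCA-1+ than in CD49f+CD34+ cells, and the other 4 of the 23 were left out. Of the 3 outside that range *Cd34* had a share of 38.1%, while *Krt15* (-8.51%) and *S100a4* (-5.68%) went the opposite way to a mixture. Neither differed between tdT+ and tdT neg CD49f+CD34+SCA-1+ cells by more than its error (log2 fold changes 0.20 and 0.29, standard errors 0.30 and 0.60).
Library size, a few abundant genes and GC content were tested for the same 419 genes. After thinning to the smallest total 415 genes were lower, without the 10 most abundant genes of each library 428, and after taking out trends on GC content and gene length 328 (313 shared). With the replicate block the numbers were 370 without correction, 370, 378 and 264. These values argue against the 3 as the whole cause. A biological difference between tdT+ and tdT neg CD49f+CD34+SCA-1+ cells stays open and was not tested apart from these.
The row outside the Ensembl genes had a median in tdT+ libraries 63 times that in tdT neg libraries. Reads of the tdT reporter are a candidate explanation, which needs tdT+ libraries above tdT neg libraries, and 1 tdT+ library, labelled tdT+CD49f+CD34+ replicate 2, lay at or under the highest tdT neg library (2.05 against 4.89 CPM). A swap of 2 labels among the 11 libraries would need a tdT neg library at the level of the tdT+ libraries, and the highest tdT neg library was at 4.89 CPM. tdT negCD49f+CD34+SCA-1+ cells in that library would have to make up nearly all of it to remove the row's reads, but their profile had a weight of 0.111 in a mixture of the other groups, less than the 0.192 of tdT negCD49f+CD34+ replicate 1. Its T cell score of 2.22 lay beside those of the other tdT+CD49f+CD34+ libraries (1.58 and 2.35) and above those of the tdT negCD49f+CD34+ libraries (-0.61 to 0.04). No cause for its low value was found.
For the sebaceous gland list, the library of tdT+CD49f+CD34+ replicate 3 lay far below the other CD49f+CD34+ libraries, with a score of 1.69. This was 1 of 38 groups of libraries examined, of which chance gives 1.9. No explanation was tested.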

How the results depend on the processing

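The limma voom fit with a weight per library, RLE size factors and a prior count of 0.5 for list scores, and the settings for the share of genes with a narrow interval were chosen after seeing the data; the cause of the changes below was not tested unless stated.
DESeq2 called more genes in each comparison that moved: 332 between tdT+ and tdT neg CD49f+CD34+ cells, 1126 between tdT+ and tdT neg CD49f+CD34+SCA-1+ cells, 3143 within tdT+, 2071 within tdT neg, 777 for the difference between the effects of tdT and 2072 lower genes between populations. In the simulated data it also called 75, 62 and 68 unchanged genes, where edgeR called 6, 3 and 4. RLE size factors gave 5 genes between tdT+ and tdT neg CD49f+CD34+ cells. With at least 10 counts in every library there were 20 such genes, 263 for the difference between the effects of tdT, 896 lower genes between populations, and the share of genes with an interval within -1 and 1 was 69.9% in CD49f+CD34+ and 57.8% in CD49f+CD34+SCA-1+ cells. With at least 1 count in any library the values were 166, 885 between tdT+ and tdT neg CD49f+CD34+SCA-1+ cells, 568, 19.9% and 16.5%. These shares follow from the low-count genes that each filter keeps or leaves out. Without the fold threshold 1803 genes were higher and 2114 lower between populations. The replicate block gave 4 genes between tdT+ and tdT neg CD49f+CD34+ cells, 1 of them shared, and 404 between tdT+ and tdT neg CD49f+CD34+SCA-1+ cells, 349 shared. Fits of only the groups compared gave 0 (1468 at an unadjusted p-value under 0.05), 885 between tdT+ and tdT neg CD49f+CD34+SCA-1+ cells and 1452 within tdT neg. The voom fit gave 138, 976, 2710 within tdT neg and 646 for the difference between the effects of tdT, with weights from 0.31 to 2.95, and reversed *Cd4* in CD49f+CD34+ cells to -0.16 (adjusted p = 0.963).
With the correlation estimated, 3 marker lists passed between populations and 0 between tdT+ and tdT neg cells (2 unadjusted). Under fry 0 passed between tdT+ and tdT neg cells (4 unadjusted), and the IFE basal cycling list in CD49f+CD34+SCA-1+ cells had the opposite direction (limma adjusted p = 0.89).
Over the fits that each left out 1 library, the number of genes ranged from 0 to 7 between tdT+ and tdT neg CD49f+CD34+ cells. It was 0 without tdT+CD49f+CD34+ replicate 2 (1500 unadjusted), tdT negCD49f+CD34+ replicate 3 (1020), tdT+CD49f+CD34+SCA-1+ replicate 3 (1725) and tdT negCD49f+CD34+SCA-1+ replicate 1 (1758) or 2 (1746). *Akna* was lost in 6 and *Ly6d* in 9 of the 11 fits. The numbers ranged from 267 (without tdT+CD49f+CD34+SCA-1+ replicate 1) to 700 (without tdT+CD49f+CD34+ replicate 3) between tdT+ and tdT neg CD49f+CD34+SCA-1+ cells, from 1174 to 2233 within tdT+, from 216 (without tdT negCD49f+CD34+ replicate 3) to 1300 within tdT neg, from 23 (without tdT negCD49f+CD34+ replicate 1) to 376 (without tdT+CD49f+CD34+ replicate 3) for the difference between the effects of tdT, from 583 (without tdT negCD49f+CD34+SCA-1+ replicate 1) to 1160 higher and from 577 (without tdT negCD49f+CD34+SCA-1+ replicate 1) to 1588 lower genes between populations. Without a tdT negCD49f+CD34+SCA-1+ library the comparison of the populations rests on 1 such library within tdT neg cells. Called markers ranged from 25 to 34 for bulge and secondary hair germ and from 20 to 28 for IFE.
The list scores between populations kept their direction with RLE size factors and with a prior count of 0.5. In the simulated data with these group sizes, edgeR recovered 58% of 4-fold changes between tdT+ and tdT neg CD49f+CD34+ cells and 57% between tdT+ and tdT neg CD49f+CD34+SCA-1+ cells, so true changes of that size can go uncalled.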

Differences from the paper's values

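The paper states that tdT+CD49f+CD34+ and tdT+CD49f+CD34+SCA-1+ cells could not be told apart from their tdT neg counterparts by differential expression. Here, 2 genes were called between tdT+ and tdT neg CD49f+CD34+ cells and 470 between tdT+ and tdT neg CD49f+CD34+SCA-1+ cells. RNA of T cells in the tdT+ sort and of endothelial cells in the tdT neg sort may account for a part of the 470. With DESeq2, which the paper's methods name, 332 and 1126 genes were called in these comparisons. In simulated data it also called 75 and 62 unchanged genes in them. The paper names 3 biological replicates, while 2 libraries of tdT negCD49f+CD34+SCA-1+ cells were analysed here, and it gives no design formula. Of the alternatives set before the data were examined, the fit of only the groups compared called 0 genes in CD49f+CD34+ cells (1468 at an unadjusted p-value under 0.05), as did the omission of tdT+CD49f+CD34+ replicate 2 (1500), tdT negCD49f+CD34+ replicate 3 (1020), tdT+CD49f+CD34+SCA-1+ replicate 3 (1725), tdT negCD49f+CD34+SCA-1+ replicate 1 (1758) or tdT negCD49f+CD34+SCA-1+ replicate 2 (1746). None of the alternatives that could be run called 0 genes in CD49f+CD34+SCA-1+ cells, where the fewest were 267, without tdT+CD49f+CD34+SCA-1+ replicate 1. The limma voom fit with a weight per library, chosen after seeing the values, called 138 and 976.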

Other observations

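None of the tests in this part was chosen only after the result was seen. The reading of the dissociation list between the populations as undecided was set after its value was known. *Cd4* was at or below 4.64 CPM in each of the 11 libraries. Its log2 fold change between tdT+ and tdT neg cells was 1.02 (standard error 1.10, edgeR adjusted p = 0.838) in CD49f+CD34+ and 2.55 (standard error 1.32, edgeR adjusted p = 0.425) in CD49f+CD34+SCA-1+ cells. *Ptprc*, which encodes CD45, had 40.3 ± 12.4 and 7.90 ± 10.1 normalized CPM (SD, n = 3 each) in tdT+ and tdT neg CD49f+CD34+ cells. *Cd207*, which encodes Langerin, had 11.7 ± 6.85 (SD, n = 3) in tdT+ and 15.4 ± 8.52 (SD, n = 2) in tdT neg CD49f+CD34+SCA-1+ cells. The Langerhans cell list was lower in tdT+ cells of this population (median -0.93, 8 of 8 genes). In CD49f+CD34+ cells the list went the other way (median 2.09, 8 of 8 genes higher). *Mlana* was at or below 1.45 CPM in each library.
The remaining lists between tdT+ and tdT neg cells gave the following medians in CD49f+CD34+ cells. Melanocytes had -0.76 (camera adjusted p = 0.0258), with -1.20 without tdT+CD49f+CD34+ replicate 1 and -0.44 without replicate 3. The melanocyte list did not pass under fry (adjusted p = 0.146) or with the correlation estimated (adjusted p = 0.314). Fibroblasts had -0.24 (0.311), with -0.78 without tdT+CD49f+CD34+ replicate 1 and 0.39 without tdT negCD49f+CD34+ replicate 2. Endothelial cells had 1.92 (0.584), with -1.11 without the library labelled tdT+CD49f+CD34+ replicate 2. The sebaceous gland list had -0.53 (0.328), with -0.88 without tdT+CD49f+CD34+ replicate 1 and -0.12 without tdT negCD49f+CD34+ replicate 1. Male Y-linked genes had -0.39 (0.0958, and 0.0274 with the replicate block), with -0.73 without tdT+CD49f+CD34+ replicate 3 and -0.05 without the library labelled tdT+ CD49f+CD34+ replicate 2.
In CD49f+CD34+SCA-1+ cells Langerhans cells had a median of -0.93 (camera adjusted p = 0.151). Melanocytes had -1.16 (0.0324), with -1.82 without tdT+CD49f+CD34+SCA-1+ replicate 2. Fibroblasts had -1.50 (3.89e-06), with -3.53 without tdT+CD49f+CD34+SCA-1+ replicate 2 and -0.97 without replicate 3. Neither the melanocyte nor the fibroblast list passed under fry (adjusted p = 0.117 and 0.0564) or with the correlation estimated (adjusted p = 0.346 and 0.19). The upper hair follicle list had 0.04 (0.967), with -0.09 without tdT+CD49f+CD34+SCA-1+ replicate 2 and 0.13 without replicate 1. The sebaceous gland list had 0.32 (0.942), with 0.59 without tdT+CD49f+CD34+SCA-1+ replicate 2 and -0.21 without replicate 3. Male Y-linked genes had 0.18 (0.584), with 0.08 without tdT+CD49f+CD34+SCA-1+ replicate 1.
Between CD49f+CD34+SCA-1+ and CD49f+CD34+ cells the medians were 2.45 for leukocytes (camera adjusted p = 1.84e-07), 3.53 for T cells (3.8e-26), 2.25 for Langerhans cells (2.17e-06), -1.78 for melanocytes (0.00159), 0.35 for fibroblasts (0.742, with -0.74 without tdT+CD49f+CD34+SCA-1+ replicate 2 and 0.84 without tdT negCD49f+CD34+ replicate 2), 1.42 for endothelial cells (0.0108, with 2.59 without the library labelled tdT+CD49f+CD34+ replicate 2), 0.47 for the upper hair follicle (0.0369, with 0.76 without tdT+CD49f+CD34+ replicate 3), -0.93 for the sebaceous gland (0.215, with -1.87 without tdT+CD49f+CD34+SCA-1+ replicate 3) and 0.39 for male Y-linked genes (0.214, with 0.21 without the library labelled tdT+ CD49f+CD34+ replicate 2). Leukocytes, T cells, Langerhans cells and melanocytes passed under fry. In tdT negCD49f+CD34+ cells 4 of 7 melanocyte, 5 of 8 fibroblast, 2 of 6 sebaceous gland and 4 of 4 male Y-linked genes reached 10 CPM.
A dissociation response during cell isolation was tested as a source of the higher IFE markers in CD49f+CD34+SCA-1+ cells. The dissociation list had a median of -0.08 between the populations, with 5 genes higher and 7 lower (camera adjusted p = 0.886), -0.15 without tdT+CD49f+CD34+ replicate 1 and 0.05 without tdT+CD49f+CD34+ replicate 3, and members going both ways do not decide it. The list score was 10.06 ± 0.22 (SD, n = 5) in CD49f+CD34+SCA-1+ and 10.04 ± 0.33 (SD, n = 6) in CD49f+CD34+ libraries.
Other splits of the same libraries were counted. For tdT+ against tdT neg CD49f+CD34+ cells, 2 of 10 splits gave as many genes as the 2 found, and the other one, tdT+ replicates 1 and 2 with tdT neg replicate 2 against the rest, gave 1272. Among the 4 splits that part as many pairs of libraries with one replicate number, 1 gave as many. The split with 1272 genes also parted these libraries on the first principal component (-176, -120 and -151.8 against 23.9, 16 and 14.6). Within tdT negCD49f+CD34+ cells, log2 CPM correlated at 0.988 between replicates 1 and 3. Replicate 2 correlated at 0.897 and 0.901 with them. No fit had this split as a factor, and its cause was not tested. For the populations within tdT+ cells, 1 of 10 splits gave 1715 genes and the others 0, and 3 libraries against 3 cannot give a share under 0.1. For the populations over all libraries, 1 of 100 splits drawn from 200 gave 2347 genes, and the most in another split was 888. The deviation of the IFE basal cycling score from its group mean was not shared by libraries with the same replicate number beyond what 432 relabellings give (exact permutation p = 0.148), which leaves a shared effect of the mouse pool open.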
